# The histone H2B Arg95 residue links the pheromone response pathway to rapamycin-induced G_1_ arrest in yeast

**DOI:** 10.1038/s41598-022-14053-9

**Published:** 2022-06-15

**Authors:** Abdallah Alhaj Sulaiman, Reem Ali, Mustapha Aouida, Balasubramanian Moovarkumudalvan, Dindial Ramotar

**Keywords:** Drug discovery, Cell biology, Cell signalling, Stress signalling

## Abstract

Rapamycin is an immunosuppressant used for treating many types of diseases such as kidney carcinomas. In yeast, rapamycin inhibits the TORC1 kinase signaling pathway causing rapid alteration in gene expression and ultimately cell cycle arrest in G_1_ through mechanisms that are not fully understood. Herein, we screened a histone mutant collection and report that one of the mutants, H2B R95A, is strikingly resistant to rapamycin due to a defective cell cycle arrest. We show that the H2B R95A causes defects in the expression of a subset of genes of the pheromone pathway required for α factor-induced G_1_ arrest. The expression of the *STE5* gene and its encoded scaffold protein Ste5, required for the sequential activation of the MAPKs of the pheromone pathway, is greatly reduced in the H2B R95A mutant. Similar to the H2B R95A mutant, cells devoid of Ste5 are also resistant to rapamycin. Rapamycin-induced G_1_ arrest does not involve detectable phosphorylation of the MAPKs, Kss1, and Fus3, as reported for α factor-induced G_1_ arrest. However, we observed a sharp induction of the G_1_ cyclin Cln2 (~ 3- to 4-fold) in the *ste5Δ* mutant within 30 min of exposure to rapamycin. Our data provide a new insight whereby rapamycin signaling via the Torc1 kinase may exploit the pheromone pathway to arrest cells in the G_1_ phase.

## Introduction

Rapamycin is an immunosuppressant used for treating diseases such as kidney carcinomas^1–3^. In *Saccharomyces cerevisiae*, rapamycin binds to the peptidyl-prolyl isomerase Fpr1 leading to the inhibition of the Target of Rapamycin (TOR) kinase that forms the TOR Complex 1 (Torc1)^4,5^. Torc1 consists of either the Tor1 or the Tor2 kinase, a putative scaffold protein Kog1, Lst8, and Tco89^4,5^. Torc1 controls growth in response to nutrients by regulating translation, transcription, ribosome biogenesis, nutrient transport, autophagy, and cell cycle^4,6–8^. The inhibition of Torc1 by rapamycin mimics nutrient starvation and causes an array of physiological changes that include global changes in gene expression, phosphorylation/dephosphorylation of various factors, decreased cell growth, degradation of proteins, and ultimately cell cycle arrest in the G_1_ phase^4,9–11^. The exact molecular mechanism that leads to G_1_ arrest following rapamycin treatment in yeast is a complex process that has not been fully delineated, although it is believed to be indirectly derived from a combination of events that include (i) inhibition of protein synthesis due to the degradation of the protein translational initiation factors eIF4G1 and eIF4G2^10,12–14^, (ii) reduced expression of genes encoding ribosomal proteins^8^, (iii) the subsequent transcriptional downregulation of the cyclin genes involved in the transition of cells from the G_1_ to the S phase^10^, (vi) the specific phosphorylation at the C-terminal domain of RNA polymerase II^15^, and (v) the phosphorylation and stabilization of the Sic1 inhibitor protein that inhibits the B-type cyclin-dependent protein kinase^16–18^.

We have previously shown that the peptidyl-prolyl isomerase Rrd1 is required to mediate cellular response to rapamycin by altering gene expression^6,7,19,20^. Rrd1 is tightly bound to chromatin and interacts with RNA polymerase II (RNAPII)^6,20^. It can isomerize the C-terminal domain of the large subunit of RNAPII and this may promote the redistribution of the polymerase along the genome in response to rapamycin^6,20,21^. Rrd1 has been shown to stimulate the association of RNAPII with the coding region of inducible genes besides those activated by rapamycin, but not with constitutively expressed genes^6,21^. This Rrd1-dependent recruitment of RNAPII is associated with nucleosomal disassembly and transcription activation^6,20,21^. From these combined studies, it seems logical that the global gene expression pattern that ensues upon exposure to rapamycin must be governed by changes at the level of the chromatin structure. Indeed, it has been shown that a histone mutant H3 K56A causes yeast cells to display sensitivity to rapamycin, however, this mutation also sensitizes cells to a variety of DNA damaging agents, suggesting that the H3 K56A mutation has a broader role rather than a specific function towards rapamycin stress^22,23^. Here, we hypothesized that specific histone residue(s) might be involved in facilitating gene expression such that cells mount a response to rapamycin. We, therefore, searched a collection of 442 histone mutants^24^ for ones that failed to respond to rapamycin in an attempt to identify molecular pathways critical for rapamycin response at the level of chromatin. We report the identification of nine histone mutants, eight of which showed varying resistance to rapamycin, as compared to the other mutants and the wild type (WT). Of these mutants, H2B R95A displayed striking resistance to rapamycin, which correlated with an inability to undergo cell cycle arrest. Further analysis revealed that the H2B R95A was significantly defective in the expression of at least 26 genes that belong to the pheromone response pathway that is required for α factor-induced G_1_ arrest. This mutant weakly expressed the *STE5* gene and its encoding scaffold protein Ste5 is required for the sequential activation of the MAPKs of the pheromone pathway. Cells lacking Ste5 exhibited nearly the same level of resistance to rapamycin as the H2B R95A mutant, suggesting that the rapamycin-resistant phenotype of this mutant is restricted to the pheromone response pathway. We show that rapamycin-induced G_1_ arrest is independent of the phosphorylation of the MAPKs, Kss1 and Fus3, required for α factor-induced G_1_ arrest. However, we unexpectedly observed a sharp induction of the G_1_ cyclin Cln2 in the *ste5Δ* mutant within 30 min of exposure to rapamycin, as compared to the WT. We provide some insights into the possible roles of the induced Cln2 level in the *ste5Δ* mutant, which might serve to promote cell proliferation in the presence of rapamycin.

## Materials and methods

### Yeast strains, growth media, plasmid, and drugs

The yeast WT strains and the isogenic histone mutants used in this work (Supplementary Table S1) were from the SHIMA library, kindly provided by Dr. Ali Shilatifard (Kansas, USA)^24^. All other strains used in this study (Supplementary Table S1) were the WT BY4741 and the indicated isogenic mutants derived from the nonessential haploid mutant (D.R. laboratory resource) and the TAP-tagged collections provided by Dr. Hugo Wurtele (Montreal, Canada). Epitope-tagging of strains at the endogenous gene locus was performed as previously described^25^. Cells were grown at 30 °C for 24 h in either Yeast Peptone Dextrose (YPD, FORMEDIUM CCM0105) or SD minimal media. The single-copy plasmid pSTE5-GFP carrying the entire *STE5* gene under its promoter and tagged with GFP was kindly provided by Dr. Peter M. Pryciak (University of Massachusetts medical school, Worcester, MA, USA). The plasmid pSTE5-Myc was constructed by gap repair using pTW438 as the backbone and as previously decsribed^26^. All chemical reagents including rapamycin, methyl methanesulfonate, 4-nitroquinoline-1-oxide, bleomycin and sodium arsenite were purchased from Sigma, St Louis, USA.

### Spotting test

The strains were grown in YPD media at 30 °C for 24 h. The OD600_nm_ was adjusted to 1.0 and serial dilutions of 1:10, 1:50, 1:100, 1:500, and 1:1000 were prepared using 96-well plates^6^. Four microliters of each dilution were spotted onto YPD solid media without and with 2.0 ng/ml of rapamycin. The plates were incubated at 30 °C and photographed after 48 h using (Image Lab Touch Software, BioRad).

### RNA extraction and RT-PCR

Yeast cultures were grown overnight, then collected the following day by centrifugation at 3220×*g* for 5 min. The pellets were washed once with sterile water, then processed for RNA extraction using RiboPure™ yeast RNA purification kit as per the manufacturer protocol (Qiagen). RNA concentration and purity were checked by Nanodrop 2000. cDNA was prepared from the total RNA (0.5 µg) using high-capacity cDNA reverse transcription kit according to the manufacturer protocol (Thermofisher Scientific). Samples were run on Quanti Studio 6 Flex qPCR machine using PowerUp SYBR Green Master Mix (Thermofisher Scientific), *ACT1* gene was used as the control for quantification of *STE5* gene expression, and the primers used were as follow: ACT1-F, 5ʹ-TGGGTATCCAAGCACATCAA; ACT1-R, 5ʹ-TGATAAACCCGCTGAA CACA; STE5-F, 5ʹ-CGTCCGGAGCAAACTCTATC; and STE5-R, 5ʹ-ATGACCTTAACAGC GGCAAC. Data normalizations were performed using the 2(-Delta Delta C(T)) method.

### Protein extraction and immunoblotting

Exponentially growing yeast strains were pelleted at 3220×*g* for 5 min. The supernatants were discarded and the pellets were resuspended in 200 µl of 20% trichloroacetic acid (TCA)^20^. Then transferred to 1.5 ml tubes containing 300 µl of yeast cell extraction glass beads (0.5 mm diameter, BioSpec Cat. No. 11079105). Cells were lysed using a bead mill homogenizer (BeadMill 4, FisherScientific) at 5 m/s for 5 s and repeated 10 times. The supernatants were transferred to new 1.5 ml Eppendorfs, then the beads were topped up with 150 µl of 5% TCA and re-homogenized in the bead mill homogenizer at 5 m/sec for 5 s and repeated 10 times. The supernatants were combined with the previous 200 µl from the initial extracts. The collected TCA extracts were centrifuged for 10 min at 10,000 rpm (or 9391×*g*) using an Eppendorf microcentrifuge at 4 °C. The supernatants were discarded and the remaining pellets were washed once in 70% ethanol to remove residual TCA. The pellets were resuspended in 100 µl of 1 × SDS loading buffer. The extracts will turn yellow colour because of the pH change. The pH was restored by adding 5 µl of 1 M Tris base solution that was not pH adjusted. Protein samples were loaded on SDS-PAGE gels. Separated proteins were transferred to 0.22 µm nitrocellulose membranes, presoaked in transfer buffer (48 mM TRIS, 390 mM Glycine, 20% methanol, and 1% SDS) using the Trans-Blot Turbo transfer system at 25 V for 30 min. Membranes were blocked in 5% non-fat milk in TBS-Tween (10 mM Tris–HCl pH 7.5, 15 mM NaCl, 1.2 mM EDTA, and 0.1% Tween 20) for 1 h, then incubated with the indicated antibodies overnight at 4 °C. Antibodies used in the study were anti-Phospho-p44/42 MAPK (Erk1/2) Thr202 /Tyr204 (rabbit mAB 4370, Cell Signaling) generously provided by Dr. Essam Abdelalim (Qatar Biomedical Research Institute, Qatar), anti-GFP IgG (Roche antibodies), and anti-PAP (Sigma-Aldrich, P1291, St. Louis, MO, USA). The following day membranes were washed with TBS-Tween three times for 5 min each then probed with HRP-Affinity pure (H + L) secondary antibodies 1:5000 (Jackson Immunoresearch) for 1 h at room temperature. Membranes were visualized using Pierce™ ECL Western Blotting Substrate (Thermofisher Scientific).

### FLAG-H2B purification by anti-FLAG affinity gel

Cell pellets from exponentially growing cells in YPD medium were resuspended in 4 volumes of native lysis PBS buffer containing (5 mM EGTA, 5 mM EDTA, 0.5% Triton X-100, 0.5% Nonidet-P40, 10% glycerol, 50 mM sodium fluoride, 10 mM β-glycerophosphate, 5 mM sodium pyrophosphate, 5 mM sodium orthovanadate, 1 × protease inhibitor cocktail, 2 mM PMSF) and lyzed by mechanical shearing using acid-washed glass beads as previously described^27^. After separation from glass beads and centrifugation at 16,000×*g* for 10 min at 4 °C, the supernatant was incubated with anti-FLAG M2 affinity gel (Sigma) for 3 h at 4 °C, and then washed with native lysis PBS buffer and TBS (10 mM Tris–HCl pH 7.5 and 15 mM NaCl), three times each. Immunoprecipitates were eluted by elution buffer (50 mM Tris–HCl, pH 7.5, 10 mM EDTA, 1% SDS) for 20 min at 42 °C^27^.

### Mass spectrometry

Polypeptide bands were excised from the silver-stained gels and subjected to micro-capillary LC/MS/MS analysis mass spectrometry for identification and or modifications (Taplin Mass Spectrometry Facility, Harvard Medical School, Boston, MA, USA).

### Cell cycle analysis

Overnight cultures were sub-cultured for 3–4 h, samples were taken as untreated controls, and then the cells were treated with either α-factor or rapamycin (see figure legends). Following the treatment, the cells were washed and placed in fresh media to allow for recovery. During the recovery phase, samples were taken at the indicated times for cell cycle analysis as previously described^28^.

### Hot phenol extraction to prepare yeast RNA for Microarray using Affymetrix arrays

Exponential cultures (50 ml of OD_600_ = 0.7) were either untreated or treated with rapamycin (200 ng/ml for 30 min), cells harvested (4000 rpm (3220×*g*) for 2 min), washed once by resuspending in 6 ml of ice-cold sterile H_2_O, immersed into liquid nitrogen to snap freeze the cell pellet followed by immediate storage at − 80 °C. The next day, the cell pellet was thawed on ice, and total RNA was extracted using the hot phenol extraction protocol^29^.

### Microarray data analysis

Microarray analysis was performed using Affymetrix GeneChip^®^ Microarray at Genome Québec Innovation Centre and McGill University. The Affymetrix raw data “.CEL” files were imported into the FlexArray (version 1.6.3) followed by execution of robust multi-array average (RMA), which performs the background correction and quantile normalization. Principal components analysis (PCA) was used as a tool to perform quality control for the data. For subsequent statistical analysis, we used the cyber-T (Baldi and Long), Bayesian framework implemented in Flex Array. Genes up-regulated (≥ twofold change) and down-regulated (≤ 0.5 fold change) with high statistical significance (p-value ≥ 0.01) were exported as text files (“.TXT”) for further analysis. Volcano plots of the differentially expressed genes were generated using − Log_10_ (p-value) and Log_2_ (Fold change). Venny 2.0.2 (Computational Genomic Services, CSIC) was employed for comparing gene lists and drawing Venn’s diagram. Functional annotation clustering of the differentially expressed genes related to biological pathways was then performed using Gene Ontology (GO) term enrichment analysis and KEGG pathway mapping through DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov) with ease score = 0.01 and similarity threshold = 0.50. GO terms significantly represented among differentially expressed genes were then listed with their corresponding p-value and FDR in Supplementary Table II. False discovery rates were controlled using the Benjamini Hochberg method. GO annotation of genes was obtained from the Affymetrix database. The datasets analyzed in this study are available in the GEO DataSets repository (see availability of data below).

### Consent for publication

All authors gave their consent for publication.

## Results

### Identification of histone mutants with altered cellular response to rapamycin

A collection of 442 yeast strains expressing mutated versions of the core histones were created by replacing each amino acid residue of H2A, H2B, H3, and H4 with alanine. The individual variant carried by a single copy plasmid was introduced into a modified parental strain deleted for both copies of the respective endogenous histone genes^24^. We screened the entire histone mutant collection to identify those that were either sensitive or resistant to rapamycin using spot test analysis. This screen identified a single mutant H2A E65A showing sensitivity to rapamycin, as compared to the WT (Fig. 1A). However, this H2A E65A mutant also showed sensitivity to several other agents such as the environmental toxic metalloid sodium arsenite and the DNA damaging agents methyl methanesulfonate (MMS) (Supplementary Figs. S1 and S2), suggesting that H2A E65A might affect multiple cellular functions. In addition, the screen identified eight mutants displaying variable degrees of resistance to rapamycin when compared to the strains expressing WT histones (Fig. 1A, Supplementary Fig. S3). The eight rapamycin-resistant mutants showed parental resistance towards arsenite (Supplementary Fig. S1). Seven of these rapamycin resistant mutants (H2B R95A; H3 G12A; H3 V46A; H3 E94A; H4 R19A; H4 L22A; and H4 R35A) were not detected as mutants exhibiting sensitivity or resistance to the DNA damaging agents MMS and bleomycin (BLM), except for H4 R36A showing sensitivity to both of these drugs (Supplementary Fig. S2 showing only the MMS and BLM sensitive mutants). The data suggest that these seven histone residues may be specifically responding to rapamycin.

**Figure 1:**
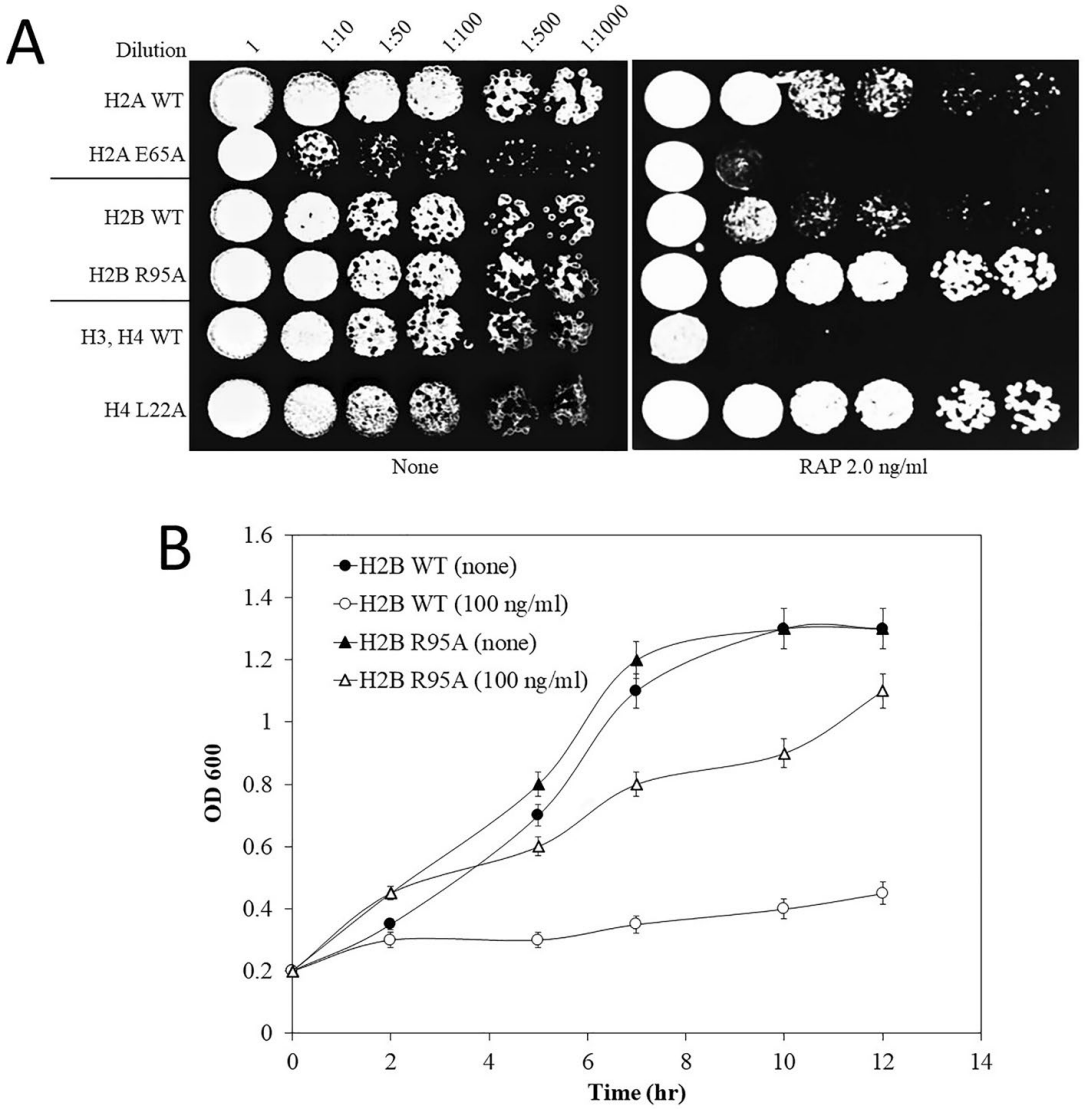
Comparison of the rapamycin sensitivity or resistance of the selected histone mutants with the respective WT. (**A**) The selected histone mutants and the respective wild type (WT) strains H2A WT, H2B WT, or H3/H4 WT were grown overnight in a 96-well plate and the next day, the optical density (OD 600) was adjusted to 1.0 then serially diluted followed by spotting of 4 µl of the cells onto YPD solid media without and with rapamycin (RAP 2.0 ng/ml). Plates were incubated for 48 h at 30 °C. The data shown are representative of several independent experiments. (**B**) Growth of the H2B WT and the mutant H2B R95A in the absence and presence of rapamycin (100 ng/ml). The overnight cultures were inoculated at low OD 600 (0.2) in 96-well plates in a final volume of 200 µl. The OD 600 of the cells was measured at the indicated time points. The results shown are the averages of three independent experiments and the error bars indicate the standard deviation.

The histone mutants that were resistant to rapamycin and showed WT responses to arsenite and the DNA damaging agents were found within histones H2B, H3, and H4, and none was recovered from the set of H2A alleles (Fig. 1, Supplementary Fig. S3). Only one mutant, H2B R95A, was recovered from the histone H2B collection that exhibited prominent resistance to rapamycin amongst all the histone mutants when tested semi-quantitatively by the spot test analysis (Fig. 1A, Supplementary Fig. S3). This H2B R95A mutant was independently checked for growth rate in liquid culture by assessing for cell density at OD 600 throughout 12 h in the absence and presence of rapamycin. The H2B WT and H2B R95A mutant cells proliferated at the same rate in the absence of rapamycin (Fig. 1B). However, in the presence of rapamycin growth of the H2B WT was significantly impaired by 2.5 h, while the H2B R95A mutant continued to grow (Fig. 1B). This latter analysis is consistent with the H2B R95A mutant being defective in a process that attenuates cell growth upon exposure to rapamycin.

In the case of histone H3, only three rapamycin-resistant mutants H3 G12A, H3 V46A, and H3 E94A were recovered, although these were not as resistant to rapamycin as H2B R95A (Supplementary Fig. S3). The H4 mutants (R19A, L22A, R35A, and R36A) were located primarily in the N-terminal part of the protein. The H4 L22A mutant was more resistant to rapamycin as compared to H4 R19A, H4 R35A, and H4 R36A and less resistant as the H2B R95A mutant when challenged with higher concentration of rapamycin (Supplementary Fig. S3). It is noteworthy that the N-terminal tail of H4 makes contact with the H2A-H2B dimer, and plays a major role in many processes including replication-coupled chromatin assembly and gene expression^30^. Collectively, it appears that a narrow set of histone residues can specifically cause resistance to rapamycin when replaced with alanine. Since the histone H2B R95A mutant was strikingly more resistant to rapamycin (Supplementary Fig. S3) and did not display sensitivity or resistance to other agents^23^, we focused on unraveling its role in response to rapamycin.

### Microarray analysis reveals that H2B R95A downregulates several genes in the pheromone pathway

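Expression was measured in H2B WT yeast and in the H2B R95A mutant, in which alanine replaces Arg95 of histone H2B. Cultures in exponential growth were left untreated or given 200 ng/ml rapamycin, an inhibitor of the TOR kinases that control growth in response to nutrients, for 30 min. RNA extracted with hot phenol was hybridised to Affymetrix yeast arrays in 1 colour, giving 4 groups of 3 arrays, numbered as replicates 1, 2 and 3 in each group. Neither the paper's text nor the sample labels say whether the replicates came from separate cultures. The p-values therefore measure only the spread between these arrays, and how much of it is technical is not known. The authors read the scanned arrays into FlexArray 1.6.3 and applied RMA, which corrects the background, normalizes by quantiles and gives a log2 signal for each probe set. The median signal lay between 7.25 and 7.30 in every array. Of the 10928 probe sets, 5498 are annotated with a single S. cerevisiae gene (5449 genes) and were tested. 1 limma model with a mean for each group gave each log2 fold change and its standard error, as H2B R95A minus H2B WT or rapamycin minus untreated. A probe set passed the test at a Benjamini-Hochberg adjusted p under 0.05. The study's threshold was an unadjusted p of at most 0.01 and a change of at least 2-fold. Lists of genes were tested with camera at a preset correlation of 0.01 between genes, adjusted over 115 tests of 23 lists in 5 comparisons. The replicate 1 arrays stood apart in all 4 groups. The mean signal of 12 glucose-repressed genes, listed after the values were seen, was 10.98 and 11.15 in replicate 1 of untreated H2B WT and H2B R95A and 11.04 and 11.24 with rapamycin, and between 6.10 and 8.47 in the other arrays. The replicate number accounted for 65.7% of the spread within groups. The number of arrays limits the precision: 3 against 3 cannot give an exact permutation p under 0.1.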

To obtain molecular insights into how H2B R95A brings about rapamycin resistance, we compared the gene expression pattern of the H2B R95A mutant with the H2B WT under normal growth conditions and when the cells were treated with rapamycin (200 ng/ml for 30 min). 

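COS12 and IME4 were higher in untreated H2B R95A than in untreated H2B WT. COS12, a subtelomeric gene of the COS family, had a signal of 6.62 ± 0.21 (SD, n = 3 arrays) in H2B R95A and 4.03 ± 0.28 (SD, n = 3) in H2B WT, a log2 fold change of 2.59 (standard error 0.23, adjusted p = 0.000605 from limma). IME4, which encodes an mRNA methyltransferase needed for meiosis, had a log2 fold change of 2.32 (standard error 0.33, adjusted p = 0.00892 from limma). For both genes all 3 arrays of H2B R95A lay above all 3 of H2B WT. HPF1, a cell wall mannoprotein gene, had a log2 fold change of 1.93 (standard error 0.42) and TRM11, a subunit of a tRNA methyltransferase, one of 1.53 (standard error 0.34), and neither passed the test (adjusted p of 0.126 and 0.136). At the study's threshold 9 probe sets were higher and 44 were lower, against 3 higher and 49 lower after each array was centred on its poly-A spike-in probe sets. The spike-in mean lay between 4.35 and 5.93 in the arrays of untreated H2B R95A, a spread that this centring passes to every probe set. Cyber-T, the test named in the paper's methods, gave 23 higher and 49 lower, and array quality weights gave 55 and 104, with 6 higher past the test. With that centring the calls of COS12 (2.41, adjusted p = 0.0540) and IME4 (2.14, adjusted p = 0.0502) ended, and that of IME4 also ended without replicate 2 of untreated H2B WT (2.09, adjusted p = 0.0511) and in a fit of the 6 untreated arrays alone (adjusted p = 0.0562). Without replicate 1 of untreated H2B R95A, 12 probe sets were higher past the test and 95 higher and 166 lower at the study's threshold. Without replicate 1 or 2 of untreated H2B WT, 16 or 15 were higher at that threshold. Of 152 ribosome biogenesis factors, which process and assemble ribosomal RNA, 150 had a positive change, with a median of 0.79 (adjusted p = 1.14e-29 from camera), and this call was lost with an adjusted p = 0.383 with an estimated correlation. Among them NSR1, a nucleolar protein of pre-rRNA processing, had a log2 fold change of 1.58 (standard error 0.64) and NIP7, a factor of large subunit assembly, one of 1.66 (standard error 0.71), and neither passed the test (adjusted p = 0.733 for each). Of 127 ribosomal protein genes 126 were positive (median 0.65, adjusted p = 2.96e-22 from camera and adjusted p = 0.462 with an estimated correlation). All 19 subunits of RNA polymerases I and III were positive (median 0.68, adjusted p = 6.32e-07 from camera and adjusted p = 0.442 with an estimated correlation). Fig. 2A labels 9 of these biogenesis factors, 1 ribosomal protein gene and 1 polymerase subunit as higher. With limma 0 members of these 3 lists passed the test, also when adjusted over the list alone. At an unadjusted p under 0.05, 15, 6 and 2 members were higher, and with cyber-T 0 passed. The mean signal of the ribosome biogenesis factors was 6.86, 6.93 and 5.57 in replicates 1, 2 and 3 of untreated H2B WT and 6.83, 7.78 and 7.21 in those of untreated H2B R95A. Without replicate 3 of untreated H2B WT the medians of the 3 lists were 0.37, 0.30 and 0.34, and that of the ribosomal protein genes was 1.03 without replicate 1 and 0.37 without replicate 2 of untreated H2B R95A. Of 23 measured genes that Fig. 2A labels as higher, 2 passed the test (10 adjusted over the list alone) with a list median of 1.43, or 0.88 without replicate 3 of untreated H2B WT. The study chose these genes on these arrays, so their count is not independent evidence.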

A volcano plot of genes differentially expressed under normal conditions revealed that 25 genes, mainly belonging to ribosome biogenesis and RNA processing, were upregulated (p-value of ≤ 0.01) in the H2B R95A mutant as compared to the WT (Fig. 2A, shown in red) (see GEO DataSets repository, accession number GSE201413). 

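In untreated H2B R95A 20 genes were lower than in H2B WT past the test, led by genes of the mating response. MFA2 and MFA1, which encode the precursors of the a-factor pheromone, had log2 fold changes of -5.56 (standard error 0.36, adjusted p = 3.63e-05 from limma) and -4.67 (standard error 0.60, adjusted p = 0.00364). The MFA2 signal was 10.78 ± 0.50 (SD, n = 3 arrays) in H2B WT and 5.21 ± 0.59 (SD, n = 3) in H2B R95A. STE2, the gene of the α-factor receptor, had a log2 fold change of -4.41 (standard error 0.47, adjusted p = 0.00107). GPA1, which encodes the α subunit of the G protein coupled to that receptor, had one of -3.36 (standard error 0.32, adjusted p = 0.000708). NEJ1, a regulator of DNA end joining (-3.11, adjusted p = 0.00201), RME1, a repressor of meiosis (-2.31, adjusted p = 0.00763), and ICS2 (-2.45, adjusted p = 0.00344) were also lower, and for each of these genes all 3 arrays of H2B R95A lay below all 3 of H2B WT. BAR1, which encodes the protease that degrades α-factor, had a log2 fold change of -4.84 (standard error 0.90) with an adjusted p of 0.0517. Of the 26 pheromone pathway genes of Fig. 2B, all measured, 17 passed the test as lower (26 adjusted over the list alone) and 25 were lower at the study's threshold, with a median of -2.97 (adjusted p = 2.41e-58 from camera and adjusted p = 0.0199 with an estimated correlation). The study chose these genes on these arrays, so the counts are not independent evidence. The other 3 genes past the test were THI22, YCL021W-A and YAR009C, an open reading frame of a Ty element, and are among 20 further measured genes that Fig. 2A labels as lower (18 adjusted over the list alone, median -1.58, adjusted p = 0.0106 with an estimated correlation). The calls of AGA2, ASG7, AXL1, SST2, STE4, THI22 and YCL021W-A ended without replicate 2 of untreated H2B WT or replicate 2 or 3 of untreated H2B R95A (adjusted p between 0.0511 and 0.164), and those of SST2, STE4, THI22 and YCL021W-A also without replicate 3 of untreated H2B WT (0.0768 to 0.178), while STE4 and YAR009C lost theirs without 7 arrays in turn. The count of lower probe sets past the test was 11 without any of the first 3 of these arrays, 47 without replicate 1 of untreated H2B R95A, 41 with array quality weights and 7 in a fit of the 6 untreated arrays alone.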

More than 50 genes were downregulated in the mutant as compared to the WT (Fig. 2A, shown in green), and of these, 26 belong to the pheromone response pathway^31^. These results suggest that the Arg95 residue of H2B plays a predominant role to ensure proper regulation of the pheromone pathway genes, consistent with the observation of Dai et al. that this mutant has a defect in mating^32^.

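The lower genes fell into groups by mating type. Of 7 a-specific genes, expressed in cells of mating type a, 6 were lower past the test (7 adjusted over the list alone), with a median log2 fold change of -4.41 (adjusted p = 0.0284 with an estimated correlation). Of 13 haploid-specific genes, which include the G protein and scaffold genes of the mating pathway, 10 were lower (13 adjusted over the list alone), with a median of -2.31 (adjusted p = 0.00777 with an estimated correlation). HO, STE12 and RDH54 did not pass the test, among them STE12, the transcription factor gene of the pathway (-1.06, standard error 0.44, adjusted p = 0.733), and RDH54, a gene of meiotic recombination (-1.34, standard error 0.31, adjusted p = 0.178). All 18 pheromone-induced Ste12 targets had a negative change, with a median of -0.85 (adjusted p = 2.78e-10 from camera and adjusted p = 0.218 with an estimated correlation). AGA1, the anchor subunit of a-agglutinin (-3.19, standard error 0.82, adjusted p = 0.295), and FUS1, a cell fusion gene (-2.82, standard error 0.77, adjusted p = 0.374), were the lowest of them. With limma 0 of the 18 passed (8 adjusted over the list alone), 10 had an unadjusted p under 0.05, and 3 passed with cyber-T. The study's own figure names all 7 a-specific genes, 11 of the 13 haploid-specific genes and 7 of the 18 Ste12 targets, so these counts are not independent evidence. The components that the mating pathway shares with other pathways had a smaller median change than the mating lists above. Of 12 such components 10 had a negative change, with a median of -0.18 (adjusted p = 0.223 from camera), and 0 passed with limma or with cyber-T, also when adjusted over the list alone (1 had an unadjusted p under 0.05). STE11, the MAPKKK gene, had a log2 fold change of -0.05 (standard error 0.23), STE7, the MAPKK gene, one of -0.20 (standard error 0.19) and STE20 one of -0.13 (standard error 0.22). From the lower expression of the pathway genes in H2B R95A, the paper proposes that Arg95 of H2B has a predominant role in the regulation of these genes, and relates this to an earlier report that the mutant is defective in mating.

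**Figure D1:**
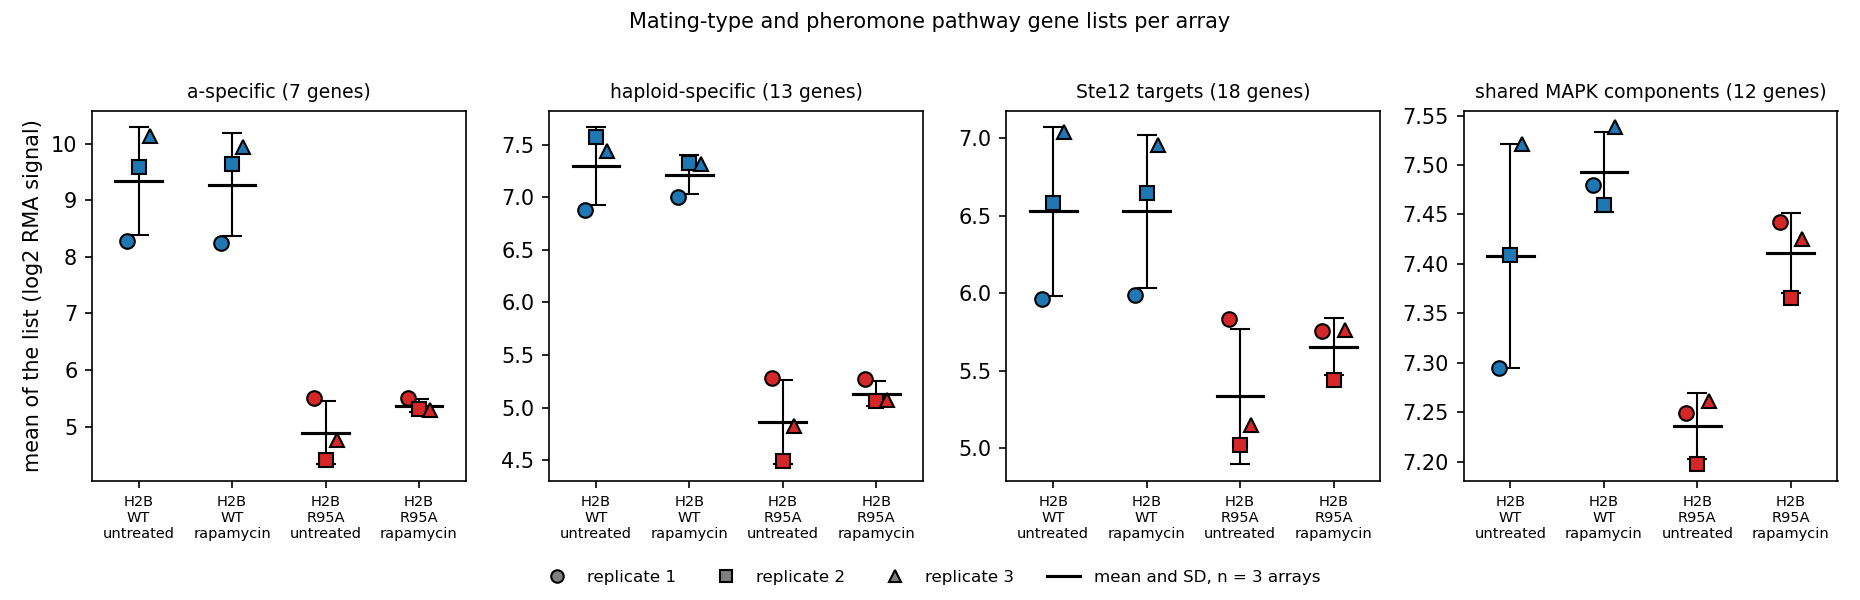
Mean log2 RMA signal of each list on the y axis (a-specific genes, haploid-specific genes, pheromone-induced Ste12 targets, shared MAPK components) for the 4 groups on the x axis. Points are arrays (circle, square and triangle for replicates 1, 2 and 3; blue H2B WT, red H2B R95A), black lines and bars are the mean and SD (n = 3 arrays), and the y axes differ between panels and do not start at 0.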

**Figure 2:**
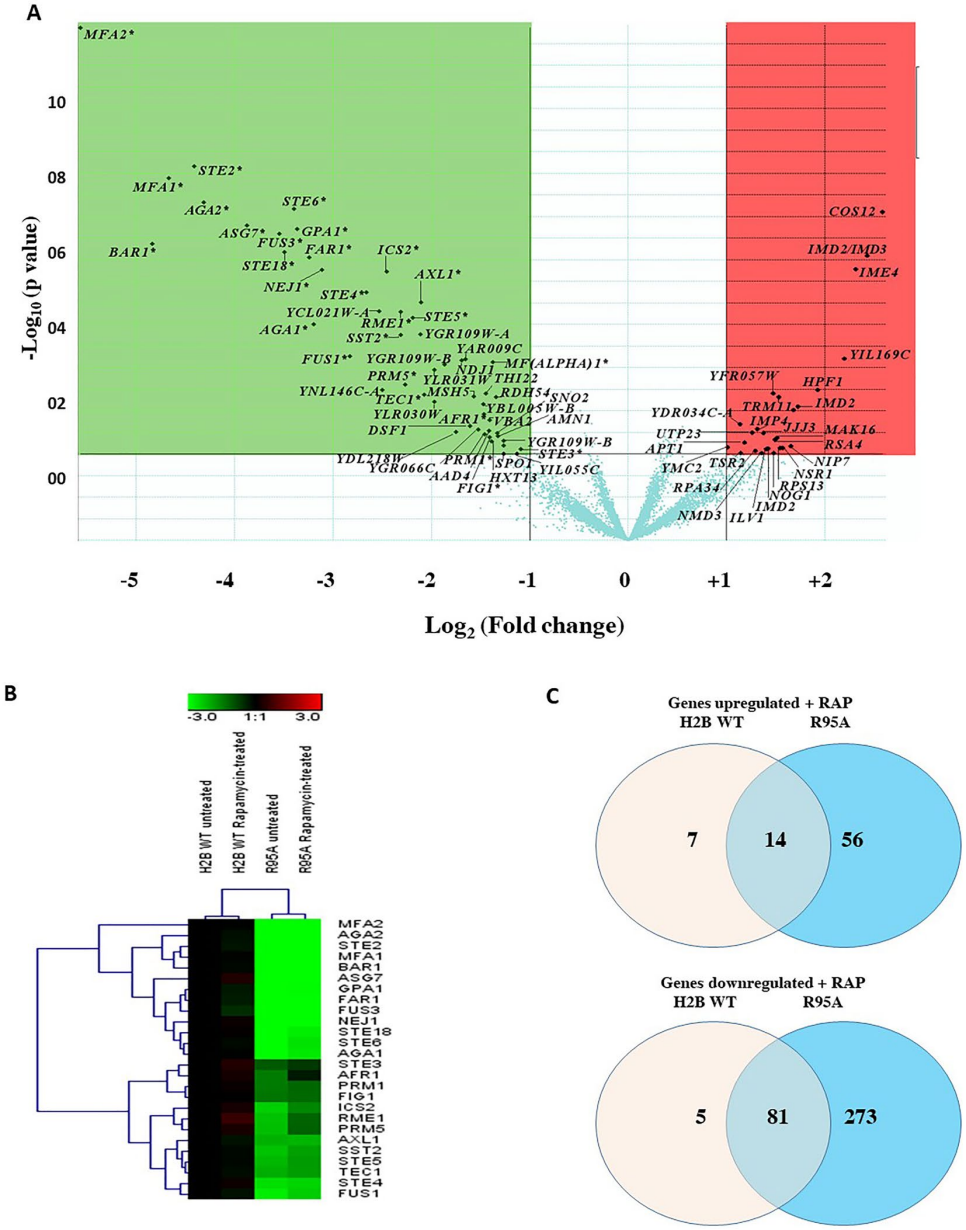
Effects of the H2B R95A mutation on gene expression in the absence and presence of rapamycin. (**A**) Volcano plot showing the genes differentially regulated in the H2B R95A with respect to H2B WT cells. The volcano plot was generated by plotting the negative log_10_ p-value (as the y-axis) of the cyber T-test against the log_2_ fold change (as the x-axis). Genes indicated with an asterisk (*) belong to the pheromone response pathway in yeast. (**B)** Heat map visualization obtained by hierarchical clustering of the pheromone pathway genes downregulated in H2B R95A mutant under no treatment or rapamycin treatment (200 ng/ml for 30 min) as compared to H2B WT. This analysis is based on a subset of n = 26 genes (rows) of the pheromone response pathway in yeast that were found to be differentially expressed in H2B R95A mutant. The color-ratio bar at the top indicates the intensity of gene up-regulation (red), down-regulation (green), and no change (black). (**C**) Venn diagram showing the response of histone H2B WT and H2B R95A to rapamycin treatment. Venn diagram created using the genes upregulated or downregulated in histone H2B WT and H2B R95A under rapamycin treatment.

Rapamycin did not affect the expression profile of these pheromone pathway genes in the H2B WT or H2B R95A mutant using two-dimensional hierarchical clustering (Supplementary Fig. S4). This analysis grouped the non-treated and rapamycin-treated WT and the H2B R95A mutant in distinct clusters, implying that rapamycin did not affect the expression profile of these pheromone pathway genes (Fig. 2B).

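With rapamycin the changes of the pheromone pathway genes within a strain were smaller than the differences between the strains. MFA2 had a log2 fold change with rapamycin of -0.04 (standard error 0.36) in H2B WT and 0.37 (standard error 0.36) in H2B R95A, and STE2 one of -0.24 (standard error 0.47) in H2B WT and 0.02 (standard error 0.47) in H2B R95A. RME1 and AFR1, a regulator of receptor signalling and mating projections, were the members at the study's threshold in H2B R95A, with log2 fold changes of 1.10 (standard error 0.32, adjusted p = 0.137 from limma) and 1.14 (standard error 0.35, adjusted p = 0.146). With limma 0 of the 26 genes passed the test in either strain, also when adjusted over the list alone, and with cyber-T 0 passed. At an unadjusted p under 0.05, 3 were higher in H2B R95A and 0 in H2B WT. The mean absolute log2 fold change of the 26 genes was 0.203 with rapamycin in H2B WT and 0.464 in H2B R95A, against 2.98 between the untreated strains and 2.52 between the treated strains. As a list, the genes had a median change of -0.05 in H2B WT (adjusted p = 0.945 from camera, 11 positive and 15 negative). In H2B R95A the median was 0.40 (25 of 26 positive, adjusted p = 0.0132 from camera and adjusted p = 0.746 with an estimated correlation), or 0.17 after spike-in centring. Hierarchical clustering of the 26 genes, by average or complete linkage on Euclidean or correlation distance, placed 12 of 12 arrays and 4 of 4 group means with their own strain at the top split. The study chose these genes on these arrays because they differ between the strains, so that split was set by the choice and says nothing about rapamycin. The choice also favoured larger changes between the strains than with rapamycin, so that contrast of sizes is not independent evidence. The genes were chosen as low in untreated H2B R95A, which favours a positive median with rapamycin in that strain. The list test moved with single arrays. The H2B WT median was -0.35 without replicate 1 of untreated H2B WT (adjusted p = 0.000829) and 0.39 without replicate 1 of rapamycin-treated H2B WT (adjusted p = 0.0159), and the H2B R95A median was 0.19 without replicate 2 (adjusted p = 0.161) and 0.63 without replicate 1 of untreated H2B R95A, and 0.35 without replicate 1 of rapamycin-treated H2B R95A (adjusted p = 0.0538).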

We further analyzed the data by comparing genes that were differentially expressed between the WT and the H2B R95A mutant following rapamycin treatment using Venn diagrams (Fig. 2C). The analysis showed that rapamycin treatment caused up-regulation of 70 genes in the H2B R95A mutant and 21 in the H2B WT, with 14 being common to both strains (Fig. 2C). In contrast, a considerable number of genes (354) were significantly down-regulated in the H2B R95A mutant and 86 in the H2B WT with 81 being common to both strains (Fig. 2C). 

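Permease and enzyme genes of nitrogen use had high positive changes with rapamycin in both strains. DAL80, which encodes a GATA repressor of nitrogen catabolic genes, was at 3.63 ± 0.65 (SD, n = 3 arrays) in untreated and 6.03 ± 1.29 (SD, n = 3) in treated H2B R95A. DAL3, a gene of allantoin breakdown, had log2 fold changes of 2.76 (standard error 0.64) in H2B WT and 2.82 (standard error 0.64, adjusted p = 0.0941 from limma) in H2B R95A. MEP2, an ammonium permease gene, had log2 fold changes of 3.50 and 2.73 (standard error 1.02 each), and GAP1, the general amino acid permease gene, ones of 2.72 and 2.55 (standard error 1.00 each). At the study's threshold 7 probe sets were higher in H2B WT and 23 in H2B R95A, with 3 shared, where independent lists of these sizes would share 0.0293. Treated arrays of the same number deviated alike in the strains, which can raise the overlap without a response, so this is not a chance level. With limma 0 probe sets were higher past the test in either strain. Among higher probe sets 46 in H2B WT and 393 in H2B R95A had an unadjusted p under 0.05, and cyber-T passed 7 and 13. In H2B R95A the count at the study's threshold was 7 after spike-in centring, 11 in a fit of its 6 arrays alone, 62 with cyber-T and 204 with array quality weights, which passed 449. For H2B WT cyber-T gave 18 with 11 shared, and the weights gave 11 with 9 shared. With the replicate number as a block, 15 were higher in H2B WT at the study's threshold and 11 were shared. Leaving out single arrays moved these counts: without replicate 1 of untreated H2B R95A, 290 were higher past the test and 226 at the study's threshold in H2B R95A, with 7 shared, and without replicate 3 of untreated H2B WT 1 passed. In H2B R95A 6 were higher at that threshold without replicate 2 or 3 of its untreated arrays, and 42, 12 and 10 without replicates 1, 2 and 3 of its treated arrays. In H2B WT 4 were higher without replicate 2 of either its untreated or its treated arrays, and 5 and 6 were shared without replicate 1 of treated H2B WT and replicate 3 of treated H2B R95A.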

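Ribosome assembly genes had the lowest changes with rapamycin in both strains, together with others such as AAH1, an adenine deaminase gene, in H2B R95A. In H2B R95A, MAK16, a gene of large ribosomal subunit maturation, had a log2 fold change of -3.60 (standard error 0.63, adjusted p = 0.0941 from limma), with a signal of 6.19 ± 0.60 (SD, n = 3 arrays) before and 2.59 ± 0.72 (SD, n = 3) after treatment. BRX1, another large subunit assembly gene (-3.10, standard error 0.71), and RPA34, a subunit gene of RNA polymerase I (-2.84, standard error 0.51), had the same adjusted p. In H2B WT, RRP3, which encodes an RNA helicase of pre-rRNA processing, had a log2 fold change of -2.10 (standard error 0.57) and RLP24, a pre-ribosome component gene, one of -2.07 (standard error 0.65), and neither passed the test (adjusted p of 1.000 for each). At the study's threshold 21 probe sets were lower in H2B WT and 260 in H2B R95A, with 20 shared, where independent lists would share 0.993, with the same limit as for the higher ones. After centring on the poly-A spike-in probe sets 2 were lower and 7 higher in H2B WT, 173 were lower in H2B R95A, and 2 lower were shared. Cyber-T gave 84 lower in H2B WT and 371 in H2B R95A with 79 shared, array quality weights 171 and 468 with 153 shared, and quantile normalization over S. cerevisiae probe sets 37 in H2B WT with 34 shared. With limma 0 were lower past the test in either strain. Among lower probe sets 189 in H2B WT and 560 in H2B R95A had an unadjusted p under 0.05, cyber-T passed 0 and 242, and the weights passed 0 and 581. With the replicate block 35 were lower in H2B WT. Without replicate 3 of untreated H2B WT, 123 were lower in H2B WT with 119 shared and 116 passed the test in H2B R95A, and without replicate 1 of treated H2B WT 85 were lower in H2B WT with 67 shared. Fewer were lower in H2B WT without replicate 1 (6, with 3 shared) or 2 (1, shared) of its untreated arrays or replicate 2 (2, both shared) or 3 (3, all shared) of its treated arrays. Without replicate 1 of untreated H2B R95A 430 were lower in H2B R95A and 433 passed the test, against 95 and 135 at the study's threshold without its replicates 2 and 3. Without replicate 3 of untreated H2B R95A 13 were lower in H2B WT and 11 were shared. Without replicate 3 of treated H2B R95A the counts were 152 in H2B R95A and 13 in H2B WT with 12 shared, and without its replicate 2 the count in H2B WT was 35.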

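With rapamycin, lists of ribosome production genes had negative and nitrogen use genes positive medians in both strains, calls that held at the preset correlation and were lost with an estimated one. Of the 152 ribosome biogenesis factors 151 had a negative change in each strain, with a median of -1.09 in H2B WT (adjusted p = 2.52e-70 from camera) and -1.77 in H2B R95A (adjusted p = 1.81e-68). With an estimated correlation the adjusted p = 0.165 in each strain. Of the ribosomal protein genes 126 of 127 were negative in each strain, with a median of -0.45 in H2B WT (adjusted p = 9.50e-20 from camera and adjusted p = 0.471 with an estimated correlation) and -1.31 in H2B R95A (adjusted p = 4.34e-46 and adjusted p = 0.266 with an estimated correlation). The 19 subunits of RNA polymerases I and III had medians of -0.84 and -1.38 (adjusted p = 6.63e-15 and 4.84e-14 from camera, and adjusted p = 0.224 and 0.241 with an estimated correlation). All 32 nitrogen catabolite repressed genes, which are turned off on good nitrogen sources, had a positive change in each strain. Their median was 0.91 in H2B WT (adjusted p = 1.29e-18 from camera and adjusted p = 0.165 with an estimated correlation) and 1.05 in H2B R95A (adjusted p = 4.62e-08 and adjusted p = 0.407 with an estimated correlation). With limma 0 members of these 4 lists passed the test over all genes. Adjusted over the list alone, 6 nitrogen genes were higher in H2B WT and 2 in H2B R95A, and 141 biogenesis factors, 103 ribosomal protein genes and 13 polymerase subunits were lower in H2B R95A, with 0 of each in H2B WT. At an unadjusted p under 0.05, 75 biogenesis factors, 9 ribosomal protein genes and 9 polymerase subunits were lower in H2B WT and 142, 109 and 13 in H2B R95A, and 11 nitrogen genes were higher in each strain. Cyber-T passed 109, 34 and 9 lower members in H2B R95A and 0 in H2B WT, and 6 and 4 higher nitrogen genes in H2B WT and H2B R95A. At the study's threshold 15 of the lower probe sets of H2B WT, 177 of those of H2B R95A and 15 of the shared ones belonged to the first 3 lists. Without replicate 2 or 3 of untreated H2B WT the ribosomal protein median in H2B WT was -0.19 or -0.78, without replicate 2 of treated H2B WT the polymerase median there was -0.50, and without replicate 2 of untreated H2B R95A the nitrogen median in H2B R95A was 0.69.

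**Figure D2:**
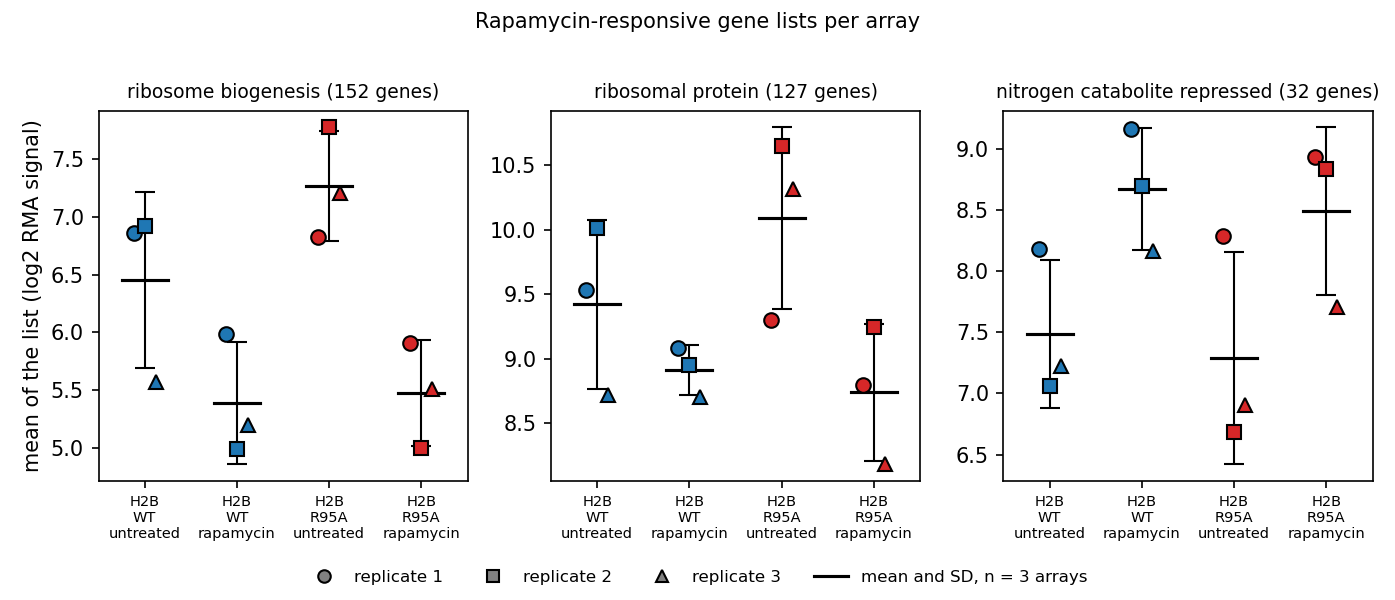
Mean log2 RMA signal of 152 ribosome biogenesis factors, 127 ribosomal protein genes and 32 nitrogen catabolite repressed genes on the y axis for the 4 groups on the x axis. Points are arrays (circle, square and triangle for replicates 1, 2 and 3; blue H2B WT, red H2B R95A), black lines and bars are the mean and SD (n = 3 arrays), and the y axes differ between panels and do not start at 0.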

Almost all the differentially expressed genes in the H2B R95A mutant were enriched in the same GO term as the H2B WT and related, e.g., to ribosome biogenesis, RNA processing, RNA maturation, and export from the nucleus (Supplementary Table S2). This analysis suggests that the H2B R95A mutant is still capable of altering the expression of a subset of genes similar to the H2B WT in response to rapamycin.

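Among the probe sets picked at the study's threshold in H2B R95A, the direction with rapamycin was the same in H2B WT. Each of the 260 probe sets that were lower in H2B R95A at the study's threshold also had a negative change in H2B WT, with a median log2 fold change of -0.98 in H2B WT and -1.75 in H2B R95A, and each of the 23 higher ones had a positive change in H2B WT. The amino acid biosynthesis gene HOM3, an aspartate kinase, is an example, at -0.95 (standard error 0.35) in H2B WT and -1.86 (standard error 0.35) in H2B R95A. TRM11 was the single probe set at the study's threshold in the test of the difference between the strains' responses, with a log2 difference of -1.53 (standard error 0.48, adjusted p of 1.000 from limma). In that test 0 probe sets passed with limma, 3 higher and 5 lower had an unadjusted p under 0.05, and cyber-T was not run. The responses of the strains, which share no arrays, had a Pearson r of 0.782 and a covariance of 0.197 across the 5498 probe sets, and neither genes nor treated arrays of the same replicate number, whose deviations were correlated between the strains, are independent. From arrays of the same number, r was 0.768, 0.918 and -0.0027 for replicates 1, 2 and 3. Without replicate 2 of untreated H2B WT r was 0.481, and without replicate 1 of untreated H2B R95A 26 probe sets were higher and 26 lower at the study's threshold in the test of the difference, against 7 and 9 with array quality weights and 0 lower with spike-in centring or quantile normalization. The paper compares the genes and GO terms of both strains and proposes that H2B R95A can still alter the expression of a subset of genes as H2B WT does.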

### H2B R95A mutant drastically reduces the expression of the *STE5* gene and its encoded protein

In the pheromone response pathway, the scaffold protein Ste5 and its associated kinases Ste11, Ste7, Fus3, and Kss1 are recruited to the α-factor receptor Ste2 located at the plasma membrane when cells are exposed to α-factor. This brings the MAPKKK Ste11 in proximity with another membrane-bound complex containing the Ste20 kinase^31,33,34^. Ste20 phosphorylates Ste11 which then activates the MAPKK Ste7, which in turn activates the MAPKs Kss1 and Fus3^31,33,34^. The activated Fus3 kinase translocates to the nucleus leading to the downregulation of the G_1_ cyclins including Cln1 and Cln2 causing cell cycle arrest^35,36^. 

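On the arrays STE5, which encodes the scaffold of the mating MAPK cascade, was lower in H2B R95A with and without rapamycin. Its signal in untreated cells was 7.60 ± 0.27 (SD, n = 3 arrays) in H2B WT and 5.42 ± 0.48 (SD, n = 3) in H2B R95A, a log2 fold change of -2.18 (standard error 0.26, adjusted p = 0.00224 from limma), or 0.220 of the H2B WT level. With rapamycin STE5 was at 7.52 ± 0.17 (SD, n = 3) in H2B WT and 5.76 ± 0.20 (SD, n = 3) in H2B R95A, a log2 fold change of -1.76 (standard error 0.26, adjusted p = 0.0146 from limma), or 0.296 of the H2B WT level. In both comparisons all 3 arrays of H2B R95A lay below all 3 of H2B WT (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 arrays allow). ACT1, the actin gene, had a log2 fold change of 0.05 (standard error 0.17) in untreated cells and did not pass the test (adjusted p = 0.942). In a fit of the 6 untreated arrays alone the call of STE5 ended (adjusted p = 0.0576). With rapamycin it ended after centring on the poly-A spike-in probe sets (-2.12, adjusted p = 0.133) and without replicate 2 (-1.70, adjusted p = 0.102) or 3 (-1.71, adjusted p = 0.0911) of treated H2B WT or replicate 2 (-1.67, adjusted p = 0.0932) or 3 (-1.74, adjusted p = 0.0941) of treated H2B R95A. That centring passes on the spread of the spike-in means, which lay between 4.52 and 5.31 in treated H2B WT.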

Since Ste5 is a crucial component that allows the assembly and communication between the kinases, and mutants deleted for the *STE5* gene cannot transmit a signal along the pheromone pathway to activate the MAPKs^34^, we checked whether *STE5* gene expression is indeed downregulated by H2B R95A mutant as revealed by the microarray data (Fig. 2). Total RNA was isolated from H2B WT and the H2B R95A mutant and the cDNAs derived from reverse transcriptase were used to quantify *STE5* gene expression by quantitative PCR and normalized against the *ACT1* gene. The analysis revealed that the *STE5* gene was dramatically downregulated in the H2B R95A mutant as compared to the H2B WT, consistent with the microarray data (Figs. 2A, 3A, respectively).

**Figure 3:**
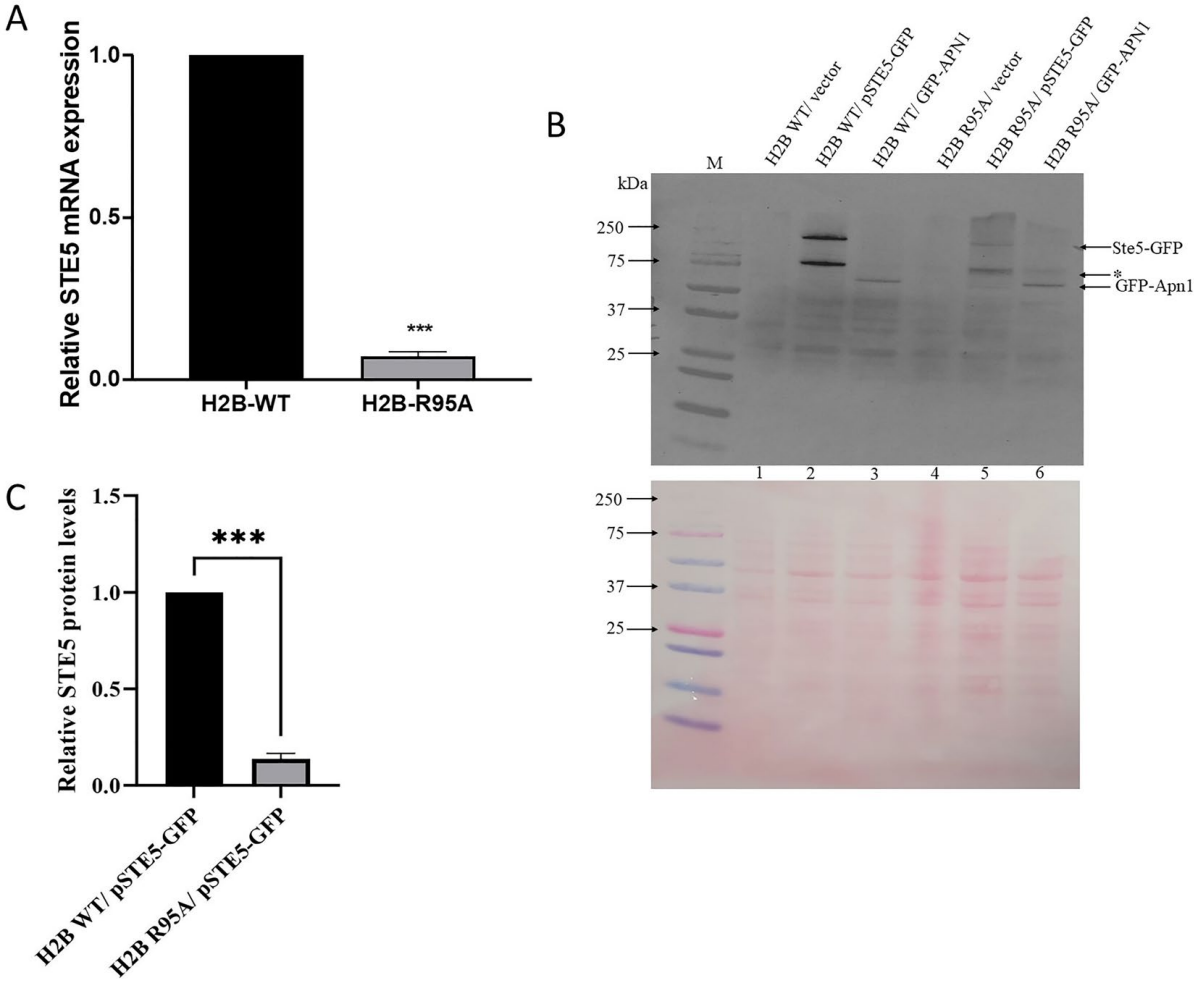
H2B R95A mutant drastically reduces the expression of the *STE5* gene and its encoded protein. (**A**) Relative mRNA expression of *STE5* gene by qPCR analysis. Total RNA was isolated from the H2B WT and H2B R95A strains and 0.5 µg was used for reverse transcribed using the yeast RiboPure kit. The cDNAs were subjected to qPCR analysis with indicated primers (see “Materials and methods”). The *ACT1* gene was used as a control. The data are representative of four biological replicates and analyzed by student *t*-test. ***Is equivalent to P-value < 0.001. (**B**) Immunoblot analysis of Ste5-GFP and GFP-Apn1 in the H2B WT and H2B R95A. Plasmids expressing either Ste5-GFP or GFP-Apn1 were introduced into the H2B WT and H2B R95A. Total cell extracts were prepared from these strains with the trichloroacetic acid method (see “Materials and methods”) and process for immunoblot analysis. The blot was probed with anti-GFP antibodies (upper panel). The lower panel was stained with Ponceau to monitor for equal protein loading. M, prestained protein markers in kDa. Arrows indicate the position of the GFP-tagged proteins, and the asterisk indicates a fragmented species of Ste5-GFP. (**C**) The expression level of the full-length Ste5-GFP in the H2B R95A mutant was quantified from panel (**B**) and expressed relative to the level detected in the H2B WT strain.

We next checked whether the Ste5 protein would also be similarly downregulated in the H2B R95A mutant. To do this, we introduced a single-copy plasmid pSTE5-GFP expressing Ste5 from its promoter, as a GFP fusion protein, into the H2B WT and H2B R95A strains and monitored Ste5-GFP expression level by immunoblot analysis with anti-GFP antibodies, as no commercial Ste5 antibody is available^37^. The Ste5-GFP was highly expressed in the H2B WT strain, but only weakly expressed in the H2B R95A mutant (Fig. 3B, lane 2 vs. 5, and Fig. 3C showing the quantification of the expressed full-length Ste5-GFP in the H2B R95A mutant relative to the H2B WT) (for the full immunoblot see Supplementary Fig. S5). Under the extraction conditions, some of the native Ste5-GFP protein was apparently proteolytically processed to a lower molecular weight isoform of ~ 80 kDa, which is not present in the vector control strains H2B WT and H2B R95A (Fig. 3B, shown by an asterisk). A control protein GFP-Apn1 driven from the galactose-inducible promoter *GAL1* under the non-induced condition was expressed at the same level in both the H2B WT and H2B R95A strains (Fig. 3B lane 3 and 6, respectively). These findings support the notion that the pheromone response pathway is disrupted in the H2B R95A mutant.

### *ste5* null mutant displays resistance to rapamycin

To determine whether Ste5 is involved in controlling the cellular response to rapamycin, we used a different and most common parental background strain BY4741 and its isogenic *ste5Δ* mutant and tested for rapamycin resistance using spot test analysis. As shown in Fig. 4, the *ste5Δ* mutant displayed resistance to rapamycin as compared to the parent BY4741, suggesting that Ste5 is required to channel the rapamycin signal to trigger growth arrest. Similar results were obtained when the *STE5* gene was deleted from the W303 parental background (Supplementary Table S1). In contrast, the *ste2Δ* mutant lacking the transmembrane α-factor receptor protein Ste2 did not show resistance to rapamycin when compared to the WT (Fig. 4). Based on this observation, it would appear that Ste2 is not required for the recruitment of Ste5 and its associated proteins to the plasma membrane to signal the response by rapamycin.

**Figure 4:**
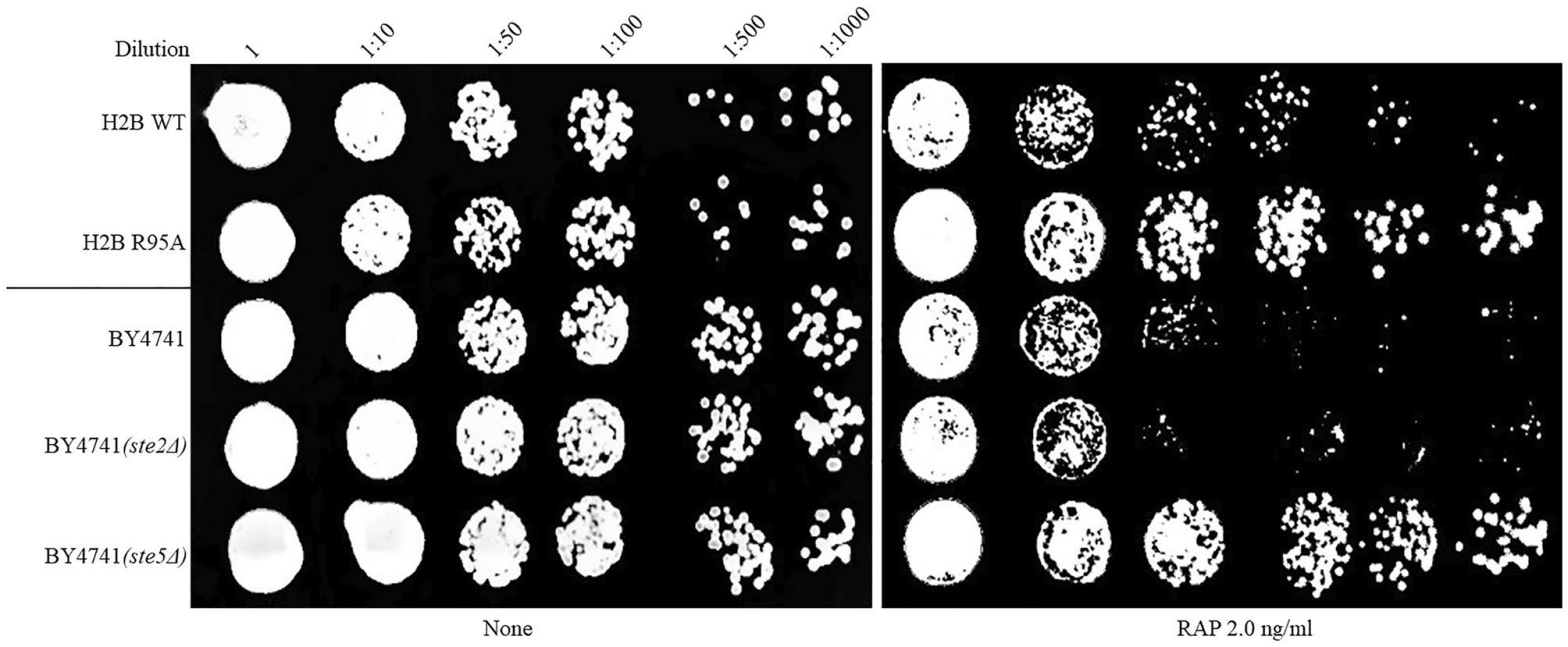
Ste5 is required to mediate cellular response to rapamycin. Spot test analysis of the indicated strains was performed as described in Fig. 1A. The *ste2Δ* and *ste5Δ* null mutants are isogenic to the WT strain BY4741. The experiment was repeated at least three times.

### Rapamycin induces G_1_ arrest in the H2B WT, but not in the H2B R95A mutant

When WT cells are challenged with α-factor, the signal is transmitted along the pheromone pathway leading to cell cycle arrest in the G_1_ phase^31^. If rapamycin uses this same pathway to signal G_1_ arrest^10^, then it is anticipated that this arrest would be disrupted in the H2B R95A mutant. Exponentially growing asynchronous H2B WT cells were treated with rapamycin (200 ng/ml for 60 min), then washed to remove the drug, followed by post-treatment recovery in fresh media, and the samples taken at the indicated time were processed by Fluorescence-Activated Cell Sorting (FACS) analysis (Fig. 5). The H2B WT cells were rapidly arrested in the G_1_ phase following the rapamycin treatment (Fig. 5A, second panel) and remained in the G_1_ phase during the duration of the sampling (90 min) in the fresh media without rapamycin (Fig. 5A, third, fourth, and fifth panels). In contrast, the asynchronous population of the H2B R95A mutant cells failed to arrest in the G_1_ phase following rapamycin treatment (Fig. 5B vs. A). This observation is consistent with the H2B R95A mutant ability to grow in the presence of rapamycin (Fig. 1). We interpret these findings to indicate that rapamycin may transmit a signal through the pheromone response pathway to arrest the cell cycle in the G_1_ phase.

**Figure 5:**
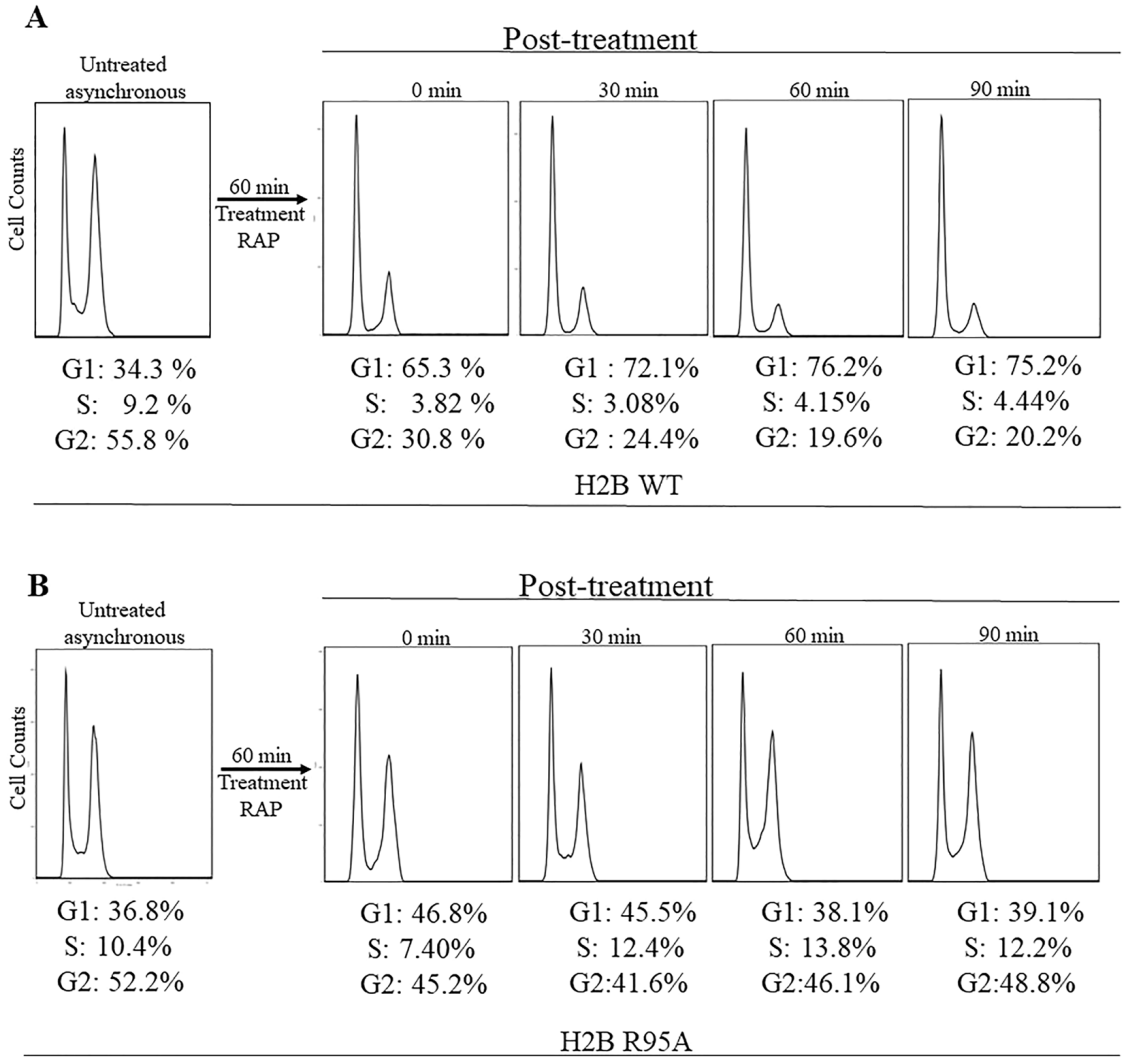
Rapamycin induces G_1_ arrest in the H2B WT, but not in the H2B R95A mutant. (**A**,**B**) Briefly, overnight cells were sub-cultured for 3 h and samples were taken for asynchronous growth followed by treatment without and with rapamycin (RAP; 200 ng/ml for 30 min). Cells were washed free of rapamycin, incubated in fresh media, and samples were taken at time zero after the treatment, followed by sampling at 30, 60, and 90 min. Samples were processed using FACS analysis and the image treated by the Flowjo software. The results are representative of two independent analyses.

In the control experiment, exponentially growing cultures were treated with α-factor for 3 h, washed free of the α-factor, and the cell cycle release was monitored over time post-treatment in fresh media using FACS. The asynchronous cell populations for both the H2B WT and the H2B R95A mutant showed a similar proportion of cells in the G_1_ and G_2_ phases (Supplementary Fig. S6A). As expected, following α-factor treatment, the H2B WT cells were arrested in the G_1_ phase and re-entered the cell cycle upon removal of the α-factor (Supplementary Fig. S6A). In contrast, the H2B R95A mutant failed to arrest in the G_1_ phase, even after prolonged exposure to the α-factor, and continued to progress normally in the cell cycle (Supplementary Fig. S6B). This finding confirms that the H2B R95A mutant is indeed defective in the pheromone response pathway.

### Fus3, a downstream component of the pheromone pathway, is expressed in the H2B WT, but not detected in the H2B R95A mutant

The MAP kinases Kss1 (43 kDa) and Fus3 (41 kDa) are downstream components of the pheromone response pathway that can be phosphorylated^38^. Under conditions of starvation, Kss1 (43 kDa) can act on the Ste12 transcriptional activator to turn on filamentation genes^38^. Likewise, Fus3 when activated, for example, by α-factor can also regulate the function of the transcription factor Ste12 that controls expression of the mating genes leading to G_1_ arrest^38^. The phosphorylated form of Kss1 and Fus3 is readily detected by immunoblot analysis when probed with anti-ERK1/2 antibody that detects phosphorylated threonine and tyrosine^39^. This antibody recognizes the active phosphorylated form of Kss1 and Fus3, as well as other kinases such as Slt2 (52 kDa), which is required to maintain the integrity of the cell wall^39^. We examined the phosphorylation status of Kss1 and Fus3 and whether these two MAPKs would be altered in the H2B R95A mutant in comparison to the H2B WT in response to rapamycin. As expected, the anti-ERK1/2 antibody detected the phosphorylated Kss1 and Fus3 in the H2B WT strain using a 4–20% gradient SDS polyacrylamide gel, although better resolution can be seen on standard 12% gel (Fig. 6, lane 4 vs. lane 1) (for the full blot see Supplementary Fig. S7). Neither of the MAPKs was visibly detected in the H2B R95A mutant as compared to the H2B WT (Fig. 6, lane 1 vs. lane 4). This latter finding is consistent with the microarray data revealing that multiple genes of the pheromone pathway, including *FUS3*, are downregulated in the H2B R95A mutant (Fig. 2A). 

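FUS3, which encodes a MAPK of the mating pathway, had a signal of 7.43 ± 0.59 (SD, n = 3 arrays) in untreated H2B WT and 3.89 ± 0.85 (SD, n = 3) in untreated H2B R95A. This is a log2 fold change of -3.54 (standard error 0.44, adjusted p = 0.00340 from limma), or 0.0857 of the H2B WT level. With rapamycin the signals were 6.89 ± 0.10 (SD, n = 3) and 4.36 ± 0.61 (SD, n = 3), a log2 fold change of -2.54 (standard error 0.44, adjusted p = 0.0448 from limma), or 0.172 of the H2B WT level. In both comparisons the arrays of the strains did not overlap (exact permutation test, two-sided, p = 0.1). SLT2, the MAPK gene of the cell wall integrity pathway, had a log2 fold change of -0.19 (standard error 0.28, adjusted p = 0.854 from limma) between the untreated strains, and did not pass the test. HOG1, the MAPK gene of the osmotic stress pathway, had one of -0.22 (standard error 0.36). The call of FUS3 with rapamycin ended in 9 of the 12 fits that leave out 1 array, with a log2 fold change between -2.58 and -2.32 and an adjusted p between 0.0576 and 0.259. It held without replicate 1 of untreated H2B WT, of untreated H2B R95A or of treated H2B R95A, and the untreated call ended in a fit of the 6 untreated arrays alone (adjusted p = 0.0562).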

Treatment of the H2B WT cells with rapamycin did not show any noticeable increase in the Kss1 or Fus3 phosphorylation status (Fig. 6 lanes 5 and 6 vs. 4), excluding the possibility that rapamycin mode of action is similar to that of α-factor triggering MAPKs activation. It is noteworthy that the anti-ERK1/2 antibody can also detect the Slt2 kinase that responds to various stress conditions including heat shock and oxidative stress^39^. The Slt2 kinase was present at nearly the same level in the H2B WT and the H2B R95A mutant, and unaffected by rapamycin treatment (Fig. 6 lanes 4 to 6 vs. lanes 1 to 3), suggesting that the H2B R95A mutant is not likely to harbor global downregulation of signaling pathways. Taken together, the above results suggest that the inability of the H2B R95A mutant to arrest in the G_1_ phase in response to rapamycin is consistent with the downregulation of signaling components of the pheromone response pathway.

**Figure 6:**
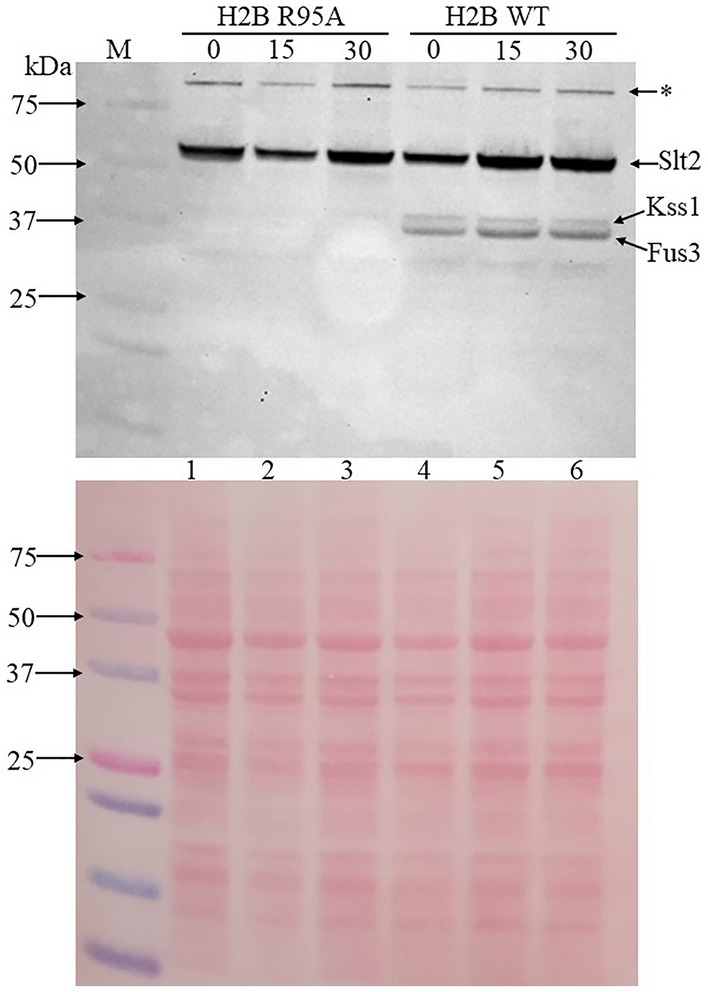
The MAP kinase Fus3, a downstream component of the pheromone pathway, is phosphorylated in the H2B WT, but not detected in the H2B R95A mutant. Exponentially growing cells were treated without (time zero) and with rapamycin (200 ng/ml). Samples were taken at 15 and 30 min for total protein extraction by trichloroacetic acid (TCA). The TCA extracted proteins were analyzed by immunoblot and probed with anti Erk1/2 to detect the MAPKs (see “Materials and methods”). The antibody detects three know proteins in yeast, the Slt2 kinase, Kss1, and Fus3. The asterisk denotes a high molecular weight polypeptide of unknown origin. The lower panel was stained with Ponceau to monitor for equal protein loading from the TCA samples. M, prestained protein markers in kDa.

### Rapamycin treatment accumulates the cyclin Cln2 at a higher level in the *ste5Δ* mutant, as compared to the WT

If rapamycin-induced G_1_ arrest involves the downregulation of the G_1_ cyclins (Cln1–3)^16,17^, we anticipate that such regulation would be compromised in the *ste5Δ* mutant allowing the cells to confer resistance to rapamycin. We examined the level of the G_1_ cyclin Cln2 in the parent BY4741 strain and the isogenic *ste5Δ* mutant, both expressing *CLN2-TAP* at the endogenous locus to monitor the level of Cln2-TAP with the TAP antibody, which detects the Protein A portion of the TAP tag^40^. Briefly, the parental and *ste5Δ* mutant cells were grown in liquid YPD and treated in the log phase without and with an acute dose of rapamycin (200 ng/ml), samples were withdrew at the following time points, zero, 30, 60, 120, 180, and 240 min, and processed by TCA extraction for immunoblot analysis. Upon rapamycin treatment, Cln2-TAP was unexpectedly and rapidly induced by more than 15-fold in the *ste5Δ* mutant within 30 min and maintain this induced level by 120 min, as compared to the time zero (untreated, UT) (Fig. 7A, lanes 7 to 10 and quantified as in Fig. 7B; see Supplementary Fig. S8 for the full immunoblot, Supplementary Fig. S9 for a lighter exposure, and Supplementary Fig. S10 for another independent experiment at zero, 30 and 60 min of rapamycin treatment). In contrast, there was a gradual induction of Cln2-TAP in the parental BY4741 strain after 30 min of rapamycin treatment, which continued to accumulate at 60 min and 120 min and by this time reached nearly comparable level as the *ste5Δ* mutant (Fig. 7A, lanes 1 to 4 vs. lanes 7 to 10; and quantified as in Fig. 7B; and see Supplementary Figs. S8, S9, and S10). These observations strongly indicate that the intense upregulation of Cln2 might be associated with the resistance of the *ste5Δ* mutant towards rapamycin. It is noteworthy that the peaked Cln2-TAP levels at 120 min in the parental BY4741 strain and the *ste5Δ* mutant began to slowly diminish at 180 min, consistent with previous findings that rapamycin treatment leads to the downregulation of G_1_ cyclins^16,17^ (see “Discussion”).

**Figure 7:**
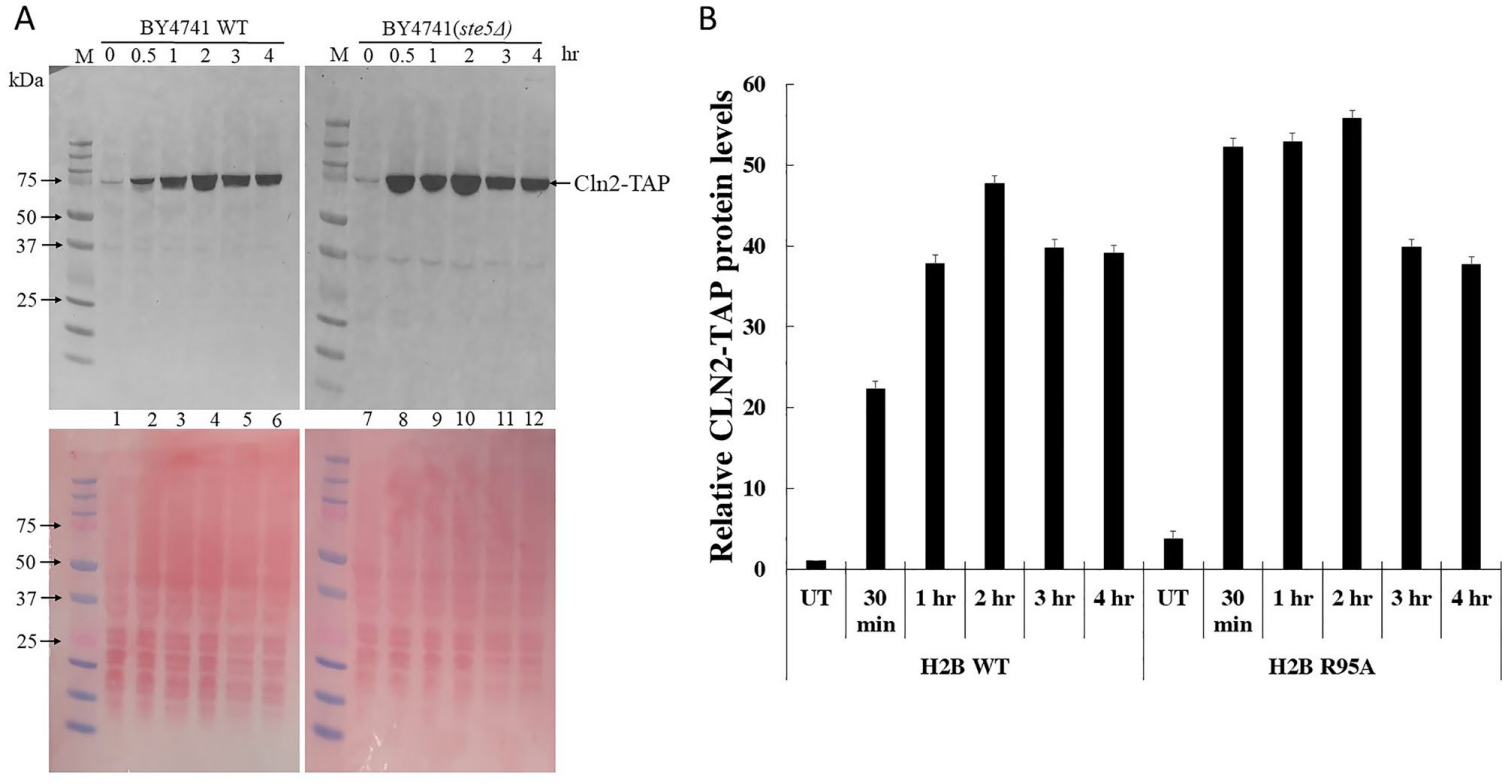
Rapamycin treatment accumulates cyclin Cln2 at a higher level in the *ste5Δ* mutant, as compared to the WT. (**A**) Exponentially growing cells derived from strain BY4741 (WT) carrying the TAP tag at the endogenous *CLN2* gene locus and the isogenic strain deleted for the *STE5* gene were treated without (time zero) and with rapamycin (200 ng/ml). Samples were taken at 30, 60, 120, 180 and 240 min for total protein extraction by TCA. The TCA extracted proteins were analyzed by immunoblot and probed with anti-TAP, which recognizes the protein A domain of the Cln2-TAP-tagged fusion protein (see “Materials and methods”). The lower panel was stained with Ponceau to monitor for equal protein loading from the TCA samples. M, prestained protein markers in kDa. (**B**) Quantification of Cln2-TAP levels relative to the untreated (zero time point). A repeat of this experiment was performed at time 0, 30 and 60 min and shown in Supplementary Fig. S10.

## Discussion

In the present study, we reported the identification and characterization of a variant of histone H2B, R95A, which was isolated by thoroughly screening a comprehensive histone mutant library^24^ for resistance specifically to the immunosuppressant rapamycin. The H2B R95A mutant exhibit marked resistance to rapamycin, as compared to other mutants identified by the screen that displayed varying resistance to the drug (Supplementary Fig. S3). We used this H2B R95A mutant to investigate the molecular defects associated with the Arg95Ala substitution leading to rapamycin resistance in yeast cells. Our data revealed that the H2B R95A variant downregulated many genes of the pheromone response pathway consistent with the mutant inability to arrest in the G_1_ phase in response to α-factor. Rapamycin is believed to trigger G_1_ arrest by repressing the transcription as well as the degradation of the G_1_ cyclins thereby blocking the G_1_ to S phase transition^10,17,18^. The observation that the H2B R95A mutant continued to proliferate in the presence of rapamycin strongly suggests that this phenotype is associated with the downregulation of components of the pheromone response pathway. In support of this notion, cells lacking the scaffold protein Ste5, a key component of the pheromone signaling pathway, replicate nearly the identical rapamycin-resistant phenotype as the H2B R95A mutant. As such, we conclude that the pheromone response pathway could be functionally involved in relaying the rapamycin signal for the subsequent G_1_ cell cycle arrest in WT cells. However, the exact link between the pheromone response pathway and the cell cycle arrest in response to rapamycin remains obscure. It is noteworthy that α-factor exposure triggers the sequential phosphorylation of the MAP kinases of the pheromone pathway including Fus3, which performs multiple functions such as repressing the expression of the cyclin genes to trigger G_1_ arrest^41^. We have not observed any visible activation of the MAPKs, Kss1 and Fus3 in the H2B WT strain upon rapamycin treatment using the anti-Erk1/2 antibody that recognizes an increase in the phosphorylation at the threonine and tyrosine residues of these kinases when cells are exposed to α-factor^38^. However, we cannot exclude the possibility that modification(s) other than phosphorylation of Kss1 and/or Fus3 might be involved in promoting rapamycin-induced G_1_ arrest.

It has been established that rapamycin treatment represses the transcription and translation of the G_1_ cyclins, which are normally required to target and promote degradation of inhibitors such as Whi5 and Sic1 of transcription factors ultimately setting the transcription factors free to activate gene expression^10,16,42^. Several studies demonstrated that rapamycin triggers the downregulation of G_1_ cyclins leading to G_1_ arrest^16,17^. While the downregulation of the G_1_ cyclins can be detected as early as 60 min and near-complete disappearance by 240 min, which appears to be strain-dependent^17,18^, paradoxically, we found a different response in the commonly used parental background strain BY4741. Cln2 monitored as Cln2-TAP, was significantly and gradually induced by rapamycin from 30 min and lasted for 120 min in the BY4741 WT strain followed by a slow degradation detectable at ~ 180 min (Fig. 7). Nonetheless, under the same growth condition cells lacking the scaffold protein Ste5 showed a rapid and substantially elevated level of Cln2 as early as 30 min following treatment with rapamycin when compared to the gradual induction seen in the WT strain. For both strains, the disappearance of Cln2-TAP was noticeable at 180 min, although we and others have not conducted pulse-chase experiments whereby cells are treated with rapamycin for 30 min, wash free of the drug, and then monitor the rate of disappearance of Cln2-TAP (Fig. 7).

The rapid induction and the accumulation of higher Cln2 level upon rapamycin treatment could be due to the loss of negative feedback control in the absence of Ste5^43^. Consequently, this elevated Cln2 level could reinforce phosphorylation of the CDK inhibitor Sic1 such that it is rapidly degraded and unblock any potential cell cycle arrest caused by rapamycin^43^. This might be a likely scenario as Ste5 and Sic1 possess the Leucine-Proline rich sequence required to allow docking of Cln2 to regulate the functionality of these substrates^44^. Another possibility might be to maintain the transcriptional repressor Whi5 in the hyperphosphorylated state preventing it from inhibiting the SBF transcription factor that activates *CLN1* and *CLN2* gene expression, thus creating a positive feedback loop that drives higher expression of Cln1, as well as Cln2 and perhaps other factors crucial for cell cycle progression^15^. In the case of the parent, we cannot exclude the possibility that the gradual increase in Cln2 level caused by rapamycin might perform a significant function such as regulating Ste5 membrane localization by Cln2-CDK^37,45^. Nevertheless, the most significant finding from our study is the discovery that yeast cells exploit the pheromone pathway to arrest the cell cycle in the G_1_ phase in response to rapamycin (Fig. 8). We predict that deleting the MAPK genes, *KSS1* and *FUS3*, would promote the expression of the G_1_ cyclins including Cln1, Cln2, and possibly Cln3, and allow the cells to proliferate in the presence of rapamycin, although we cannot exclude the involvement of other factors (Fig. 8). We have tried to modulate this pathway by driving the overexpression of Ste5, as a Ste5-MYC tag expressed from the independent constitutive promoter *ADH*, and found no significant effect on the response of either the H2B WT or the H2B R95A mutant towards rapamycin when compared to the empty vector (see Supplementary Fig. S11A for Ste5-MYC expression; S11B for the full blot; and S11C for the sensitivity to rapamycin by spot test analysis for three independent experiments). 

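Among the pathway genes in untreated cells, STE6, FAR1 and STE18 were lower in H2B R95A. STE6, which encodes the transporter that exports a-factor, had a signal of 8.66 ± 0.39 (SD, n = 3 arrays) in H2B WT and 5.26 ± 0.53 (SD, n = 3) in H2B R95A, a log2 fold change of -3.39 (standard error 0.33, adjusted p = 0.000708 from limma). FAR1, an inhibitor of the G1 cyclin-dependent kinase that arrests cells in response to pheromone, had a log2 fold change of -3.24 (standard error 0.33, adjusted p = 0.000894 from limma). STE18, the gene of the G protein γ subunit, had one of -3.49 (standard error 0.51, adjusted p = 0.00928 from limma). KSS1, the MAPK gene of filamentous growth, was at 4.96 ± 0.39 (SD, n = 3) in H2B WT and 4.75 ± 0.27 (SD, n = 3) in H2B R95A, a log2 fold change of -0.21 (standard error 0.38, adjusted p = 0.871 from limma) that did not pass the test, and its arrays overlapped between the strains (exact permutation test, two-sided, p = 0.6). With rapamycin KSS1 had a log2 fold change of -0.32 (standard error 0.38). The G1 cyclin genes CLN1 (0.60, standard error 0.60), CLN2 (-0.23, standard error 0.39) and CLN3 (-0.33, standard error 0.22) did not pass the test in untreated cells either (adjusted p between 0.733 and 0.861). The call of STE18 ended without replicate 2 (-3.52, adjusted p = 0.0511) or 3 (-3.23, adjusted p = 0.0565) of untreated H2B WT and without replicate 2 (-3.08, adjusted p = 0.0585) or 3 (-3.27, adjusted p = 0.0621) of untreated H2B R95A.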

So far, we have no clear explanation why the overexpression of Ste5-MYC did not alter the rapamycin response in the strains unless other factors are becoming limiting and thus unable to activate Ste5-MYC and or to execute Ste5-MYC signal, as in the case of the H2B R95A mutant lacking proper expression of 25 other components including *STE18*, *STE6*, *FAR1*, and the MAPKs *KSS1* and *FUS3*, of the pheromone pathway.

**Figure 8:**
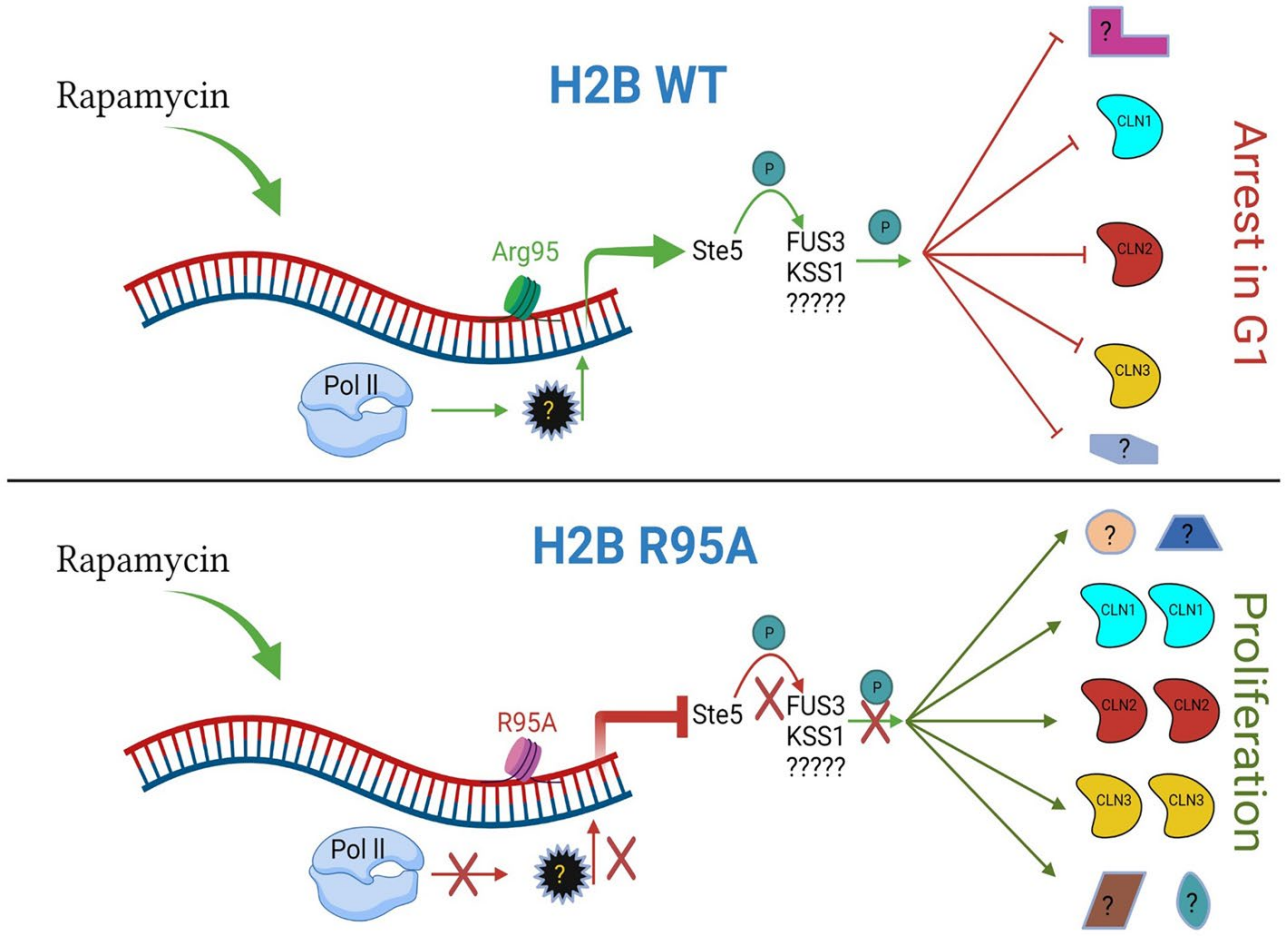
A model illustrating the importance of H2B R95 residue in maintaining the expression of the pheromone genes required to arrest cells in the G_1_ phase in response to rapamycin. The native H2B R95 residue is required to recruit RNA polymerase II and the associated transcriptional activator under normal conditions to maintain the expression of the pheromone response genes. Recruitment of RNA polymerase II and the associated transcriptional activator is defective by the H2B R95A mutation preventing the expression of the pheromone response genes. This allows the dysregulation of the G_1_ cyclins allowing expression of Cln1, Cln2, and perhaps Cln3, as well as other factors to promote cell proliferation in the presence of rapamycin. The illustration was created with features from BioRender (BioRender.com).

The observation that the *ste5Δ* mutant, but not the *ste2Δ* strain lacking the α-factor receptor, displayed resistance to rapamycin, suggests that the mechanism by which rapamycin transmits a signal via the pheromone pathway precludes the recruitment of Ste5 to the Ste2 receptor on the plasma membrane as reported for α-factor. Thus, while α-factor binds to Ste2 and initiates the signal to arrest the cell cycle in G_1_, rapamycin could intersect the pathway at the level of the Ste5 scaffold protein or further downstream. It is noteworthy that Ste5 is phosphorylated at eight sites within the N-terminus and these can be regulated by CDK and the MAP kinase Fus3 to modulate Ste5 membrane association^34,45^. We have not seen changes in the migration pattern of Ste5-GFP in response to rapamycin, although the addition or removal of any unique phosphorylation might be technically challenging to be discerned by one-dimensional SDS-PAGE. There is evidence that during the mating signal Ste5 undergoes conformational changes to unblock its auto-inhibitory effect caused by an intramolecular interaction between two domains, the pleckstrin homology, and the von Willebrand type A, thereby allowing the activation of Fus3^46^. It would be interesting to explore whether the inhibition of the Torc1 kinase by rapamycin intersects the pheromone response pathway to alter the phosphorylation sites within the N-terminus of Ste5 and or unblock its auto-inhibitory conformation such that it is poised to activate G_1_ arrest.

We remark that the H2B R95A variant was also previously isolated in a screen for the loss of transcription repression of reporter genes embedded within the silent chromatin regions of the telomere^32^. Dai et al. showed that the H2B R95A mutant lost telomeric silencing in a region that spans at least 20-kb from the end of the telomere^32^. In addition, the authors described other histone residues such as H2B K123, which is ubiquitylated and required for the di- and trimethylation of H3 K4 and H3 K79 that caused a loss in silencing at rDNA and telomeres when mutated^32^. We did not isolate from our screen the H2B K123A, H3 K4A, H3 K79A, or other known histone mutants, such as H4 K16 that lost silencing at the rDNA and telomeres, that would play a role in the resistance to rapamycin^32^. Thus, while defective silencing at the ends of the telomere may lead to other unidentified drug-resistant phenotypes, the telomeric silencing caused by H2B R95A is not associated with rapamycin resistance, otherwise, several of the histone variants causing silencing at rDNA and the telomeres would be expected to show resistance to rapamycin. We propose that the Arg95 residue of histone H2B performs multiple functions including the ability to maintain expression of the pheromone pathway genes, which are required to mount a response to rapamycin-induced cell cycle arrest.

Attempts to determine whether the Arg95 residue is modified using mass spectrometry analysis of purified H2B derived from untreated and rapamycin-treated cells did not reveal any modification. Dai et al. also searched for possible Arg95 methylation and found no evidence for such modification under normal growth conditions^32^. 

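Few genes separated the strains with rapamycin, and most of these were again mating genes. COS12 (2.56, standard error 0.23, adjusted p = 0.000684 from limma) and IME4 (2.75, adjusted p = 0.00361) were higher in rapamycin-treated H2B R95A than in treated H2B WT, and 17 probe sets were lower past the test, among them YCL021W-A, which is outside the pheromone list and whose call ended in 13 other settings. Of these lower genes FAR1, GPA1, MFA2, NEJ1, STE2 and STE6 kept their calls in every setting set before the data were examined. At the study's threshold 6 were higher and 32 lower, against 2 higher and 35 lower after centring on the poly-A spike-in probe sets, which also ended the call of COS12 (2.19, adjusted p = 0.134). With cyber-T 4 were higher and 26 lower past the test, and with array quality weights 6 and 32, with 52 lower at the study's threshold. Of the 26 pheromone pathway genes, which the study chose on these arrays, 16 were lower (24 adjusted over the list alone), with a median of -2.55 (adjusted p = 0.00263 with an estimated correlation). HTB1, the H2B gene of the parent's plasmid, had a log2 fold change of 0.04 (standard error 0.17) between the untreated strains and did not pass the test (adjusted p = 0.945). Table S1 gives HTA2 and HTB2 as deleted in the parent strain, so the signals of their probe sets cannot be read as expression of those genes. Over 9 histone genes, these 2 included, the untreated median was -0.00 (adjusted p = 0.903 from camera), and it was 0.02 with median centring, 0.04 with quantile normalization over S. cerevisiae probe sets and -0.18 with spike-in centring (adjusted p = 0.996). With the replicate number as a block, 6 probe sets were higher and 30 lower past the test with rapamycin. The count of lower ones was 11 without replicate 2 or 3 of untreated H2B WT or replicate 2 of untreated H2B R95A, 8 without replicate 3 of untreated H2B R95A, 10 without replicate 1 of treated H2B R95A or in a fit of the 6 treated arrays alone, and 6 without replicate 2 or 3 of either treated group.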

We cannot exclude the possibility that a minor fraction of the total H2B could be methylated at Arg95, in particular since H2B R95A does not have a global effect and only affected the expression of a small number of genes. There are several examples of a unique histone modification that alters a specific set of genes, which affects a unique biological process. For example, the study by Tessarz et al. used a biochemical approach and identified a single glutamine residue (Q105) of yeast H2A that is methylated by the essential Nop1 methyltransferase^47^. The H2A Q105 methylation is restricted to the nucleolus and located primarily at the 35S DNA transcription units, as compared to the entire yeast genome^47^. H2A Q105 spans a binding site for the FACT complex and H2A Q105A mutant can disrupt this binding altering transcription at the rDNA locus^47^. So far, the transcription factor(s) that is recruited by H2B Arg95 to promote expression of the pheromone response gene is not known.

Besides H2B R95A, our screen also revealed mutants that are less resistant to rapamycin such as H4 L22A. Although the N-terminal of H4 is linked to rDNA regulation, silencing of this region is not involved in rapamycin resistance. We have not explored if H4 L22A plays a minor role in activating the pheromone pathway or performs an independent function leading to rapamycin resistance. However, several other proteins are involved in rapamycin resistance such as the copper-zinc superoxide dismutase Sod1^48^. In the absence of Sod1, it is believed that the Torc1 complex is inactivated by the elevated levels of endogenous superoxide anions leading to rapamycin resistance^48^. Since *sod1Δ* mutants cause oxidative damage to other metabolic enzymes^49^, multiple pathways may likely co-exist besides the Torc1 complex and the downregulation of the pheromone pathway to cause rapamycin resistance.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets analyzed in this study are available in the GEO DataSets repository, with the accession number GSE201413 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201413) and available publicly on April 25, 2022.

# Supplementary material for: The histone H2B Arg95 residue links the pheromone response pathway to rapamycin-induced G1 arrest in yeast
**Source:** Sci Rep. 2022 Jun 15;12:10023. doi: 10.1038/s41598-022-14053-9
**Supplement:** Supplementary file 1 — Supplementary Information.

**The Histone H2B Arg95 residue links the Pheromone Response Pathway to Rapamycin-Induced G_1_ Arrest in Yeast**

Abdallah Alhaj Sulaiman^1^, Reem Ali^1^, Mustapha Aouida^1^, Balasubramanian Moovarkumudalvan^1^, and Dindial Ramotar^1, a^

**Table S1.**  Yeast strains and mutants used in this study

| **Strains** | **Genotype** | **Source** |
| --- | --- | --- |
| BY4741 | Parent, *Mat a, his3-1, leu2-0, met15-0, ura3-0* | Euroscarf (Frankfurt, Germany) |
| *ste5Δ::KANMX* | isogenic to BY4741, except deleted for the *STE5* | This work (resistant to rapamycin) |
| *ste2Δ::KANMX* | isogenic to BY4741, except deleted for the *STE2* | This work |
| FY406 | The H2A/H2B collection is in FY406 MATa (hta1-htb1)Δ::LEU2, (hta2-htb2) Δ::TRP1, his3 Δ 200 leu2 Δ 1 ura3-52 trp1 Δ 63 lys2-128 Δ <pSAB6 (HTA1-HTB1-URA3). The covering plasmid for H2A/H2B uses the His marker. | Ali Shilatifard (Kansas, USA) |
| YBL574 | The H3/H4 collection is in Winston’s YBL574 (MATa, leu2Δ1, his3Δ200, ura3-52, trp1Δ63, lys2-128δ, (hht1-hhf1)ΔLEU2 (hht2-hhf2)Δ::HIS3 Ty912Δ35-lacZ::his4, {pDM9-HHT1-HHF1-URA3}. The covering plasmid for H3/H4 uses the Trp marker. | Ali Shilatifard |
| *TAP* tag strains collection | MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 | Dharmacon |
| Y1a | Parent W303 (leu2-3, 112, trp1-1, can1-100, ura3-1, ade2-1, his3-11,15) | Lab strain |
| *ste5Δ::LEU2* | Isogenic to W303, except deleted for *STE5* | This work (resistant to rapamycin) |

**Table S2. GO analysis for genes differentially regulated in the H2B WT and H2B R95A in untreated and rapamycin treated**

| Gene Ontology (GO) terms significantly represented among up-regulated genes in H2B wild type in rapamycin treatment | | | | | |
| --- | --- | --- | --- | --- | --- |
| Biological Pathways | GO term | Genes | Fold Enrichment | p Value | FDR |
| Organic acid transport | GO:0015849 | DAL5, GAP1, DIP5, CAN1, AGP1, PTR2 | 19.55823 | 6.71E-06 | 0.007968 |
| Amine transport | GO:0015837 | GAP1, DIP5, DUR3, CAN1, AGP1 | 23.32375 | 3.84E-05 | 0.045602 |
| Carboxylic acid transport | GO:0046942 | DAL5, GAP1, DIP5, CAN1, AGP1 | 19.3254 | 8.09E-05 | 0.096019 |
| Amino acid transport | GO:0006865 | GAP1, DIP5, CAN1, AGP1 | 21.64444 | 6.26E-04 | 0.740503 |
|  |  |  |  |  |  |
| Gene Ontology (GO) terms significantly represented among down-regulated genes in H2B wild type under rapamycin treatment | | | | | |
| Biological Pathways | GO term | Genes | Fold Enrichment | p Value | FDR |
| rRNA processing | GO:0006364 | RRB1, GAR1, UTP15, CSL4, UTP14, UTP13, SAS10, ESF2, MAK16, IMP4, RRP3, RPS9A, RRP1, EMG1, MPP6, RRP8, RRP9, NOC2, BUD22, RCL1, BUD23, MRT4, ENP1, NOP8, BFR2, NHP2, UTP8, SNU13, NSR1, FCF2, SOF1, EBP2, DRS1, DIP2, KRI1, SLX9, RRP14, RRP17, RLP7, RRP15, NOP53, HCA4, RPF2, PWP1, NOP15, NOP12, NOP16, DBP3, DBP6, FYV7 | 13.23154 | 4.38E-47 | 5.87E-44 |
| Ribosome biogenesis | GO:0042254 | SSF1, RRB1, GAR1, UTP15, CSL4, UTP14, UTP13, SAS10, ESF2, MAK16, IMP4, RRP3, RPS9A, RRP1, EMG1, MPP6, RRP8, RRP9, NOC2, BUD22, RCL1, BUD23, MRT4, ENP1, NOP8, BFR2, CIC1, REI1, LTV1, NHP2, UTP8, SNU13, NSR1, FCF2, EBP2, SOF1, DRS1, DIP2, KRI1, SLX9, RRP14, RRP17, RLP7, RRP15, NOP53, HCA4, RPF2, PWP1, NOP15, NOP12, NOP16, DBP3, RLP24, DBP6, FYV7 | 9.91046 | 6.79E-46 | 9.10E-43 |
| RNA processing | GO:0006396 | RRB1, GAR1, UTP15, CSL4, UTP14, UTP13, SAS10, ESF2, MAK16, IMP4, RRP3, RPS9A, RRP1, EMG1, MPP6, RRP8, RRP9, NOC2, BUD22, RCL1, BUD23, MRT4, TRM82, ENP1, NOP8, BFR2, CIC1, NHP2, TRM1, UTP8, SNU13, NSR1, FCF2, TRM8, EBP2, SOF1, DRS1, DIP2, KRI1, SLX9, RRP14, TRM10, RRP17, RLP7, RRP15, NOP53, HCA4, RPF2, PWP1, NOP15, NOP12, NOP16, DUS3, DBP3, DBP6, FYV7 | 6.877317 | 5.19E-38 | 6.95E-35 |
| Maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) | GO:0000462 | RRP3, RPS9A, EMG1, UTP8, UTP15, SNU13, UTP14, FCF2, UTP13, SAS10, RCL1, SOF1, ESF2, BUD23, ENP1, DIP2, KRI1, SLX9, FYV7 | 14.47817 | 1.19E-16 | 1.44E-13 |
| Ribosome assembly | GO:0042255 | SSF1, DRS1, ESF2, RLP7, DBP3, NSR1, RLP24, DBP6, RPF2, NOC2 | 9.166196 | 9.05E-07 | 0.001213 |
| Ribosome export from nucleus | GO:0000054 | BUD23, NOP53, LTV1, REI1, NOC2 | 7.354274 | 0.004264 | 5.566975 |
| tRNA methylation | GO:0030488 | TRM10, TRM1, TRM82, TRM8 | 14.05483 | 0.002518 | 3.323055 |
| Cytokinesis during cell cycle | GO:0033205 | BUD22, NOP15, ATC1, BUD23, BUD27 | 4.273429 | 0.027694 | 31.36973 |
|  |  |  |  |  |  |
| Gene Ontology (GO) terms significantly represented among up-regulated genes in R95A mutant under rapamycin treatment | | | | | |
| Biological Pathways | GO term | Genes | Fold Enrichment | p Value | FDR |
| Ammonium transport | GO:0015696 | MEP2, MEP1, ATO2 | 43.48214 | 0.001825 | 2.417298 |
| Organic cation transport | GO:0015695 | MEP2, MEP1, ATO2 | 32.61161 | 0.003357 | 4.405357 |
| Organic acid transport | GO:0015849 | PXA1, DAL5, GAP1, DIP5, CAN1, PTR2 | 6.286575 | 0.002272 | 3.000955 |
| Amine transport | GO:0015837 | GAP1, DIP5, DUR3, CAN1 | 5.997537 | 0.027162 | 30.85116 |
| Cofactor catabolic process | GO:0051187 | HMX1, CIT2, CIT3, IDP3 | 9.938776 | 0.00691 | 8.871038 |
| Response to temperature stimulus | GO:0009266 | SPL2, SRL3, IKS1, CRG1, AFR1, TKL2, HBT1 | 2.8053 | 0.03428 | 37.33028 |
|  |  |  |  |  |  |
| Gene Ontology (GO) terms significantly represented among down-regulated genes in R95A mutant under rapamycin treatment | | | | | |
| Biological Pathways | GO term | Genes | Fold Enrichment | p Value | FDR |
| Ribosome biogenesis | GO:0042254 | RPS8A, RPS8B, SSF1, ARX1, EFG1, RRB1, MRD1, NOG1, NOG2, NUG1, ESF1, RPS27B, IMP3, ESF2, MAK16, ALB1, PXR1, ERB1, CBF5, IMP4, RPS27A, RPS7B, MAK11, RPS9A, RRP3, KRR1, RPS9B, FAL1, RRP1, EMG1, RRP5, RPS0B, SPB1, RPS0A, RRP8, RRP9, SPB4, KRE33, RSA4, RCL1, RPL8A, NOP1, RPS26B, NOP2, NOP4, HAS1, MRT4, RSA3, NOP6, MPP10, NOP7, NOP8, RPS13, NOP9, CIC1, MAK21, RPL8B, ECM16, NAN1, RPS11A, RPS11B, YAR1, BRX1, PUS7, RPS1B, EBP2, SOF1, DRS1, DIP2, RPL5, BCP1, KRI1, SLX9, RPS19A, RPS19B, UTP30, UTP23, UTP21, RPS10B, TSR1, TSR2, RPS10A, RNT1, ECM1, RPF2, NOP10, RPF1, NOP14, ROK1, TMA23, NOP15, NOP12, NOP16, DBP2, RPL6A, DBP3, RRS1, RPL6B, DBP6, RPS18A, RPS18B, FYV7, DBP9, MTR3, RPS17B, MTR4, YTM1, UTP18, GAR1, UTP15, UTP14, RPS2, UTP11, CMS1, UTP10, UTP13, DBP10, RPS3, RPL12A, SAS10, RPL12B, RLI1, URB2, URB1, RPS23A, RPS23B, RPS16A, NIP7, FAP7, MPP6, DIM1, NOC4, NOC2, RPS16B, NOC3, BUD22, BUD21, RPL11A, BUD23, RPL11B, ENP1, ENP2, LCP5, PRP43, BFR2, TIF5, REI1, LTV1, NHP2, RPS21A, UTP4, UTP7, UTP8, UTP5, UTP6, NOB1, SNU13, UTP9, NSR1, SDA1, FCF2, BMS1, TRM7, RPL30, LSG1, NSA2, NMD3, RPL40B, RRP14, MAK5, RIX7, RRP12, IPI1, RRP17, RIX1, RLP7, PNO1, RPP1, RPS14B, HCA4, CGR1, RPL40A, PWP2, RPS7A, PWP1, RPS6A, RPS6B, NOP58, YVH1, RPS24A, IPI3, RLP24, RPS24B | 8.028096 | 1.57E-143 | 2.37E-140 |
| rRNA metabolic process | GO:0016072 | RPS8A, RPS8B, EFG1, RRB1, MRD1, NOG1, NUG1, ESF1, RPS27B, IMP3, ESF2, MAK16, PXR1, ERB1, CBF5, IMP4, RPS27A, RPS7B, MAK11, RPS9A, RRP3, KRR1, FAL1, RPS9B, RRP1, EMG1, RRP5, RPS0B, SPB1, RPS0A, RRP8, RRP9, SPB4, RCL1, NOP1, NOP2, NOP4, HAS1, MRT4, NOP6, MPP10, NOP7, NOP8, RPS13, NOP9, ECM16, NAN1, RPS11A, RPS11B, BRX1, PUS7, RPS1B, EBP2, SOF1, DRS1, DIP2, KRI1, SLX9, UTP30, UTP23, UTP21, TSR1, TSR2, AIR1, RNT1, RPF2, NOP10, RPF1, NOP14, ROK1, TMA23, NOP15, NOP12, NOP16, DBP2, RRS1, DBP3, DBP6, RPS18A, RPS18B, FYV7, DBP9, MTR3, MTR4, YTM1, UTP18, GAR1, UTP15, UTP14, RPS2, UTP11, UTP10, UTP13, DBP10, SAS10, RLI1, URB2, URB1, RPS23A, RPS23B, RPS16A, NIP7, FAP7, MPP6, DIM1, NOC4, NOC2, RPS16B, NOC3, BUD22, BUD21, BUD23, ENP1, ENP2, LCP5, PRP43, BFR2, NHP2, RPS21A, UTP4, UTP7, UTP8, UTP5, UTP6, NOB1, SNU13, UTP9, NSR1, FCF2, BMS1, TRM7, RPL30, NSA2, RRP14, MAK5, RRP12, IPI1, RRP17, RIX1, RLP7, PNO1, RPP1, RPS14B, HCA4, CGR1, PWP2, RPS7A, PWP1, RPS6A, RPS6B, NOP58, RPS24A, IPI3, RPS24B | 9.077526 | 2.02E-120 | 3.04E-117 |
| RNA processing | GO:0006396 | RPS8A, RPS8B, EFG1, RRB1, MRD1, NOG1, NUG1, ESF1, RPS27B, IMP3, ESF2, MAK16, PXR1, ERB1, CBF5, IMP4, RPS27A, RPS7B, MAK11, RPS9A, RRP3, KRR1, RPS9B, FAL1, RRP1, EMG1, RRP5, RPS0B, SPB1, RPS0A, RRP8, RRP9, SPB4, RCL1, NOP1, NOP2, NOP4, HAS1, MRT4, NOP6, MPP10, NOP7, NOP8, RPS13, NOP9, CIC1, ECM16, NAN1, RPS11A, PUS1, RPS11B, BRX1, PUS7, LHP1, RPS1B, EBP2, SOF1, DRS1, DIP2, KRI1, SLX9, UTP30, UTP23, UTP21, TSR1, TSR2, AIR1, RNT1, RPF2, NOP10, RPF1, NOP14, ROK1, TMA23, NOP15, NOP12, NOP16, DBP2, DBP3, RRS1, DBP6, RPS18A, RPS18B, FYV7, DBP9, MTR3, MTR4, YTM1, UTP18, GAR1, UTP15, UTP14, RPS2, UTP11, UTP10, UTP13, NCS2, DBP10, SAS10, RLI1, URB2, URB1, RPS23A, RPS23B, RPS16A, ELP3, ELP2, ELP6, NIP7, FAP7, MPP6, DIM1, NOC4, NOC2, RPS16B, NOC3, BUD22, BUD21, BUD23, GCD10, ENP1, TRM82, ENP2, LCP5, SUA5, PRP43, BFR2, NHP2, RPS21A, UTP4, TRM3, TRM1, UTP7, UTP8, TRM2, UTP5, UTP6, NOB1, SNU13, UTP9, NSR1, TRM9, FCF2, BMS1, TRM7, TRM8, NCL1, RPL30, NSA2, RRP14, MAK5, TRM11, TRM10, RRP12, IPI1, RRP17, RIX1, RLP7, PNO1, RPP1, RPS14B, HCA4, CGR1, PWP2, RPS7A, PWP1, RPS6A, RPS6B, DUS3, NOP58, RPS24A, IPI3, RPS24B | 4.936313 | 1.36E-84 | 2.04E-81 |
| Maturation of SSU-rRNA | GO:0030490 | RPS8A, RPS8B, EFG1, UTP18, MRD1, UTP15, UTP14, UTP11, UTP10, UTP13, SAS10, RPS27B, ESF2, RPS23A, RPS23B, RPS27A, RPS16A, KRR1, RPS9A, RRP3, RPS9B, FAL1, EMG1, RRP5, RPS0B, RPS0A, FAP7, NOC4, RPS16B, RCL1, BUD21, NOP1, BUD23, MPP10, NOP7, ENP1, RPS13, NOP9, PRP43, ECM16, RPS21A, NAN1, UTP4, UTP7, RPS11A, UTP8, RPS11B, UTP5, UTP6, NOB1, SNU13, UTP9, FCF2, RPS1B, SOF1, DIP2, KRI1, SLX9, UTP23, RRP12, TSR2, PNO1, RPS14B, PWP2, NOP14, RPS6A, RPS6B, RRS1, NOP58, RPS24A, RPS24B, RPS18A, RPS18B, FYV7 | 12.0714 | 8.04E-64 | 1.21E-60 |
| Ribosome assembly | GO:0042255 | SSF1, RPS17B, RPS11A, RPS11B, MRD1, NSR1, BRX1, NOG1, SDA1, BMS1, DBP10, RPL12A, RPS27B, RPL12B, DRS1, ESF2, URB1, RPL5, RPS27A, MAK11, NMD3, MAK5, IPI1, RIX1, NIP7, RLP7, RPS0B, RPS14B, RPS0A, SPB4, RPF2, RPF1, NOC2, RSA4, RPL11A, RPL11B, HAS1, RSA3, RPL6A, DBP3, YVH1, RPL6B, IPI3, MAK21, DBP6, TIF5, RLP24, DBP9 | 10.20964 | 1.07E-37 | 1.61E-34 |
| Regulation of translation | GO:0006417 | RPS8A, RPG1, RPS8B, CAF20, RPS2, SXM1, RPL12A, RPL12B, RLI1, PUF6, NIP1, RPS23A, RPS23B, RPS16A, RPS9A, RPS9B, RPL4B, RPS0B, RPS0A, CDC60, RPL31B, PRT1, RPS16B, RPL16A, RPL8A, GCD10, PRO1, TIF5, RPL8B, RPS11A, RPS11B, RPL20B, RPL20A, RPL27B, WRS1, RPL24A, ARO4, RPS1B, SRO9, RPL30, RPL17B, RPL14B, RPL5, RBG1, RPL2B, URA7, RPL2A, RPS14B, PWP1, MES1, RPL18A, RPL18B, RPL13A, NEW1, RPL6A, DBP2, RPL6B, RPS24A, RPS24B | 4.254018 | 3.62E-19 | 5.44E-16 |
| Posttranscriptional regulation of gene expression | GO:0010608 | RPS8A, RPG1, RPS8B, CAF20, RPS2, SXM1, RPL12A, RPL12B, RLI1, PUF6, NIP1, RPS23A, RPS23B, RPS16A, RPS9A, RPS9B, RPL4B, RPS0B, RPS0A, CDC60, RPL31B, PRT1, RPS16B, RPL16A, RPL8A, GCD10, PRO1, TIF5, RPL8B, RPS11A, RPS11B, RPL20B, RPL20A, RPL27B, WRS1, RPL24A, ARO4, RPS1B, SRO9, RPL30, RPL17B, RPL14B, RPL5, RBG1, RPL2B, URA7, RPL2A, RPS14B, PWP1, MES1, RPL18A, RPL18B, RPL13A, NEW1, RPL6A, DBP2, RPL6B, RPS24A, RPS24B | 3.988142 | 6.94E-18 | 1.04E-14 |
| Regulation of cellular protein metabolic process | GO:0032268 | RPS8A, RPG1, RPS8B, CAF20, RPS2, SXM1, RPL12A, RPL12B, RLI1, PUF6, NIP1, RPS23A, RPS23B, RPS16A, RPS9A, RPS9B, RPL4B, RPS0B, RPS0A, CDC60, RPL31B, PRT1, RPS16B, RPL16A, RPL8A, GCD10, PRO1, TIF5, RPL8B, RPS11A, RPS11B, RPL20B, RPL20A, RPL27B, WRS1, RPL24A, FPR4, ARO4, RPS1B, SRO9, RPL30, RPL17B, RPL14B, RPL5, RBG1, RPL2B, URA7, RPL2A, RPS14B, PWP1, MES1, RPL18A, RPL18B, RPL13A, NEW1, RPL6A, DBP2, RPL6B, RPS24A, RPS24B | 3.88576 | 9.90E-18 | 1.49E-14 |
| tRNA methylation | GO:0030488 | NCL1, TRM3, TRM11, TRM10, TRM1, GCD10, TRM82, TRM9, TRM7, TRM8 | 8.508036 | 5.41E-07 | 8.13E-04 |
| Ribosome export from nucleus | GO:0000054 | IPI1, RIX7, RIX1, FAP7, NOG1, SDA1, NOG2, ECM1, RPF1, NOC2, RSA4, RLI1, BUD23, LSG1, RRS1, NOP9, BCP1, REI1, LTV1, NMD3 | 7.123007 | 3.23E-12 | 4.86E-09 |

**
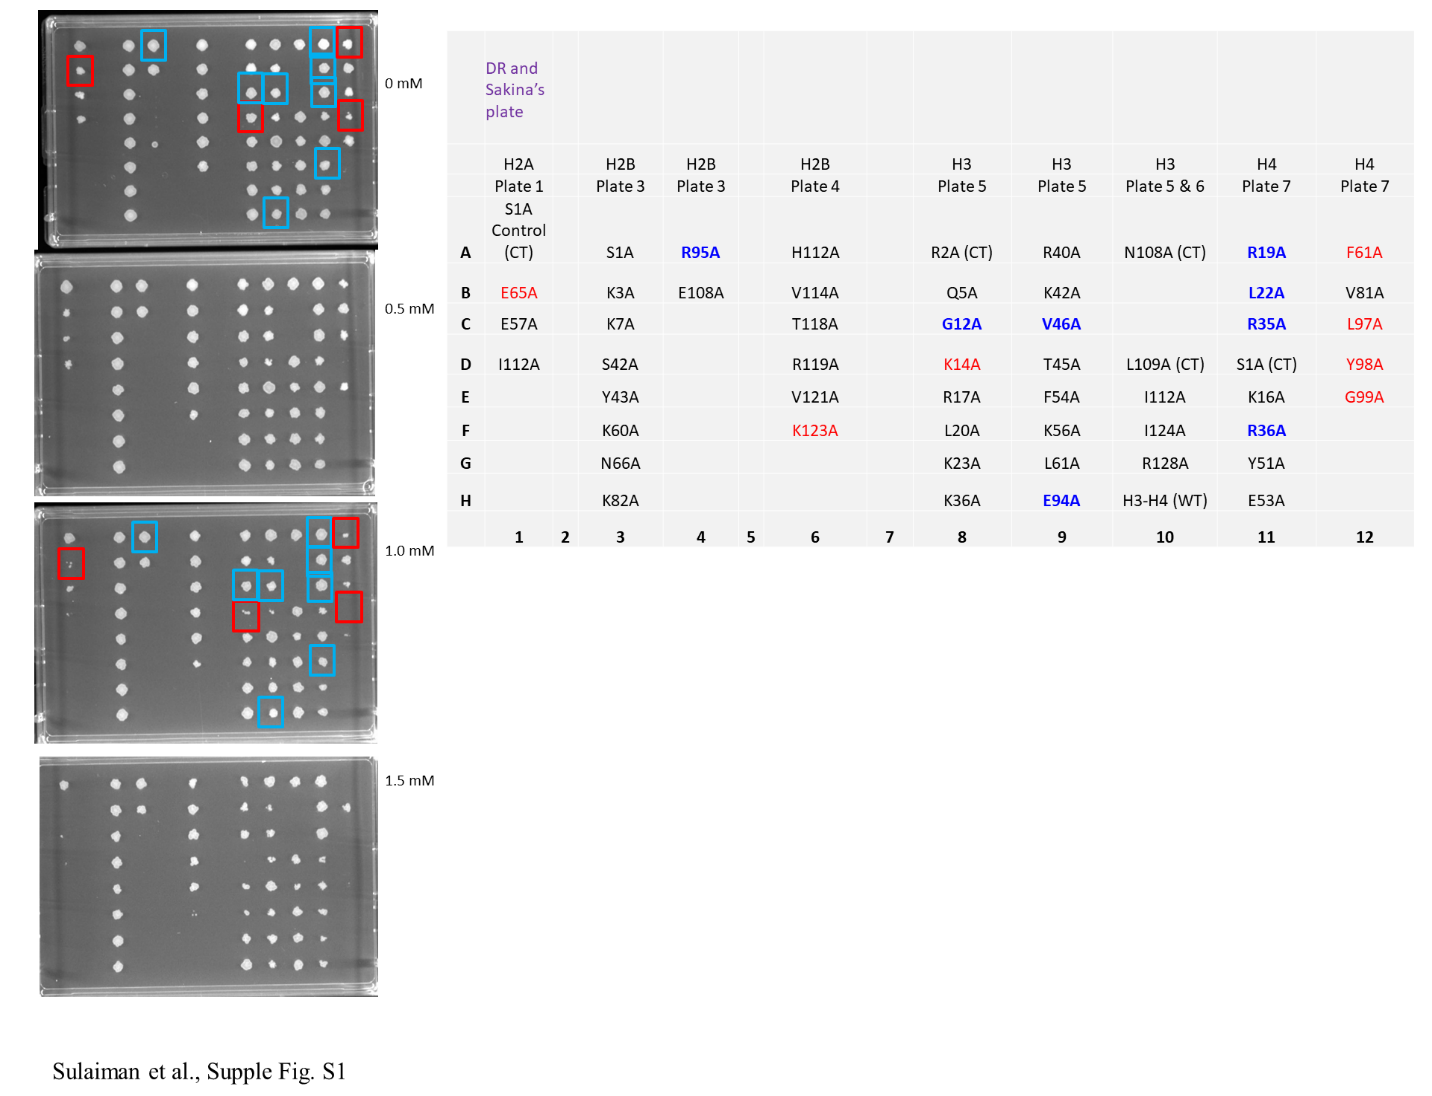
**

**Figure S1**: **Responses of the indicated histone mutants towards arsenite**. Cultures adjusted to OD 600 nm of 1.0 were spotted onto solid YPD plates without and with increasing concentrations of arsenite. Plates were photographed after 48 hours of incubation at 30 ^o^C. The arsenite-sensitive mutants are enclosed in red squares. The rapamycin-resistant mutants that were tested against arsenite are shown in blue squares.

**
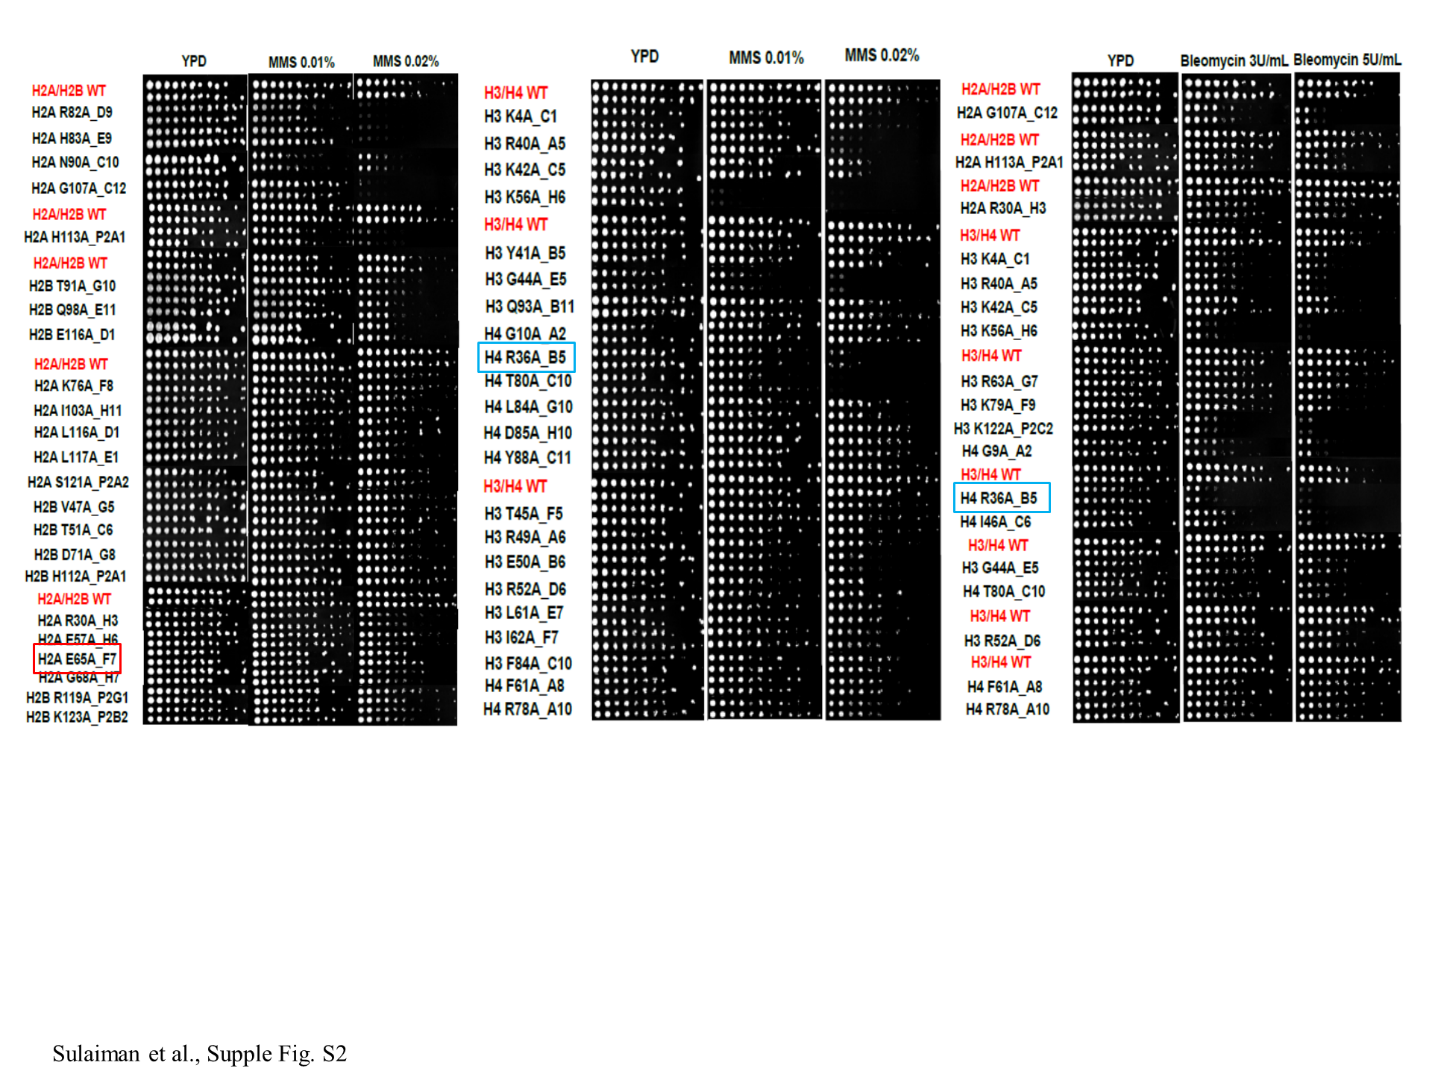
**

**Figure S2**: **The histone mutants displaying sensitivity to methyl methanesulfonate (MMS) and bleomycin (BLM)**. The entire histone mutant collection was examined by 4-spot assay for those variants exhibiting sensitivity to the DNA damaging agents MMS and or BLM (Aouida et al 2004). The data were generously provided by Dr. Shima Nakanishi from Dr. Ali Shilatifard laboratory (Kansas City, Missouri, USA). The histone H2A mutant H2A E65A highlighted in the red rectangle and exhibiting sensitivity to rapamycin, also displayed sensitivity to MMS. The H4 mutant H4 R36A highlighted in the blue rectangle and exhibiting resistance to rapamycin (see supplementary Figure. S3 below) displayed sensitivity to both MMS and BLM.

**
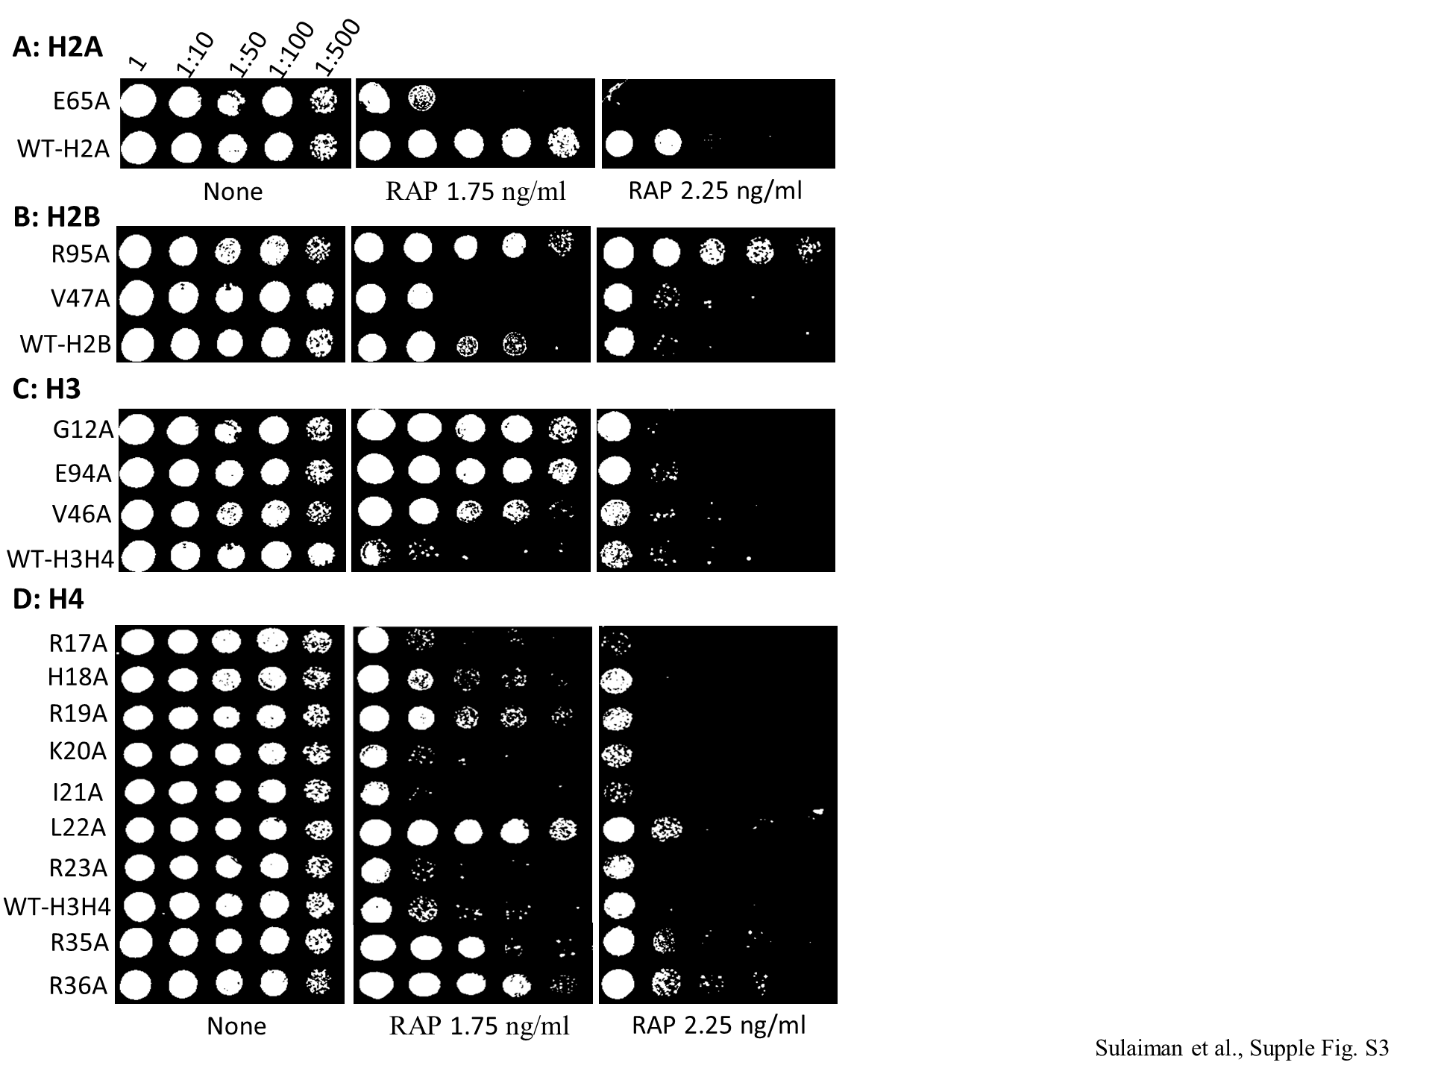
**

**Figure S3**: **Responses of the indicated histone mutants towards rapamycin**. Cultures adjusted to OD 600 nm of 1.0 were serially diluted and spotted onto solid YPD plates without and with increasing concentrations of rapamycin. Plates were photographed after 48 hours of incubation at 30 ^o^C.

NB: the mutant H4 L22A is less resistant to rapamycin than H2B R95A in three independent experiments.

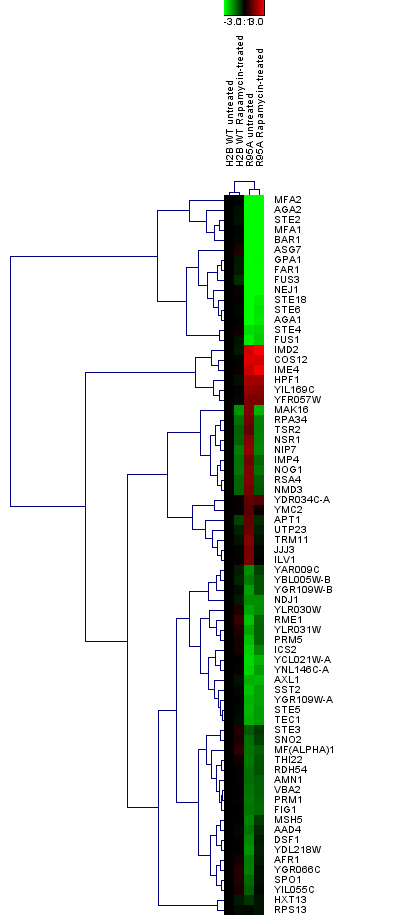

**Figure S4: Heat map visualization obtained by hierarchical clustering of the genes differentially regulated in H2B R95A mutant under no treatment or rapamycin treatment as compared to H2B WT.** This analysis is based on a subset of n=73 genes (rows) which were found to be differentially expressed in H2B R95A mutant. Hierarchical clustering generated a tree (dendrogram) and group similar genes together. The color-ratio bar at the top indicates intensity of gene up-regulation (red), down-regulation (green) and no change (black).

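The heat map of Fig. S4 groups genes by the similarity of their signals over the 4 groups. At the study's threshold 53 probe sets differed between the untreated strains in the limma fit, which adds the genes of other functions to those of the pheromone pathway. MSH5 (-1.56, standard error 0.33, adjusted p = 0.12) and NDJ1 (-1.69, standard error 0.41, adjusted p = 0.210), genes of meiotic chromosome recombination and pairing, were among the lower ones, and YFR057W, a subtelomeric open reading frame (1.48, standard error 0.36, adjusted p = 0.210), was among the higher ones. None of these 3 genes passed the test over all genes. With rapamycin HPF1 and YFR057W had log2 fold changes between the strains of 2.06 (standard error 0.42, adjusted p = 0.109, or 0.00125 with the replicate number as a block) and 1.59 (standard error 0.36, adjusted p = 0.197). Of the genes that Fig. 2A labels, 8 of 23 measured higher ones and 38 of 46 measured lower ones met the study's threshold with limma, and 22 and 44 with cyber-T. The count of 53 was 261 without replicate 1 of untreated H2B R95A.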

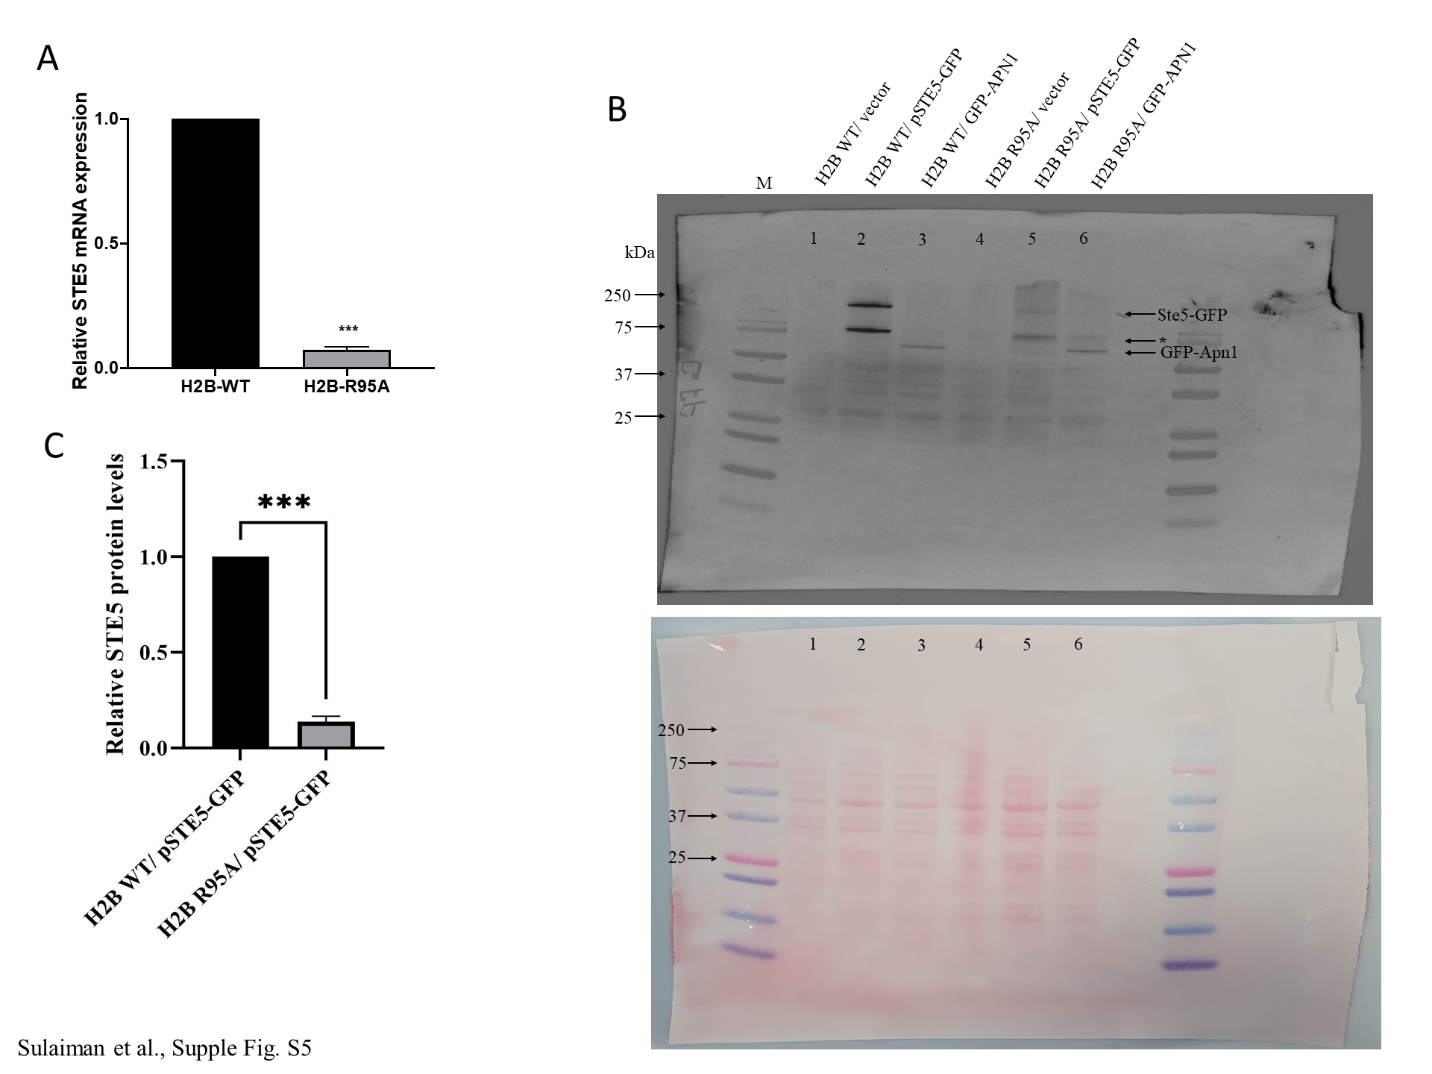

**Figure S5: H2B R95A mutant drastically reduces the expression of the *STE5* gene and its encoded protein. A,** Relative mRNA expression of *STE5* gene by qPCR analysis. Total RNA was isolated from the H2B WT and H2B R95A strains and 0.5 µg was used for cDNA preparation, subjected to qPCR analysis (see Materials and Methods). The *ACT1* gene was used as a control. The data are representative of four biological replicates and analyzed by student *t*-test. *** is equivalent to P-value < 0.001. **B**, Immunoblot analysis of Ste5-GFP and GFP-Apn1 expression in the H2B WT and H2B R95A strains. The blot was probed with anti-GFP antibodies (upper panel). The lower panel was stained with Ponceau to monitor for equal protein loading. M, prestained protein markers in kDa. Arrows indicate the position of the GFP-tagged proteins, and the asterisk indicates a fragmented species of Ste5-GFP. **C**, The expression level of the full-length Ste5-GFP in the H2B R95A mutant was quantified from panel B and expressed relative to the level detected in the H2B WT strain.

**
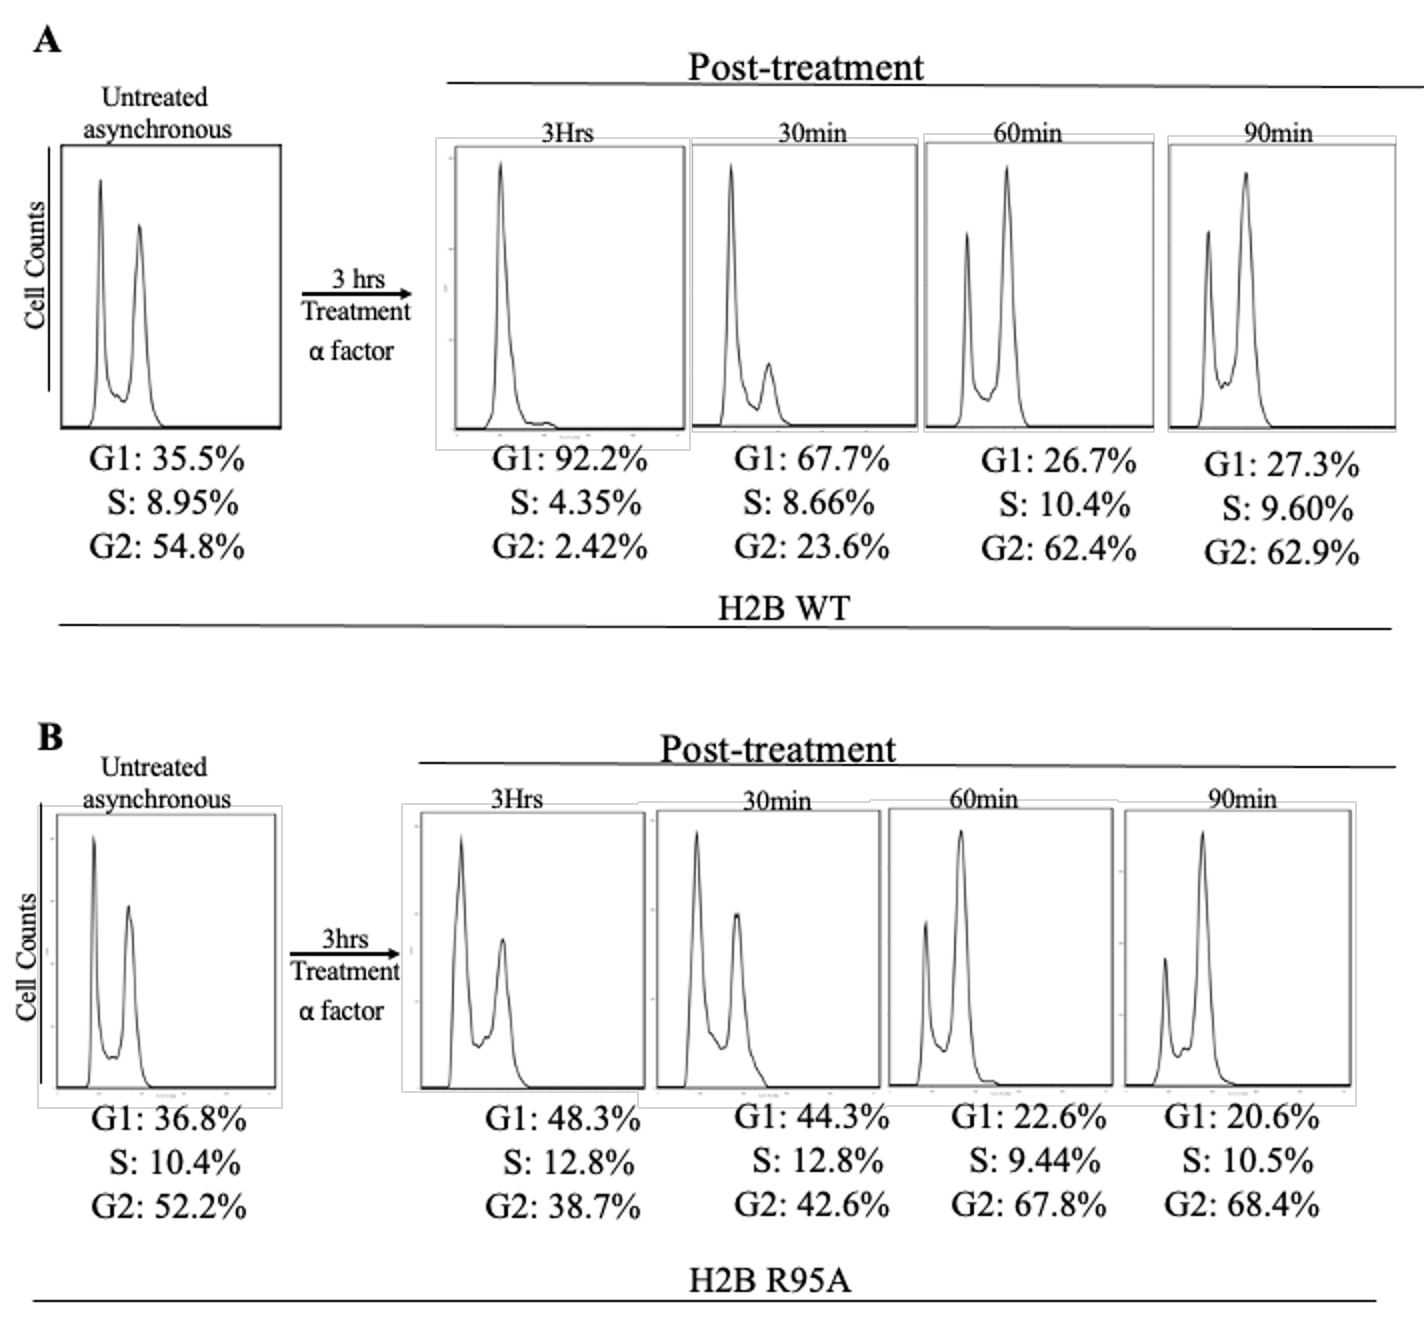
**

**Figure S6: α-factor induces G_1_ cell cycle arrest in the H2B WT, but not in the H2B R95A mutant strain**. **A and B**, Briefly, overnight cells were sub-cultured for 3 hours and samples were taken for asynchronous growth followed by treatment with α-factor (4 µg/ml for 3 hours). Cells were washed free of the α-factor, released into fresh media and samples taken at the indicated times were processed using FACS analysis and the image treated by the Flowjo software. The results are representative of two independent analyses.

**
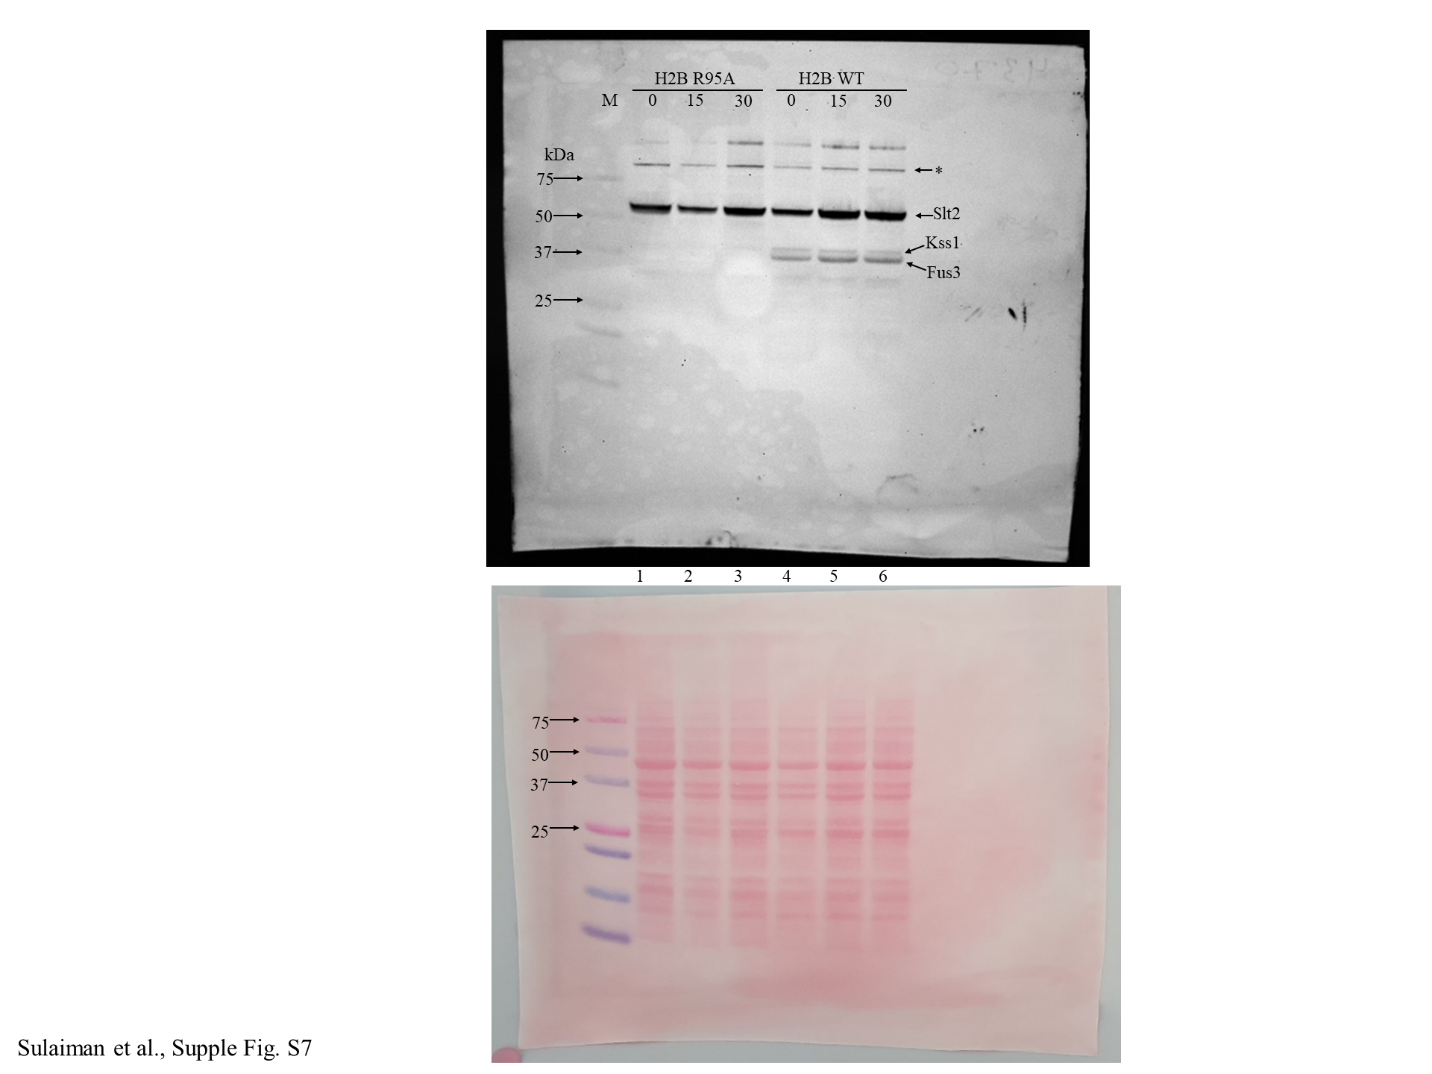
**

**Figure S7: The MAP kinase Fus3, a downstream component of the pheromone pathway, is phosphorylated in the H2B WT, but not detected in the H2B R95A mutant.** Exponentially growing cells were treated without (time zero) and with rapamycin (200 ng/ml). Samples were taken at 15 and 30 min for total protein extraction by trichloroacetic acid (TCA). The TCA extracted proteins were analyzed by immunoblot and probed with anti Erk1/2 to detect the MAPKs (see Materials and Methods). The antibody detects three know proteins in yeast, the Slt2 kinase, Kss1, and Fus3. The asterisk denotes a high molecular weight polypeptide of unknown origin. The lower panel was stained with Ponceau to monitor for equal protein loading from the TCA samples. M, prestained protein markers in kDa.

**
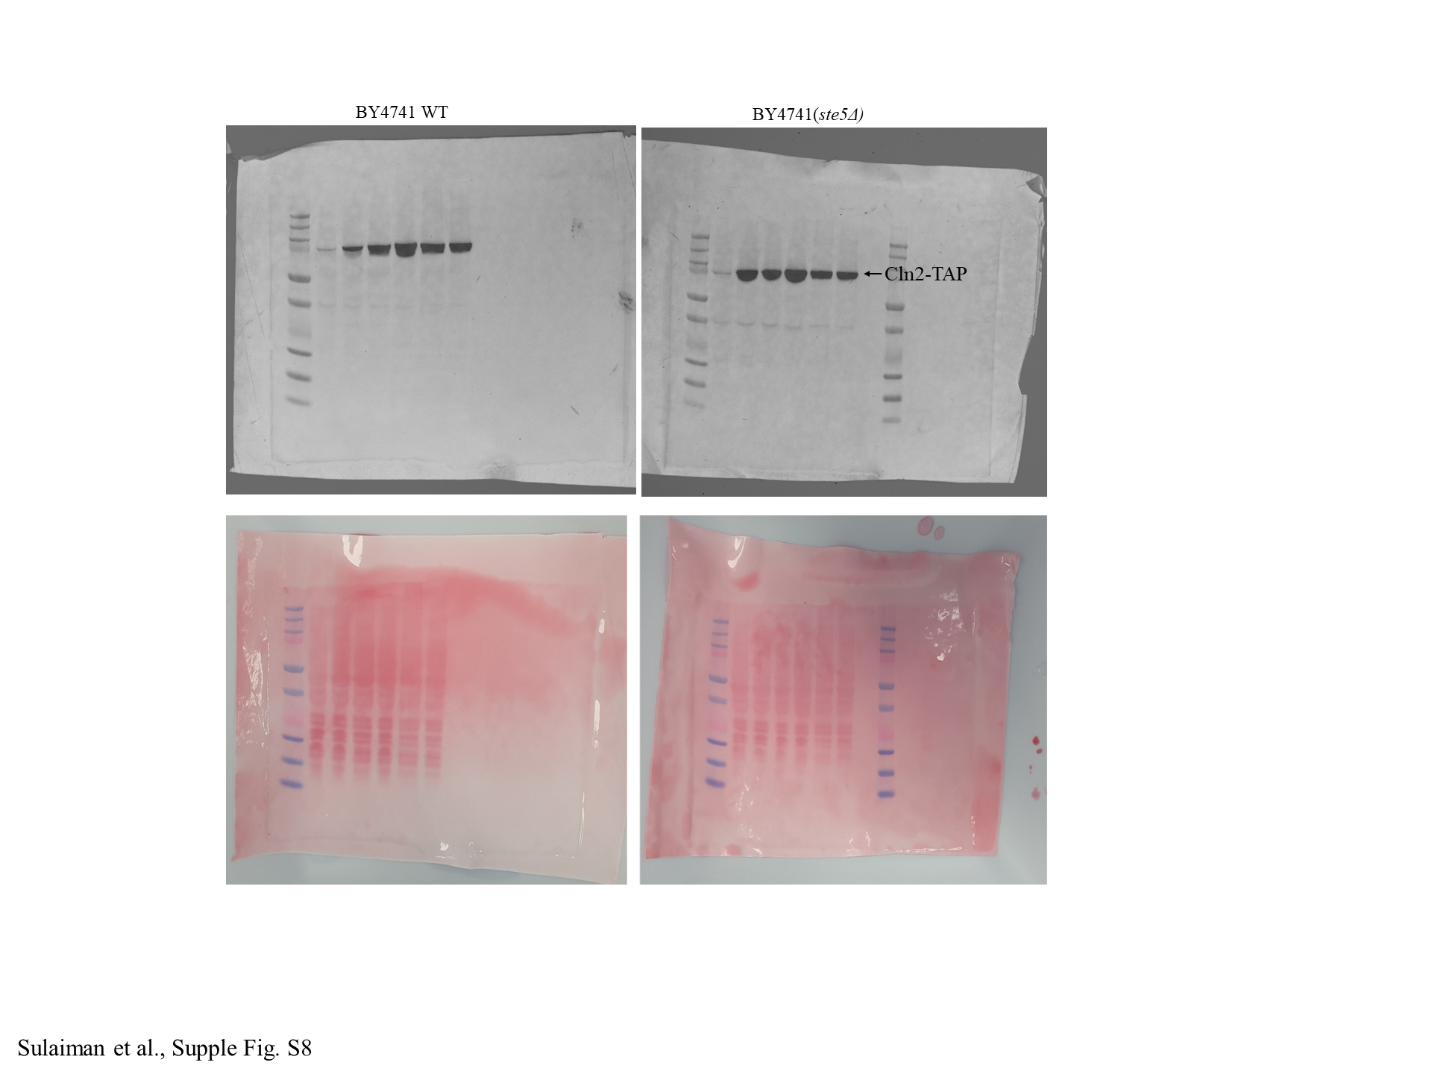
**

**Figure S8.** **The full immunoblot shows that rapamycin treatment causes rapid accumulation of cyclin Cln2 and at a higher level in the *ste5Δ* mutant, as compared to the WT.** Exponentially growing cells from strain BY4741 (WT) carrying the TAP tag at the endogenous *CLN2* gene locus and the isogenic strain deleted for the *STE5* gene were treated without (time zero) and with rapamycin (200 ng/ml). Samples were taken at 30, 60, 120, 180, and 240 mins for total protein extraction by TCA. The TCA extracted proteins were analyzed by immunoblot and probed with anti-TAP, which recognizes the protein A domain of the Cln2-TAP-tagged fusion protein (see Materials and Methods). The lower panel was stained with Ponceau to monitor for equal protein loading from the TCA samples. M, prestained protein markers in kDa.

**
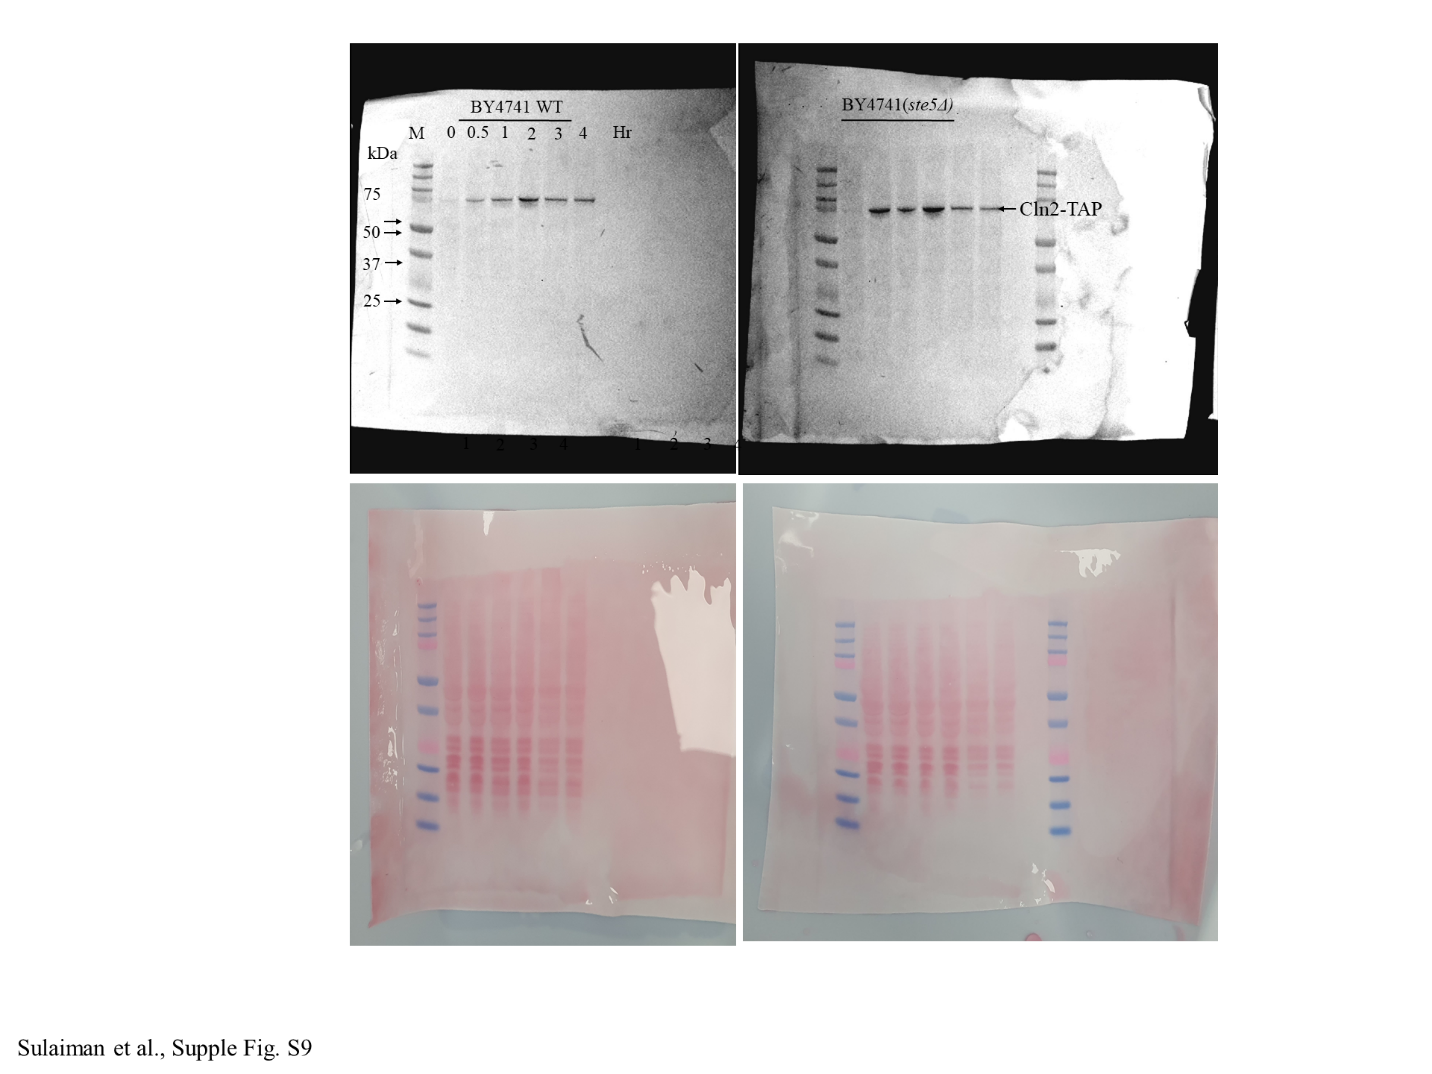
**

**Figure S9.** **This immunoblot is identical to that shown in Supplemental Fig. S8, except displayed at a reduced exposure.**

**
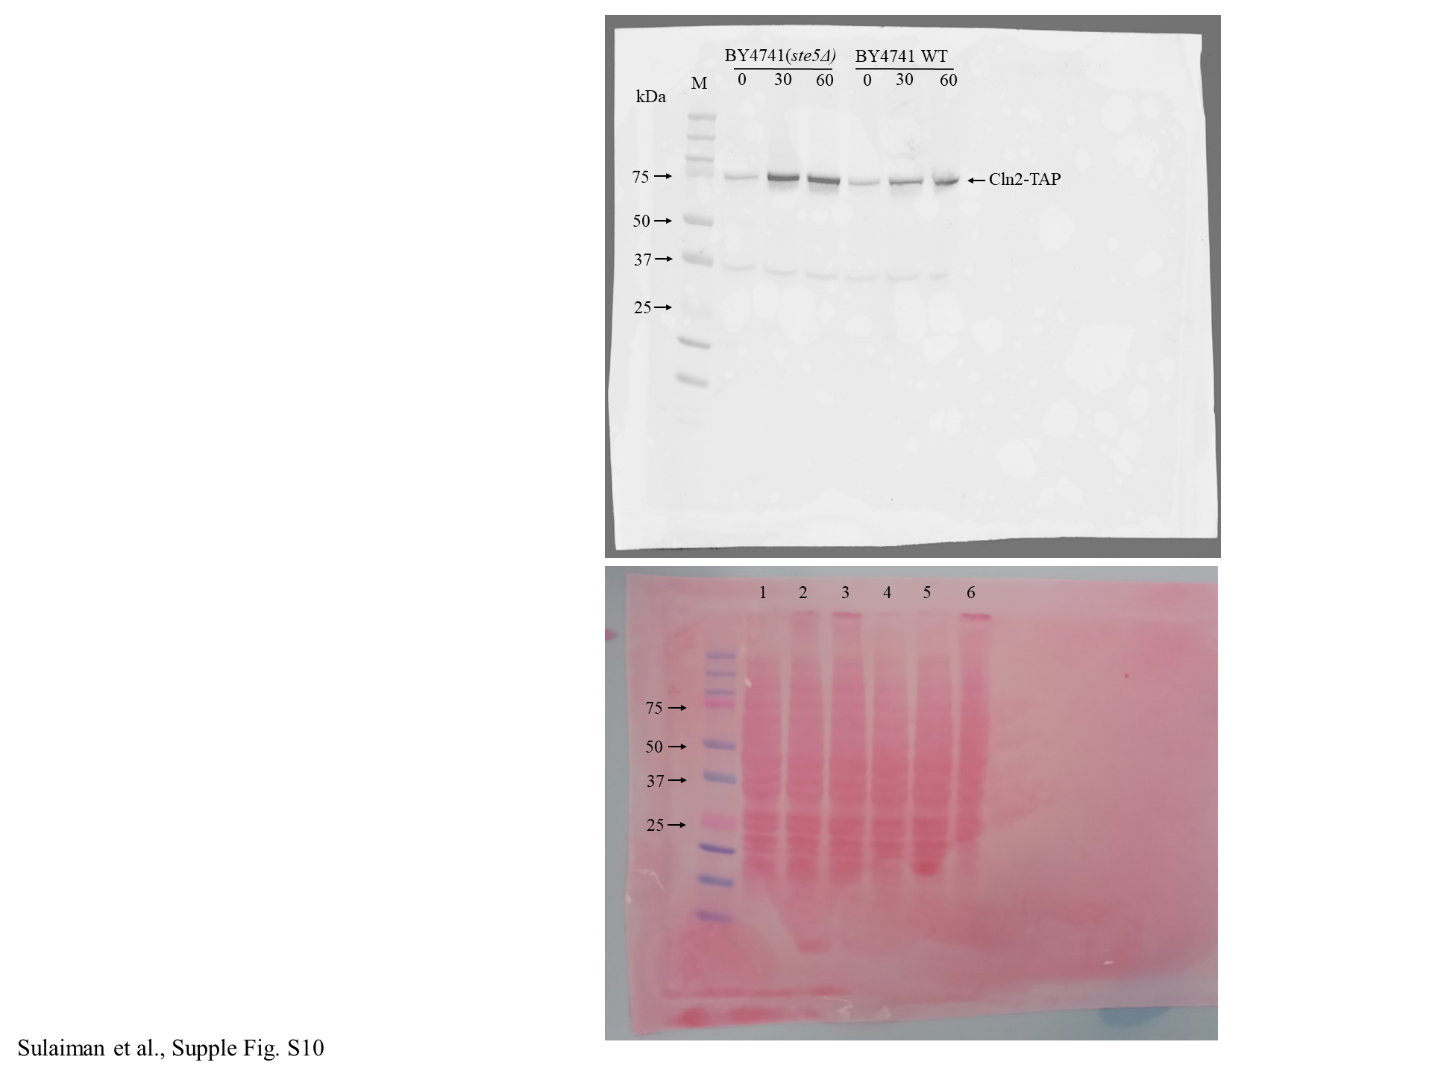
**

**Figure S10:**  **An independent repeat showing that rapamycin treatment causes rapid accumulation of cyclin Cln2 and at a higher level in the *ste5Δ* mutant, as compared to the WT.** The experiment was conducted as in Supplemental Fig. S8, except the cells were untreated and treated with rapamycin (200 ng/ml) for 30 and 60 mins.

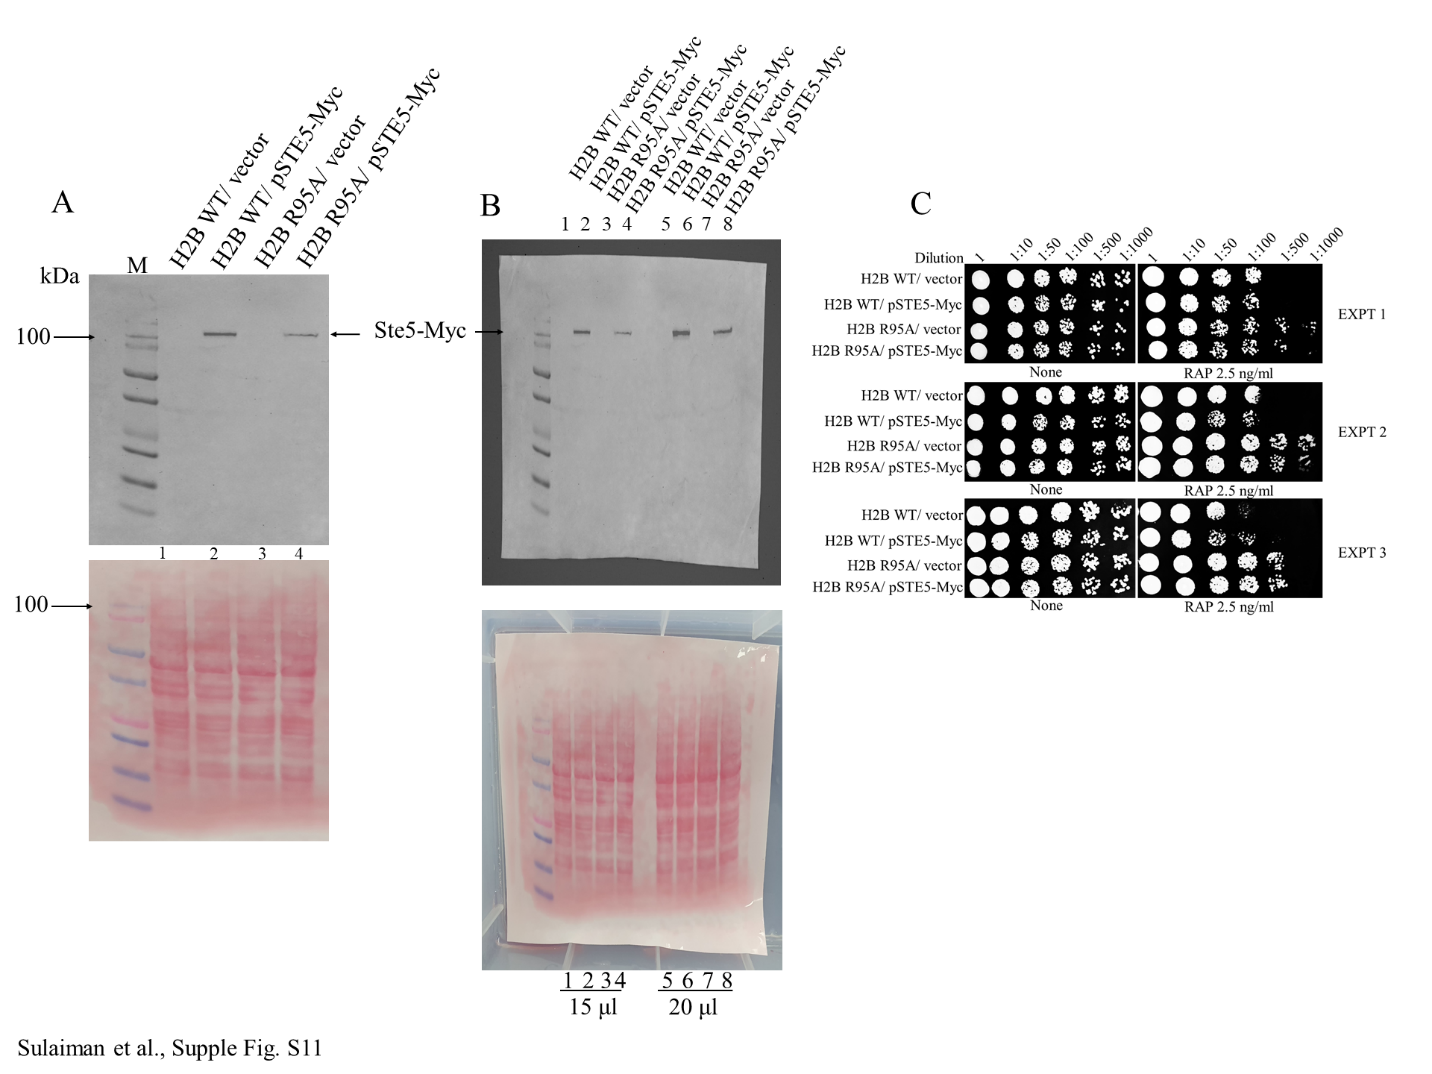

**Figure S11.** **Ste5-MYC expression and sensitization of the H2B WT and the H2B R95A strains to rapamycin**. **A**, Immunoblot showing Ste5-MYC expression level from the constitutive promoter *ADH*. Analysis was done with proteins obtained by TCA extraction. **B**, Full blot as in **A**, except showing two different amounts (15 and 20 µl) of proteins loaded on the gel. **C,** Spot test analysis of the indicated strains was performed as described in Fig. 1A. The spot tests were from three independent biological replicates and the plates were photographed at 48 hrs.

How the deposited data were processed for this re-analysis (not part of the article)

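RNA from H2B WT and H2B R95A cells, with and without 30 min of rapamycin at 200 ng/ml, was measured on 12 Affymetrix Yeast Genome 2.0 arrays, 3 in each of 4 groups. The authors read the scans into FlexArray 1.6.3 and applied RMA, so the deposited values are log2 signals, background corrected and quantile normalized. All 12 columns of the table were mapped to a sample and 0 were left over. Of its 10928 probe sets, 5498 that are annotated with 1 S. cerevisiae gene were tested (5449 genes). The remaining 3517 with no listed gene, 1747 annotated otherwise and 166 controls were left out of the tests and of the adjustment. Where a gene had several probe sets, list tests used 1 of them, and list tests of the ribosome biogenesis factors held 152 genes. No 2 arrays were identical. No scans were read here.

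Calculations used R 4.3.3 and limma 3.58.1, with tables read by jsonlite 2.0.0. A mean was fitted for each group and variances were moderated with a trend on mean signal. The 5 comparisons were H2B R95A against H2B WT untreated and with rapamycin, rapamycin against untreated in each strain, and the difference between the responses. A probe set was called past the test at a Benjamini-Hochberg adjusted p under 0.05 over the tested probe sets, and at the study's threshold with at least a 2-fold change and an unadjusted p of at most 0.01. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 115 tests. The lists were the pheromone genes of Fig. 2B, the other genes that Fig. 2A labels as higher or lower, a-specific, haploid-specific and α-specific genes, mating-type cassette genes, pheromone-induced Ste12 targets, MAPK components shared with other pathways, early meiosis genes, ribosome biogenesis factors, RNA polymerase I and III subunits, ribosomal protein genes, nitrogen catabolite repressed genes, retrograde response genes, Msn2/4 stress genes, Gcn4 targets of amino acid biosynthesis, G1 to S genes, autophagy genes, histone genes, silencing factors, strain markers and genes within 20 kb of a chromosome end. Apart from the glucose-repressed genes, which were listed after the values were seen, lists, comparisons and 30 alternatives were set before the data were examined. HMLALPHA2, MATALPHA1, MATALPHA2, MATA1, MATA2, HED1, HHF2, TRP1, YIL169C, SNO2, YBL005W-B and YGR066C and the compound loci DUR1,2 and ARG5,6 were among the list members that had no tested probe set.

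The rule for naming genes covered those that the paper's text or the labels of Fig. 2A and 2B name, for each comparison the 10 probe sets with the largest rise and the 10 with the largest fall among those past the test whose arrays do not overlap, up to 4 members of each list with the largest absolute change in that comparison, and the strain markers, core histone genes and mating-type cassette genes. Not all of the genes that it covers are printed, and the choice among them was made after their values were seen. The paper's figures had been seen when this rule was written. Genes and probe sets named outside it were chosen after their values were seen. A probe set of several genes is named only where the study names it so.

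The other tools and scalings were cyber-T (window 101, confidence 10), which the paper's methods name, eBayes without a trend, array quality weights, median centring, centring on 12 poly-A spike-in probe sets, quantile normalization over the S. cerevisiae probe sets, leaving out probe sets under the 95th percentile of the 1746 S. pombe probe sets (a signal of 1.37, with 5483 kept), a fit of only the 6 arrays compared, a replicate block, stricter thresholds, the mean of a gene's probe sets, windows of 10 and 30 kb, other distances and linkages, and leaving out each array in turn. Spike-in centring moved the median of all tested probe sets by -0.18 between the untreated strains, by -0.37 between the treated strains, and with rapamycin by -0.04 in H2B WT and by -0.22 in H2B R95A, and median centring and quantile normalization moved it by at most 0.02. The spike-in means lay between 4.35 and 5.93 over the arrays. Spike-in centring passes that spread to every probe set, so a call lost with it can reflect the scaling.

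The replicate numbers were checked as pairs through the correlation of each array's deviations from its group mean. They paired between the treated strains (0.88, 0.78 and 0.74 for replicates 1, 2 and 3) and with rapamycin in H2B WT (0.84, 0.41 and 0.77), where each array matched its own number best. They did not all pair between the untreated strains (0.57, 0.83 and 0.06) or with rapamycin in H2B R95A (0.42, 0.48 and 0.01). In these 2 comparisons replicates 1 and 2 matched their own number best and replicate 3 did not. Neither the labels nor the paper say what the numbers stand for, and the fits reported hold no block. The method was tested on simulated data with noise drawn independently for each probe set and array, and changes added to 67, 67 and 66 of the 5498 probe sets. For the comparison of the untreated strains it recovered 35.8%, 88.1% and 93.9% of log2 changes of 1, 2 and 3 at a false share of 4.61%. For H2B R95A with and without rapamycin it recovered 44.8%, 79.1% and 97.0% at a false share of 9.82%. The simulation held no structure shared by arrays, such as that of the replicate numbers, so these shares do not carry over to the real arrays.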

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

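The list differences between the strains' responses were planned, and so were the tests of mating type, the shared kinases and the chromosome ends, while the tests of Ste12, of single arrays and of other splits were chosen only after the results were seen.

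Ribosome production lists differed between the strains in the test of the difference of the responses at the preset correlation. The biogenesis mean signal was 6.45 in untreated H2B WT and 7.27 in untreated H2B R95A, and 5.39 and 5.47 with rapamycin. Most of that list's difference therefore lay between the untreated groups, so it does not show a stronger effect of the drug. The difference of the log2 responses, H2B R95A minus H2B WT, had a median of -0.69 for the ribosome biogenesis factors (143 of 152 negative, adjusted p = 1.22e-26 from camera, adjusted p = 0.407 with an estimated correlation), -0.84 for the ribosomal protein genes (126 of 127 negative, 2.51e-37 and 0.328), -0.39 for the RNA polymerase I and III subunits (19 of 19 negative, 1.13e-05 and 0.471) and -0.60 for the Gcn4 targets (32 of 35 negative, 1.0e-09 and 0.266). The genes that Fig. 2A labels as higher, 9 of which are ribosome biogenesis factors, had a median of -1.18 (20 of 23 negative, 6.92e-12 and 0.165). The study chose them as higher on the untreated arrays that this test also uses, which favours a negative sign. With limma 0 members of these lists passed, also when adjusted over the list alone, 1 biogenesis factor and 1 of the Fig. 2A genes (TRM11) were lower at an unadjusted p under 0.05, and cyber-T was not run. Without replicate 3 of untreated H2B WT the medians of the biogenesis factors, ribosomal protein genes, polymerase subunits and Fig. 2A genes were -0.28, -0.49, -0.16 and -0.68, and without replicate 2 of untreated H2B R95A the first 2 were -0.44 and -0.55. Without replicate 1 of treated H2B WT the biogenesis median was -0.42 and the polymerase call was lost (-0.01, adjusted p = 0.0924). The polymerase median was -0.64, -0.70, -0.68 and -0.13 without replicate 1 of untreated H2B WT, replicate 2 of treated H2B WT and replicates 1 and 2 of treated H2B R95A, the ribosomal protein median -0.54 without replicate 3 of treated H2B R95A, and the Gcn4 median -0.90 without replicate 1 of untreated H2B R95A.

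Other lists differed upward in the same test. The study chose the pheromone genes, the other Fig. 2A genes and many haploid-specific genes as lower on the untreated arrays. This test also uses those arrays, so the choice favours an upward sign for these 3 lists. Spike-in centring lowered the medians, that of the autophagy genes to 0.14 (adjusted p = 0.00128 from camera). The medians were 0.47 for the pheromone genes (24 of 26 positive, adjusted p = 0.000303 from camera, adjusted p = 0.614 with an estimated correlation), 0.43 for haploid-specific genes (10 of 13, 0.0188 and 0.559), 0.34 for early meiosis genes (17 of 21, 0.0218 and 0.696), 0.34 for Msn2/4 stress genes (25 of 26, 3.56e-05 and 0.471), 0.33 for autophagy genes (17 of 20, 0.00212 and 0.465) and 0.40 for the other genes that Fig. 2A labels as lower (18 of 20, 9.19e-05 and 0.310). With limma 0 members passed, 1 of the other Fig. 2A genes and 0 of the rest were higher at an unadjusted p under 0.05, and cyber-T was not run. The pheromone call was lost without replicate 2 of untreated H2B WT (0.33, adjusted p = 0.0541) or replicate 1 of treated H2B WT (0.17, 0.303), and its median was 0.90, 0.20 and 0.27 without replicates 1 and 3 of untreated H2B WT and replicate 2 of untreated H2B R95A. The haploid-specific call was lost without replicate 2 of untreated (0.28, 0.367) or replicate 1 of treated H2B WT (0.32, 0.105), replicate 2 of untreated (0.16, 0.302) or replicate 1 of treated H2B R95A (0.32, 0.157). The early meiosis call was lost without 6 arrays in turn, replicate 3 of untreated H2B WT (0.11), replicate 1 of treated H2B WT (0.16), replicates 2 and 3 of untreated H2B R95A (0.19 and 0.22) and replicates 2 and 3 of treated H2B R95A (0.30 and 0.19), and its median was 0.60 without replicate 1 of untreated H2B R95A. Without that array the autophagy and other Fig. 2A medians were 0.65 and 0.62, the autophagy median was 0.52 without replicate 2 of untreated H2B WT, and the Msn2/4 median was 0.21 without replicate 3 of untreated H2B WT and lost its call without replicate 1 of treated H2B WT (0.14, 0.0530).

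A probe set with no listed gene, outside those the paper discusses by name, was higher in H2B R95A. Its signal was 1.75 and 4.19 in untreated H2B WT and H2B R95A and 1.44 and 4.98 with rapamycin, a log2 fold change of 2.43 (adjusted p = 0.000238 from limma) and 3.55 (adjusted p = 5.14e-06). What it measures was not analysed here.

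The lower mating genes of untreated H2B R95A were weighed against 3 biological explanations. The MAPK components shared with other pathways had a median of -0.18 (SD 0.20, lowest -0.71), which argues against a loss of the whole MAPK module. A state in which a1 and α2 repress mating-type genes, as in a/α diploids, predicts lower a-specific and haploid-specific lists. The haploid-specific median was -2.31, and the a-specific median lay between -4.93 and -4.19 with single arrays left out, so both go with it. The explanation stays open because the gene of α2 had no tested probe set. The higher IME4 and the lower α-specific genes of H2B R95A were not part of its prediction and were not weighed. Lower Ste12-dependent signalling alone predicts little change in RME1, NEJ1, AXL1 and RDH54, whose median was -2.205 (SD 0.73), which goes against it for the 3 that passed the test, while RDH54 did not pass and the criterion for excluding it needed all 4. These genes were chosen after the results were seen, so they are no independent test. A technical loss limited to these genes was not tested.

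The higher ribosome biogenesis mean of untreated H2B R95A was weighed against the replicate 3 array of untreated H2B WT. A full rapamycin response in that culture is argued against, since its nitrogen catabolite repressed genes lay 0.94 below those of the treated replicate 3, beyond the SD of 0.388 of that difference between replicates (0.98, 1.63 and 0.94), although its ribosome biogenesis difference of -0.38, against -0.88 and -1.94 in replicates 1 and 2, goes the other way. Over all probe sets that array had an r of 0.986 with treated replicate 3, against 0.910 and 0.933 with untreated replicates 1 and 2. Those 2 had an r of 0.979 and 0.934 with their own treated replicates. Its mean of the probe sets lower with rapamycin in H2B R95A was 6.22, against 7.31 and 7.61 in those 2 and 5.74 to 6.52 in treated H2B WT. A partial response therefore stays open. That array alone may account for the difference, which was 0.82 (standard error 0.52) with it and 0.38 (standard error 0.36) without it, and the test leaves this open. Slower growth of that culture also cannot be told apart, as its Msn2/4 mean lay 0.29 above the next untreated array, under the larger SD within an untreated group of 0.320, with ribosomal protein genes 0.58 under the next, a gap of -0.58. An effect of the strain stays open.

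Subtelomeric genes were weighed because COS12 lies near a chromosome end. The median of genes within 20 kb of an end minus that of the others was -0.085 between the untreated strains, and it was 0.17, -0.21 and -0.41 for replicates 1, 2 and 3 (SD 0.293). Within 20 kb, 2 of 174 genes were higher and 0 lower at the study's threshold with limma (6 and 7 at an unadjusted p under 0.05, and 1 and 0 past the test with cyber-T). Of the 5275 genes further in, 7 were higher and 43 lower at that threshold. Between the treated strains 3 genes within 20 kb were higher and 0 lower, against 2 and 32 further in. Whether the higher genes gather near the ends was not tested. The criterion set beforehand counted a median not above that of the others against a loss of telomeric silencing, and the value met it. The difference of medians was smaller than its SD over the replicates, whose numbers do not all pair between the untreated strains. A small shift of the median in either direction therefore cannot be told apart.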

How the results depend on the processing

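The fits of replicates 2 and 3 alone, of replicate 1 as a batch, without replicate 3 of untreated H2B WT with a block, and of cyber-T over all probe sets of the array were chosen only after the results were seen, and the other settings were planned. Counts below are of probe sets, higher then lower where 2 are given, and the cause of each change was not tested except where fewer arrays or a stricter limit make it. Median centring, eBayes without a trend, leaving out dim probe sets and counting only changes of at least 2-fold past the test changed no count by over 1.5 times and no call of STE5, FUS3 or the lists of the paper's claims, and with adjusted p under 0.01 the lower count between the treated strains was 6. In a fit of only the 6 arrays compared, 1 and 7 passed the test between the untreated strains, 10 lower ones passed between the treated strains, 11 were higher at the study's threshold with rapamycin in H2B R95A and 12 lower were shared by the strains, and FUS3 (-3.54, adjusted p = 0.0562) and STE5 (-2.18, adjusted p = 0.0576) lost their untreated calls. With a replicate block, which the pairing of numbers backs only between the treated strains and with rapamycin in H2B WT (the other 2 comparisons match their own number best in 2 of 3 replicates), 4 were higher past the test and 15 higher at the study's threshold between the untreated strains, 6 and 30 passed between the treated strains, 15 and 35 met the study's threshold with rapamycin in H2B WT and 75 were higher in H2B R95A, 1 was higher in the difference between the responses, and 11 higher were shared. That block ended the call of the pheromone genes with rapamycin in H2B R95A (0.40, adjusted p = 0.0806) and that of the haploid-specific genes in the difference between the responses (0.43, adjusted p = 0.0848), took 16 named gene results past the test and ended 0, and apart from the nitrogen, early meiosis and retrograde lists given under the other observations changed no other list call in the paired comparisons. After spike-in centring 0 were higher past the test and 3 higher at the study's threshold between the untreated strains, 1 was higher past the test and 2 higher at the threshold between the treated strains, 2 were lower at it with rapamycin in H2B WT, 7 and 173 met it in H2B R95A, 0 were lower in the difference, 2 lower were shared, and STE5 lost its call between the treated strains (-2.12, adjusted p = 0.133). Quantile normalization over S. cerevisiae probe sets gave 37 lower with rapamycin in H2B WT, 34 of them shared, and 0 lower in the difference. With array quality weights 6 and 41 passed the test and 55 and 104 met the study's threshold between the untreated strains, 6 and 32 passed and 52 lower met it between the treated strains, 11 and 171 met it with rapamycin in H2B WT, 449 and 581 passed and 204 and 468 met it in H2B R95A, 7 and 9 met it in the difference, 9 and 153 were shared, and the subtelomeric genes between the untreated strains became a call (-0.29, adjusted p = 0.00461). With cyber-T 23 were higher at the study's threshold between the untreated strains, 4 and 26 passed between the treated strains, 7 were higher past the test and 18 and 84 met the threshold with rapamycin in H2B WT, 13 and 242 passed and 62 were higher at the threshold in H2B R95A, and 4 higher past the test and 11 and 79 at the threshold were shared. Cyber-T over all probe sets gave 4 higher past the test and 26 higher at the threshold between the untreated strains, 7 higher past the test and 12 higher at the threshold between the treated strains, 7 higher past the test and 21 and 86 at the threshold with rapamycin in H2B WT, 8 and 197 past the test and 68 higher at the threshold in H2B R95A, and 3 higher past the test and 13 and 81 at the threshold shared. Replicates 2 and 3 alone gave 5 and 36 past the test and 72 and 164 at the threshold between the untreated strains, 50 lower at the threshold between the treated strains, 17 and 41 with rapamycin in H2B WT, 316 and 397 past the test and 263 and 411 at the threshold in H2B R95A, 14 and 13 in the difference, 13 and 33 shared, and a subtelomeric median of -0.35 (adjusted p = 0.00144) between the untreated strains. Replicate 1 as a batch gave 4 higher past the test between the untreated strains, 5 and 29 past the test between the treated strains, 14 and 40 at the threshold with rapamycin in H2B WT, 63 higher in H2B R95A, 1 higher in the difference, 10 and 34 shared, and ended the pheromone call in H2B R95A (0.40, adjusted p = 0.0526). Without replicate 3 of untreated H2B WT and with a block, 23 and 125 met the threshold with rapamycin in H2B WT, 55 and 232 passed the test and 79 were higher at the threshold in H2B R95A, 0 were lower in the difference, 18 and 116 were shared, and FUS3 between the treated (-2.54, adjusted p = 0.0694) and untreated strains (-3.37, adjusted p = 0.0538) and the pheromone genes in H2B R95A (0.40, adjusted p = 0.0667) lost their calls. An estimated correlation in camera ended the calls of the Ste12 targets (-0.85, adjusted p = 0.218) and ribosome biogenesis factors (0.79, 0.383) between the untreated strains, the biogenesis factors (-1.09, 0.165) and nitrogen genes (0.91, 0.165) in H2B WT, the pheromone genes (0.40, 0.746), biogenesis factors (-1.77, 0.165) and nitrogen genes (1.05, 0.407) in H2B R95A, and the biogenesis factors in the difference (-0.69, 0.407), and fry ended the same calls (0.0892, 0.388, 0.190, 0.184, 0.580, 0.146 and 0.585) except that of the biogenesis factors in H2B R95A, which it kept (0.0346). Leaving out 1 array at a time, the counts between the untreated strains ranged from 1 to 12 higher and 11 to 47 lower past the test and from 6 to 95 and 30 to 166 at the threshold, and the lower count past the test between the treated strains from 6 to 18. With rapamycin they ranged from 4 to 10 higher and 1 to 123 lower at the threshold in H2B WT, and in H2B R95A from 0 to 290 and 0 to 433 past the test and 6 to 226 and 95 to 430 at the threshold, with 0 to 26 each way in the difference and 2 to 7 higher and 1 to 119 lower shared. FUS3 between the treated strains ranged from -2.88 to -2.32 and lost its call in 9 of 12 fits, STE5 from -1.86 to -1.67 and lost it in 4, the subtelomeric median between the untreated strains from -0.37 to 0.019, and the pheromone median with rapamycin from -0.35 to 0.39 in H2B WT and from 0.19 to 0.63 in H2B R95A. Directions reversed without replicate 2 of untreated H2B WT for the G1 to S genes in H2B WT (0.12, adjusted p = 0.0467, in a range from -0.12), without replicate 1 of treated H2B WT for the pheromone genes in H2B WT (0.39, 0.0159), without replicate 1 of treated H2B R95A for the Msn2/4 genes between the treated strains (0.13, 0.0235, in a range from -0.20), and without replicate 3 of treated H2B R95A for the nitrogen genes (0.27, 0.0480, in a range from -0.33) and ribosomal protein genes (0.11, 0.0147, in a range from -0.47) between the treated strains and the nitrogen genes in the difference (0.45, 0.00205). Of 41 calls of named genes 13 held in every planned setting, and 182 of 1025 values lost the call with 0 reversed. As designed, cyber-T was not run for lists, and neither it nor the 6-array fit for the difference between the responses.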

Differences from the paper's values

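No test in this part was chosen only after the result was seen, apart from the settings named as such.

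The paper's counts at its threshold of 2-fold and a p of 0.01 (its Methods print the sign of that limit as at least, its Results as at most, and at most was used here) differed from those of the limma fit by over 1.5 times in 6 places. The count of genes lower with rapamycin in H2B R95A, 260 here, was below the paper's but within that margin. That of genes lower in untreated H2B R95A, 44 here, was also below the paper's. For genes higher in untreated H2B R95A the paper gives 25 and the count here was 9. Of 21 alternatives set before the data were examined, cyber-T, which the paper's methods name, came within the margin (neither count over 1.5 times the other) at 23, and the other 20 did not. For genes higher with rapamycin in H2B R95A the paper gives 70 and the count here was 23, with the replicate block (75) and cyber-T (62) within the margin and the other 19 not. For H2B WT the paper gives 21 higher genes against 7 here, with the block (15) and cyber-T (18) within it and the other 19 not, and for genes higher in both strains it gives 14 against 3, with the block (11) and cyber-T (11) within it and the other 19 not. For genes lower with rapamycin in H2B WT the paper gives 86 against 21 here, with cyber-T (84) and the fits without H2B WT untreated replicate 3 (123) and without H2B WT rapamycin replicate 1 (85) within it and the other 18 not. For genes lower in both strains it gives 81 against 20 here, with the same 3 within it (79, 119 and 67) and the other 18 not.

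Alternatives chosen after seeing the values also came within the margin: cyber-T over all probe sets of the array for all 6 (26, 68, 21, 13, 86 and 81 in the order above), which drops 1 of the measured genes that Fig. 2A labels as higher (IMD3) and 0 of the lower ones, replicate 1 as a batch (63, 14 and 10 for genes higher with rapamycin in H2B R95A, in H2B WT and in both), replicates 2 and 3 alone (17 and 13 for those higher in H2B WT and in both), and the fit without H2B WT untreated replicate 3 with a block (79, 23, 18, 125 and 116 for the counts with rapamycin in the order above).

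Of the genes that Fig. 2A labels, limma at the study's threshold dropped 15 of 23 measured higher ones and 8 of 46 measured lower ones, while cyber-T dropped 1 higher gene (IMD3) and 2 lower ones (STE3 and YIL055C). The paper names KSS1 among the pathway genes that are lower in the mutant. Its immunoblot for the phosphorylated MAPKs showed no visible Kss1 or Fus3 in the mutant, a protein measure that arrays of RNA do not test. Here KSS1 passed the test in 0 of the 26 settings run for the untreated strains, where its log2 fold change lay between -0.39 and 0.01, and the limma value was -0.21 (standard error 0.38), while FUS3, STE5, STE2 and STE4 of the same pathway were lower past the test.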

Other observations

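The tests of other splits and the lists of glucose-repressed genes in this part were chosen only after the results were seen, while the other lists were planned.

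Amino acid, stress and meiosis genes differed as lists. Between the untreated strains the Gcn4 targets had a median of 0.58 (31 of 35 positive, adjusted p = 1.31e-08 from camera, adjusted p = 0.310 with an estimated correlation; 0.35 without replicate 3 of untreated H2B WT and 0.91 without replicate 1 of untreated H2B R95A). The Msn2/4 stress genes had one of -0.36 (25 of 26 negative, 7.41e-05 and 0.471; -0.18 without replicate 3 of untreated H2B WT). Early meiosis genes had a median of -0.49 (18 of 21 negative, 0.000615 and 0.548; -0.86 and -0.31 without replicates 1 and 2 of untreated H2B R95A), although IME4 of that list was higher, and the study's figure labels 3 of its genes. Autophagy genes were at -0.31 (0.0126 and 0.548), a call lost without replicate 1 of untreated H2B WT (-0.27, adjusted p = 0.107) or replicates 2 and 3 of untreated H2B R95A (-0.18, 0.0817, and -0.26, 0.0764), with -0.54 without replicate 1 of the latter. The 5 α-specific genes, of which the study picked 2, were at -0.77 (0.000683 and 0.0598) and between the treated strains at -0.92 (3.19e-12 and 0.00263). With limma and with cyber-T 0 members of these lists passed between the untreated strains apart from IME4, and at an unadjusted p under 0.05 there were 6 higher Gcn4 targets and 1 Msn2/4, 5 early meiosis, 0 autophagy and 4 α-specific genes that were lower.

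With rapamycin in H2B R95A, the Gcn4 targets were at -0.65 (3.49e-07 and 0.374; -0.98 and -0.41 without replicates 1 and 2 of untreated H2B R95A), the Msn2/4 genes at 0.48 (7.13e-05 and 0.471), autophagy genes at 0.58 (9.99e-05 and 0.374), early meiosis genes at 0.44 (0.00298 and 0.614), retrograde response genes at 0.56 (0.0439 and 0.636) and subtelomeric genes at 0.24 (0.00291 and 0.636). The retrograde call was lost without replicate 1 of treated H2B WT (0.56, 0.0537), replicates 2 and 3 of untreated H2B R95A (0.17, 0.264, and 0.57, 0.114) or replicate 1 of treated H2B R95A (0.43, 0.227), with 0.96 without replicate 1 of untreated H2B R95A. Without that array the subtelomeric median was 0.49, and without its replicate 2 that call was lost (0.15, 0.060). In H2B WT autophagy genes were at 0.20 (0.00481 and 0.471; lost without replicate 2 of untreated H2B WT at 0.07, 0.236, and at 0.30 and 0.38 without its replicates 1 and 3), early meiosis genes at 0.22 (0.0364 and 0.733; 0.0725 with the replicate block; lost without replicates 1 and 2 of untreated H2B WT at 0.12 and 0.13 and replicate 3 of treated H2B WT at 0.06, with 0.11 without its replicate 2 and 0.35 without replicate 3 of untreated or replicate 1 of treated H2B WT) and subtelomeric genes at 0.10 (0.0112 and 0.696; lost without replicates 1 and 2 of untreated H2B WT at 0.08 and 0.05 and replicate 3 of treated H2B WT at 0.07, with 0.16 without replicate 3 of untreated H2B WT). Retrograde response genes there were at 0.13 (0.0999, and 0.0353 with the replicate block). With limma 0 members of these lists passed the test with rapamycin. In H2B R95A 11 Gcn4 targets were lower and 5 Msn2/4, 8 autophagy, 3 early meiosis, 1 retrograde and 16 subtelomeric genes higher at an unadjusted p under 0.05, with 4 Gcn4 targets and 2 subtelomeric genes past the test with cyber-T, and in H2B WT 0 autophagy, 0 early meiosis, 1 retrograde and 3 subtelomeric genes were higher at that p and 0 passed with cyber-T.

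Between the treated strains the ribosomal protein genes were at -0.18 (0.000186 and 0.796), a call lost without replicate 1 of treated H2B WT (-0.13, 0.267) and turned to 0.11 (0.0147) without replicate 3 of treated H2B R95A, with -0.28 and -0.47 without replicate 3 of treated H2B WT and replicate 2 of treated H2B R95A. The histone genes, which include the deleted HTA2 and HTB2, were at 0.15 (0.0117 and 0.412). That call was lost with spike-in centring (-0.22, 0.264), with array quality weights (0.12, 0.138) and with replicates 2 and 3 alone (0.12, 0.165). It was also lost without replicate 1 of treated H2B WT (0.05, 0.561) or replicate 2 of treated H2B R95A (0.13, 0.306). Early meiosis genes were at -0.15 (0.00617 and 0.636), a call lost without replicate 3 of treated H2B WT (-0.11, 0.301) or replicate 1 of treated H2B R95A (-0.10, 0.353), with -0.28 and -0.23 without replicates 1 and 2 of treated H2B WT and -0.25 without replicate 3 of treated H2B R95A. The a-specific and haploid-specific genes were at -4.07 and -1.95 (0.00263 and 0.00149 with an estimated correlation) and the Ste12 targets at -0.60 (1.91e-18, and 0.0772 with an estimated correlation). Ribosome biogenesis factors (0.10, adjusted p = 0.0505) became a call without replicate 3 of untreated H2B WT (0.10, 0.0362), replicate 1 of treated H2B WT (0.40) or replicate 2 of treated H2B R95A (0.37), and had -0.27 (3.62e-05) with spike-in centring. Nitrogen catabolite repressed genes (-0.11, 0.0668) became one with the replicate block (0.0377).

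Lists that did not pass between the untreated strains were the nitrogen catabolite repressed genes (-0.17, adjusted p = 0.350), retrograde response genes (-0.31, 0.499), G1 to S genes (0.18, 0.255; -0.00 with spike-in centring), silencing factors (0.04, 0.796; -0.14 with spike-in centring), strain markers (0.27, 0.161), mating-type cassette genes (-0.25, 0.607) and subtelomeric genes (-0.12, 0.167). Among these calls appeared without replicate 1 of untreated H2B R95A for the nitrogen genes (-0.58, 0.00928), retrograde genes (-0.75, 0.0366) and subtelomeric genes (-0.37, 0.000947), and without replicate 2 of untreated H2B WT for the G1 to S genes (0.30, 0.0108).

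The replicate 1 arrays of all 4 groups stood apart from replicates 2 and 3 by at least 2-fold in the same direction for 111 higher and 49 lower probe sets. These genes, chosen after their values were seen, included SFC1 (mean log2 difference 5.87), FBP1 (5.44), ADY2 (4.83) and PCK1 (4.81), genes of gluconeogenesis and acetate use that glucose represses, and among the lower ones the hexose transporter gene HXT4 (-3.18). The first 2 principal components held 43.1% and 32.1% of the variance. The second set the replicate 1 arrays (28.1 to 31.5) apart from the others (-23.0 to -2.1). On the first they lay at 2.9 to 14.8, within the range of the others (-55.5 to 23.1). No explanation of the difference of replicate 1 was tested.

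Other splits of the same arrays were counted. Each comparison of 3 against 3 arrays makes 10 splits, too few for a share under 0.05. Between the untreated strains the real split gave 22 probe sets past the test and 53 at the study's threshold, and the highest other split, replicates 1 and 3 of H2B WT with replicate 1 of H2B R95A, gave 1037 and 582, so 2 of 10 splits gave as many in each, which points to a structure of the samples. Between the treated strains the real split gave 19 and 38 and the highest other 3 and 90 (1 and 2 splits with as many), where the other splits that part every pair gave at most 0 and 0. With rapamycin in H2B WT the real split gave 0 and 28 and the highest other 0 and 230 (10 and 2 splits), a structure of the samples again, where the other splits that part every pair gave at most 0 and 0. In H2B R95A the real split gave 0 and 283 and the highest other 0 and 378 (10 and 2 splits). For the difference of the responses, 84 of 100 drawn splits gave as many as the real 1 at the study's threshold (highest other 967), so chance cannot be excluded there. Past the test the real count was 0 in this comparison (highest other 1296) and in both with rapamycin, so that all 100 or 10 splits give as many by construction, which says nothing.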
